# Skeletal stem and progenitor cells maintain cranial suture patency and prevent craniosynostosis

**DOI:** 10.1038/s41467-021-24801-6

**Published:** 2021-07-30

**Authors:** Siddharth Menon, Ankit Salhotra, Siny Shailendra, Ruth Tevlin, Ryan C. Ransom, Michael Januszyk, Charles K. F. Chan, Björn Behr, Derrick C. Wan, Michael T. Longaker, Natalina Quarto

**Keywords:** Bone development, Stem cells, Mesenchymal stem cells, Experimental models of disease, Pathogenesis

## Abstract

Cranial sutures are major growth centers for the calvarial vault, and their premature fusion leads to a pathologic condition called craniosynostosis. This study investigates whether skeletal stem/progenitor cells are resident in the cranial sutures. Prospective isolation by FACS identifies this population with a significant difference in spatio-temporal representation between fusing versus patent sutures. Transcriptomic analysis highlights a distinct signature in cells derived from the physiological closing PF suture, and scRNA sequencing identifies transcriptional heterogeneity among sutures. Wnt-signaling activation increases skeletal stem/progenitor cells in sutures, whereas its inhibition decreases. Crossing *Axin2*^*LacZ/+*^ mouse, endowing enhanced Wnt activation, to a *Twist1*^*+/−*^ mouse model of coronal craniosynostosis enriches skeletal stem/progenitor cells in sutures restoring patency. Co-transplantation of these cells with Wnt3a prevents resynostosis following suturectomy in *Twist1*^*+/−*^ mice. Our study reveals that decrease and/or imbalance of skeletal stem/progenitor cells representation within sutures may underlie craniosynostosis. These findings have translational implications toward therapeutic approaches for craniosynostosis.

## Abstract (web summary)

Cranial sutures are major growth centers for the skull vault and premature fusion leads to pathological fusion, craniosynostosis. Here the authors isolate Wnt responsive skeletal stem and progenitor cells from sutures, that can be transplanted together with Wnt3a protein to repair craniosynostosis in a mouse model.

## Introduction

Cranial sutures are fibrous joints that comprise two approaching osteogenic bone fronts separated by intervening proliferative mesenchymal tissue. They represent the major sites of cranial morphogenesis and grow in close coordination with the rapidly developing brain^1–5^. Their anatomy is remarkably well conserved in both mammalian and non-mammalian species^6–9^. Murine and human cranial sutures are similar: both have an anterior-frontal suture (AF), located between the paired frontal nasal bones; a posterior-frontal suture (PF) (metopic, in humans), located between the paired frontal bones; a coronal suture (COR), located between the frontal and parietal bones; a sagittal suture (SAG), between the paired parietal bones; and a lamboid suture (LAM), between the occipital and parietal bones. The PF suture fuses in early life, through endochondral ossification, while the SAG, COR, and LAM remain patent through adulthood^10^.

A delicate balance between cell proliferation, differentiation, migration, and apoptosis regulates the osteogenic fronts at the cranial sutures, ensuring a steady equilibrium of growth and separation^2,11,12^. Previous studies have indicated that cranial suture closure versus patency is governed by canonical Wnt (cWnt) signaling^13^. The molecular machinery coordinating cell proliferation with osteoblast differentiation must be under strict control: prolonged proliferation of the suture mesenchyme or delayed osteoblast differentiation results in pathological suture expansion, whereas insufficient proliferation or accelerated differentiation results in premature cranial suture fusion, known as craniosynostosis^11^.

Craniosynostosis affects approximately one in 2500 live births, resulting in significant clinical sequelae including major craniofacial deformities^14–18^. Craniosynostosis can be associated with an underlying genetic abnormality (syndromic) or, more commonly, non-syndromic^19–26^. Unveiling the factors that give rise to non-syndromic craniosynostosis is therefore of relevance in determining the etiology of premature suture fusion.

Recently, the suture mesenchyme has been postulated to act as a niche for stem cells critical in suture development, cranial growth, and injury repair^27–30^. Similar to the growth plates of the long bone, cranial sutures are the sites of growth for the cranial vault. Fueled by our prior isolation of skeletal stem cells and progenitors from long bone^31,32^, long bone fractures^33,34^, and mandibles^35,36^, we aimed to examine cranial suture biology through the lens of these cells.

We first confirm that skeletal stem/progenitor cells (referred to as CD51^+^;CD200^+^ cells) are resident in cranial sutures and validated their multipotency and ability to self-renew. CD51^+^;CD200^+^ cells are then prospectively isolated from physiologically fusing and patent sutures, in addition to cranial sutures harvested from animal models of syndromic and non-syndromic craniosynostosis. We identify that aberrancies in CD51^+^;CD200^+^ cell equilibrium may underlie both physiologic suture closure and pathologic craniosynostosis. Furthermore, we demonstrate that cWnt activation increases CD51^+^;CD200^+^ cell frequency, prevents suture fusion, and ultimately rescues the craniosynostosis phenotype. These findings suggest that CD51^+^;CD200^+^ skeletal stem/progenitor cells and Wnt3a may provide a combined cellular/molecular intervention to treat or even prevent craniosynostosis.

## Results

### In vivo profiling of CD51^+^;CD200^+^ cells in cranial sutures

We initiated our study by confirming the presence of skeletal stem/progenitor cells (referred to as CD51^+^;C200^+^ cells), defined by the following immunophenotype: **CD51**^+^, **CD200**^+^, CD45^−^, Ter119^−^, Tie2^−^, Thy1.1^−^, Thy1.2^−^, 6C3^−^, CD105^−^^31,32^ in the mouse posterior frontal (PF), sagittal (SAG), and coronal (COR) sutures at postnatal day 3 (pN3) (Fig. 1a–d, Supplementary Fig. 1a–c). Following validation of their multi-potency and self-renewal capacity (Supplementary Fig. 2a–d), we then performed an in vivo time course profile of these cells in cranial sutures using FACS analysis (Fig. 1a–d). CD51^+^;CD200^+^ cells were analyzed in the PF, SAG, and COR sutures between pN3 and pN17 (*n* = 60 mice/time-point), a time frame spanning the period of physiological PF suture closure^10^ (Fig. 1c). Cell numbers were normalized to the cells defined by the following immunophenotype, [Pi^−^/CD45^−^], hereafter referred to as the P3 population, in our FACS gating scheme (Supplementary Fig. 1a–c). CD51^+^;CD200^+^ cells from long bone growth plates (GP) were used as a reference^31,32^.

**Fig. 1:**
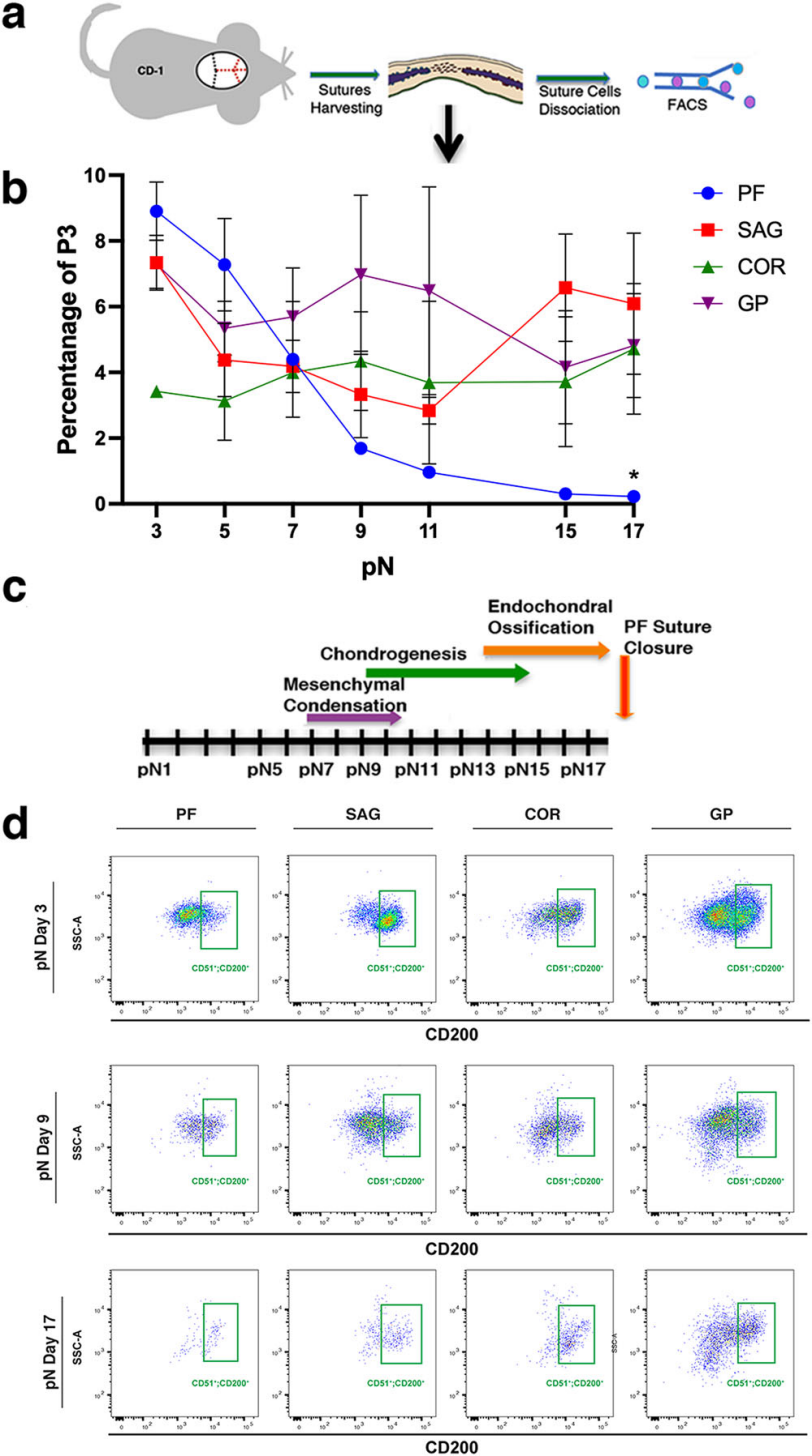
Temporal FACS profiling of CD51^+^;CD200^+^ cells in patent and fusing cranial sutures. **a** Outline of calvarial suture harvesting and processing. **b** Time-course profiling of skeletal stem/progenitor cells isolated in vivo by flow cytometric analysis from freshly harvested posterior frontal (PF), sagittal (SAG), and coronal (COR) sutures. Tibial growth plate (GP) was used as reference. Values are given as a percentage of the P3 population, representing viable (propidium iodide-), non-hematopoietic (CD45−) cells isolated from the sutures. The fusing PF suture shows a dramatic decrease in the percentage of skeletal stem/progenitor cells between day pN7 and pN9, corresponding to the initiation of PF suture closure^10^. Conversely, the patent SAG and COR sutures and GP maintain a sustained percentage of these cells over time. Data are represented as means ± SEM; PF vs SAG *P* = 0.002, PF vs COR *P* = 0.0147, PF vs GP *P* = 0.0179, *P ≤ 0.05 unpaired, two-tailed student *t*-test were performed. *n* = 60 animals/timepoint, experiments were repeated 6 independent times for pN3, 4 for pN17 and 2 independent times for pN5, 7, 9, 11, and 15. **c** Diagram illustrating the timing of the endochondral differentiation through which the PF suture closes^10^. **d** Representative FACS plots of skeletal stem/progenitor (CD51^+^;CD200^+^) cells isolated in vivo from the PF, SAG, and COR sutures and GP at pN3, pN9, and pN17. CD51^+^;CD200^+^ cells decrease as a function of time in the physiologically fusing PF suture. Refer to Supplementary Fig. 1 for complete FACS gating and isolation strategy. Source data are provided as a Source data file.

The PF suture contained a higher percentage of CD51^+^;CD200^+^ cells at early time-points (pN3-5), when this suture is patent, followed by a sharp decrease in CD51^+^;CD200^+^ cells starting at pN7 (Fig. 1b). pN7 is prior to the onset of chondrogenesis which precedes suture closure (Fig. 1c)^10^. By pN17, when the PF suture is fused^10^, CD51^+^;CD200^+^ cells represented only a small percentage of the P3 population. Conversely, CD51^+^;CD200^+^ cell frequency from the patent COR and SAG sutures were maintained throughout the time-course whereas their frequency in GP was relatively higher (Fig. 1b, d). Our data reveal significant differences in CD51^+^;CD200^+^ cell representation between patent versus fusing cranial sutures—specifically, the number of these cells in the PF suture decreases as a function of time in advance of physiological suture fusion.

### Transcriptomic signature of suture-CD51^+^;CD200^+^ cells

Next, we compared the transcriptomes of CD51^+^;CD200^+^ cells resident in fusing and patent sutures. We performed bulk RNA-seq profiling of CD51^+^;CD200^+^ cells harvested from the PF, SAG, and COR sutures (hereafter referred to as PF-CD51^+^;CD200^+^ cells, SAG-CD51^+^;CD200^+^ cells and COR- CD51^+^;CD200^+^ cells respectively) of pN3 mice, again using GP-isolated CD51^+^;CD200^+^ cells (GP-CD51^+^;CD200^+^ cells) as controls (*n* = 60 mice/time point). pN3 was chosen based on two features shared at this time point by all three sutures: first, their patency; second, their comparable degree of endogenous active cWnt signaling (Supplementary Fig. 3a)^10,13^.

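Bulk RNA-seq gave 1 library of CD51+;CD200+ cells from each of the PF, SAG, and COR sutures and 1 from the tibial growth plate (GP), at postnatal day 3; the paper gives 60 mice per time point. CD51 is the integrin encoded by *Itgav*, and CD200 is a membrane glycoprotein; both were used to sort the cells by FACS. The authors mapped paired-end reads to mouse mm9 and estimated expression with Cuffdiff as FPKM, fragments scaled for transcript length and library size. How Cuffdiff scaled for library size is not stated in the paper's text. Each library lists 23946 gene symbols, and no symbol is listed more than once. FPKM of 1 or more was listed for 11826 genes in PF, 12263 in SAG, 11402 in COR, and 11789 in GP. The number of sequenced fragments per library is not given with the FPKM values. The relative depth was therefore estimated from FPKM multiplied by transcript length in kilobases. The most frequent of the lowest nonzero values, read from a smoothed density, was taken to stand for a single fragment. That value was 0.058 in PF, 0.0256 in SAG, 0.0289 in COR, and 0.0305 in GP. It depends on the smoothing and on the range of low values used, which were not varied. If it marks a single fragment and FPKM was scaled in proportion to the fragments of each library, the PF library held 44.1% of the fragments of the SAG library. With 1 library per tissue there is no replicate error, and no p-value is given for any difference between tissues. Ratios were taken on the log2(FPKM + 1) scale, which understates the change of genes with low values. Genes needed FPKM of 1 or more in at least 1 of the libraries compared. *Itgav* was listed at 12.7 FPKM in PF, 6.20 in SAG, 15.0 in COR, and 13.5 in GP, and *Cd200* at 23.5, 48.1, 62.6, and 57.1 FPKM in the same order. *Ptprc*, the gene of the leukocyte antigen CD45, was at 0.568 FPKM in PF and lower in the other libraries. Of 7 immune genes including *Ptprc*, 2 reached 1 FPKM, both highest in PF. *Lyz2* was at 30.2 FPKM in PF, 7.53 in SAG, and 4.15 in COR, and *Cd74* at 9.54, 1.75, and 2.41. The erythroid genes *Hba-a1* and *Hbb-b1* were at 9.40 and 6.06 FPKM in PF and lower elsewhere, while the other erythroid genes were below 1 FPKM. Whether the PF library holds RNA of blood cells was not tested. The cells were also sorted as negative for 6C3 and CD105. *Enpep*, the gene of 6C3, was at 7.05 FPKM in PF, 2.74 in SAG, 3.74 in COR, and 1.39 in GP. *Eng*, the gene of CD105, was at 1.70, 0.760, 1.07, and 0.679 FPKM in the same order. *Tek* and *Thy1*, also genes of antigens sorted as negative, were below 1 FPKM in every library. *Hoxa10*, a gene of the hindlimb, was at 79.6 FPKM in GP and at 0.594, 0.145, and 0.226 in PF, SAG, and COR. *Sparc*, *Col1a1*, *Col1a2*, and *Col3a1* are listed at 0 in COR, and *Col1a2* is also listed at 0 in GP, while *Sparc* was at 9849 FPKM in PF, 3723 in SAG, and 9678 in GP. *Col3a1* was chosen after its values were seen.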

Our analysis revealed significant transcriptomic differences among skeletal stem/progenitor cells from the different sutures. 

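A ratio of at least 3-fold between a pair of the suture libraries was counted for each gene, without a test. In PF-CD51+;CD200+ cells compared with SAG-CD51+;CD200+ cells, 2116 of 13490 genes passed, of which 896 were higher and 1220 lower in PF. Between PF and COR, 1501 of 12853 genes passed, with 875 higher and 626 lower in PF. Between COR and SAG, 1177 of 12720 genes passed, with 395 higher and 782 lower in COR. At least 1 of these comparisons was passed by 2995 of 13733 genes. This number depended on low values: it was 4977 with a pseudocount of 0.1 in place of 1, and 1480 among genes with FPKM of 1 or more in every suture compared. With the latter filter, 483 genes were higher and 446 lower in PF than in SAG, the opposite balance, and 286 were higher and 323 lower in COR than in SAG. By comparison, 621 genes passed only between PF and SAG, 384 only between PF and COR, and 255 only between COR and SAG. Both comparisons with PF were passed by 813 genes, both comparisons with SAG by 618, both with COR by 240, and all 3 by 64. The paper's selection also used Cuffdiff significance, a step that the FPKM values alone do not repeat.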

We identified 171 (out of 24,015 mouse mm9) genes whose expression levels were significantly different with a fold change greater than 3 between the different sutures (Fig. 2a). Hierarchical transcriptional analysis revealed a distinct clustering of transcripts that were up-or downregulated in CD51^+^;CD200^+^ cells from each suture. 

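Mean-centred log2(FPKM + 1) values of 13733 genes were compared between the sutures by Euclidean distance with average linkage. The distance was 115 between SAG and COR, 121 between PF and COR, and 139 between PF and SAG. SAG and COR were joined first, and PF was joined to them at a height of 130. When only genes with FPKM of 5 or more in at least 1 suture were used, PF and COR were joined first. With GP added, COR and GP were joined first at 84.2, SAG next at 114, and PF last at 128. Of the 2995 genes that differed at least 3-fold between any pair of sutures, 825 had PF farthest above the middle value of the 3 sutures and 620 had PF farthest below it. SAG was farthest above for 759 genes and farthest below for 282, and COR for 249 and 260.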

We identified a uniquely downregulated cluster of genes in PF-CD51^+^;CD200^+^ cells which are associated with craniosynostosis. 

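In PF-CD51+;CD200+ cells, 341 of 13733 genes were at least 3-fold lower than in both other sutures, and 506 were at least 3-fold higher. The corresponding numbers were 142 lower and 529 higher in SAG, and 127 lower and 154 higher in COR. The PF numbers depended on how low values were treated: among the 10161 genes with FPKM of 1 or more in all 3 sutures, 105 were lower and 156 higher in PF. The genes farthest below in PF included *Actr8* (mm9 chromosome 14, 30791523 to 30806407), at 0.39 FPKM in PF, 21.3 in SAG, and 20.3 in COR. *Tom1l1* (chromosome 11, 90504779 to 90549680) was at 0.289 FPKM in PF, 17.2 in SAG, and 15.3 in COR. The microRNA genes *Mir1982*, *Mir3064*, and *Mir3960*, also among the 5 farthest below, are listed at 0 in PF. From the genes lower in PF, the suture that fuses, the paper proposes a potential transcriptional signature of skeletal stem/progenitor cells fated for fusion.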

Interestingly, the PF suture is the only suture that physiologically fuses during early life. Among these genes were *Cdc45*, *Huwe1*, *Efnb*, *Ahdc1*, *Dusp6*, *Jag1*, and *Ezh2*^37–42^, while *Ptpn11*, a gene associated with gain-of-function mutations resulting in craniosynostosis^43^, was upregulated in PF-CD51^+^;CD200^+^ cells exclusively (Fig. 2b and Supplementary Fig. 3b, c). 

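The values below are FPKM of 1 library per tissue, and gene positions are those of mm9. *Dusp6* (chromosome 10, 98725865 to 98730122) was at 2.26 FPKM in PF, 24.8 in SAG, and 16.6 in COR, with log2 ratios of -2.98 for PF vs SAG and -2.43 for PF vs COR. *Ezh2* (chromosome 6, 47480273 to 47545340) was at 2.59, 17.9, and 8.73 FPKM in PF, SAG, and COR, with log2 ratios of -2.39 and -1.44. *Cdc45* (chromosome 16, 18780540 to 18812080) was at 2.50, 6.51, and 5.65 FPKM, with log2 ratios of -1.10 and -0.93. *Jag1* (chromosome 2, 136907192 to 136942380) was at 2.25, 3.69, and 4.29 FPKM. *Huwe1* (chromosome X, 148235350 to 148369960) was at 2.23, 2.72, and 3.42 FPKM. *Ahdc1* (chromosome 4, 132567175 to 132634025) was below 1 FPKM in every library, at 0.593, 0.736, and 0.706. *Efnb1* (chromosome X, 96331469 to 96344330) was at 62.1 FPKM in PF, 39.4 in SAG, and 42.6 in COR, with log2 ratios of 0.64 and 0.53. *Efnb2* (chromosome 8, 8617434 to 8661239) was at 3.00, 4.22, and 4.85 FPKM. *Ptpn11* (chromosome 5, 121580542 to 121641406) was at 15.0 FPKM in PF, 12.5 in SAG, 12.3 in COR, and 13.1 in GP, a ratio of 1.19 to SAG and 1.22 to COR. The 3-fold threshold, 1.58 on the log2 scale, was passed against both sutures by *Dusp6* and against SAG by *Ezh2*. Among the 500 genes nearest in mean expression, the PF vs SAG ratio of *Dusp6* lay at percentile 1.2, that of *Ezh2* at 3.8, that of *Cdc45* at 18.4, that of *Huwe1* at 45.8, and that of *Ptpn11* at 64.8. Over the 6 genes of the list *Cdc45*, *Huwe1*, *Efnb1*, *Ahdc1*, *Dusp6*, *Jag1*, and *Ezh2* that reached 1 FPKM, the median log2 ratio of PF to the mean of SAG and COR was -0.81. As a description of these libraries, this median lay at percentile 2.38 of 10000 random lists matched on expression, and between 2.27 and 2.94 over 20 draws of such lists. *Gapdh*, to which the paper's RT-PCR was normalized, was at 281 FPKM in PF, 407 in SAG, and 335 in COR.

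**Figure D1:**
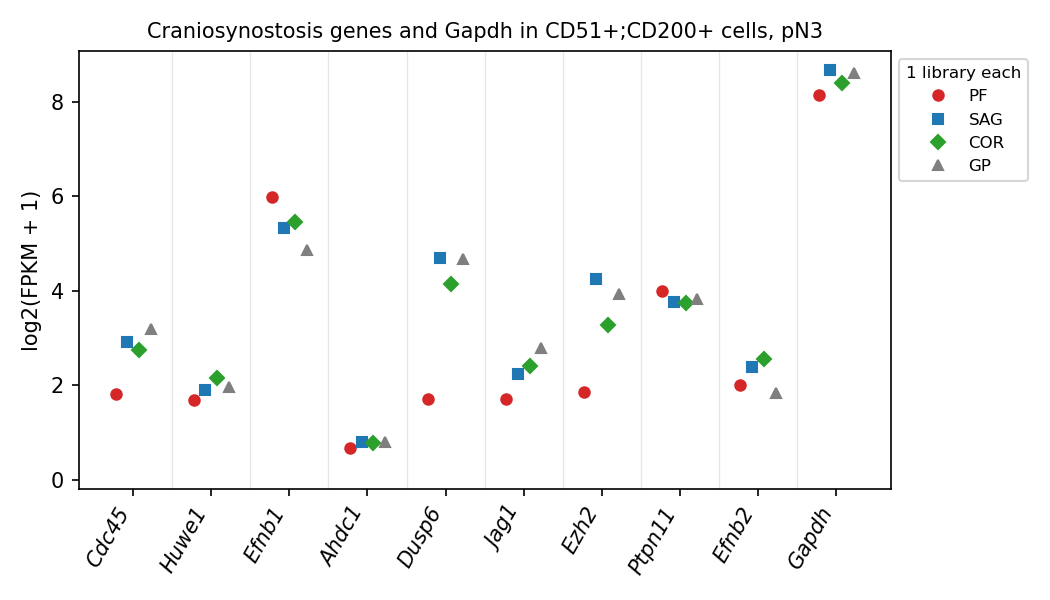
log2(FPKM + 1) of the craniosynostosis genes and *Gapdh*, with 1 symbol for each library (PF, SAG, COR, and GP) and no error bars because each tissue has 1 library. *Dusp6* and *Ezh2* have the widest gaps between PF and the other libraries, and *Efnb1* and *Ptpn11* are highest in PF.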

The expression profile of these genes was validated by RT-PCR (Supplementary Fig. 3b).

**Fig. 2:**
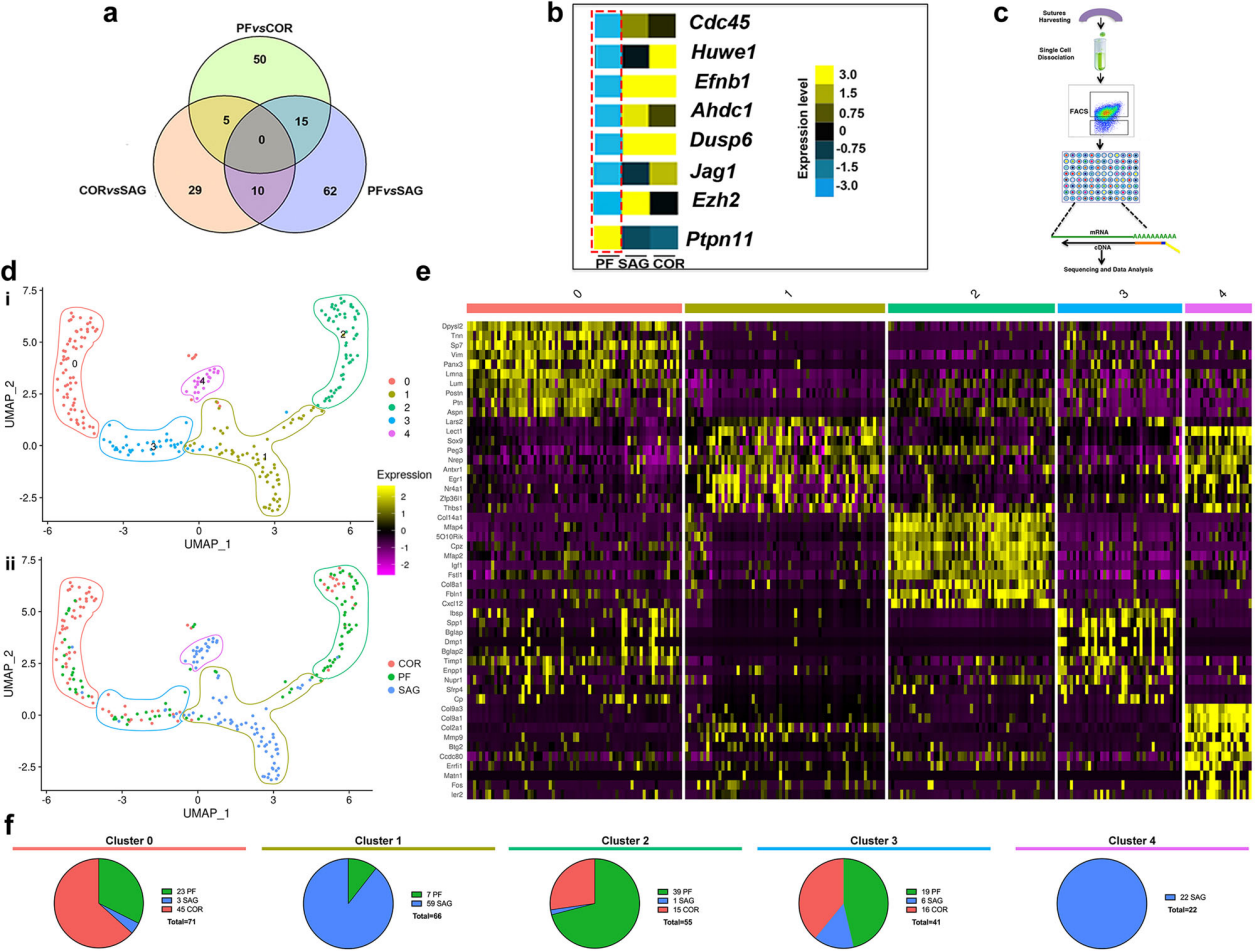
Transcriptomic profiling of CD51^+^;CD200^+^ cells from fusing and non-fusing sutures. **a** Venn diagram of top differentially expressed genes (up- or downregulated by ≥3 fold) from bulk RNA-seq evaluation of skeletal stem/progenitor cells (CD51^+^;CD200^+^) isolated from different sutures. **b** Heatmap representation of top genes associated with syndromic craniosynostosis in CD51^+^;CD200^+^ cells isolated from PF sutures^37–43^. Yellow: upregulation; blue: downregulation. **c** Schematic outlining single-cell RNA analysis. **d** UMAP embedding showing the distribution of transcriptional programs for single CD51^+^;CD200^+^ cells isolated from PF, SAG, and COR sutures partitioned into five clusters. Cells are colored either by cluster (**i**) or suture of origin (**ii**). **e** Heat map of top 10 differentially expressed genes characteristic to each of the five transcriptionally-defined clusters. Yellow: upregulation; purple: downregulation. **f** Pie chart showing the representation of CD51^+^;CD200^+^ cells from each suture within each cluster. Sequencing data were deposited in the GEO database as GSE69909. All data can be accessed from the Gene Expressions Omnibus (http://www.ncbi.nlm.nih.gov/geo/) using accession number GSE138882. PF posterior frontal, SAG sagittal, COR coronal.

To further characterize these differences in transcriptional programming, we performed single-cell RNA-seq analysis on PF-CD51^+^;CD200^+^ cells, SAG-CD51^+^;CD200^+^ cells, and COR-CD51^+^;CD200^+^ cells isolated at pN3 (Fig. 2c). Single cell data for each of the sutures were pooled, and blinded partitional analysis identified five transcriptionally-defined clusters (Fig. 2d). Interestingly, PF-CD51^+^;CD200^+^ cells and COR-CD51^+^;CD200^+^ cells exhibited similar distributions and together comprised the majority of clusters 0, 2, and 3, while the SAG-CD51^+^;CD200^+^ cells transcriptional profiles appeared more distinct (cluster 1 and 4) (Fig. 2e, f). Downstream analyses of cluster characteristics provided further insights into what may represent transcriptional meta-states among suture-derived CD51^+^;CD200^+^ cells, such as those with comparatively pro-osteogenic versus chondrogenic expression patterns. (Fig. 2f–e, Supplementary Fig. 4a–e, and Supplementary Fig. 5a–d). Moreover, these transcriptional programs appeared distinct from those of the periosteal stem cell (PSC) population previously identified^44^ (Supplementary Fig. 6a) and comparably pure with our earlier CD51^+^;CD200^+^ cell population (Supplementary Fig. 6b)^45,46^.

### Imbalance of CD51^+^;CD200^+^ cells marks craniosynostosis

The different trends of resident CD51^+^;CD200^+^ cells between physiologically fusing versus patent sutures set the stage for investigating these cells in syndromic and non-syndromic craniosynostosis. Saethre-Chotzen syndrome, defined by *TWIST1* loss-of-function mutation, is the second most prevalent form of syndromic COR craniosynostosis^21,47^. *Twist1*^+/−^ mice represent an established model to study this genetic syndrome^48,49^, displaying premature COR fusion (Fig. 3a). We FACS-profiled CD51^+^;CD200^+^ cells to determine their representation in *Twist1*^+/−^ COR sutures relative to COR sutures from wild-type mice. This analysis revealed a significant decrease of these cells in craniosynostotic *Twist1*^+/−^ as compared to wild-type COR sutures (Fig. 3b).

**Fig. 3:**
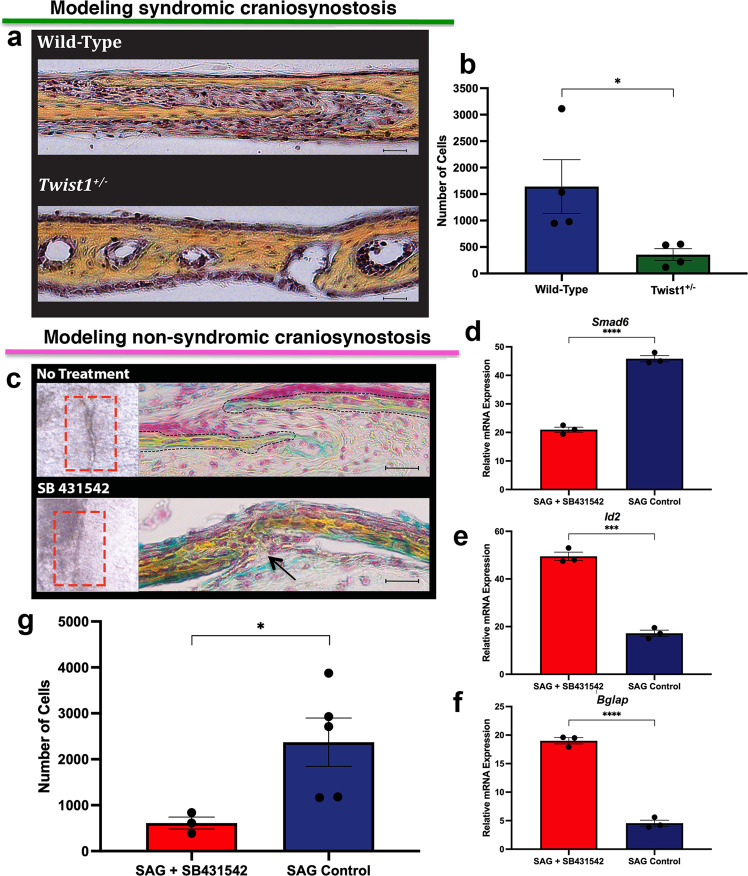
Imbalance of CD51^+^;CD200^+^ cells in syndromic and non-syndromic craniosynostosis. **a** Representative Movat’s pentachrome staining showing synostosis of COR suture in day pN15 *Twist1*^*+/−*^ mouse, compared to wild-type suture. Scale bars: 100 μm. Magnification at ×20. *n* = 3 animals/group, experiments were repeated 3 independent times. **b** FACS profiling of CD51^+^;CD200^+^ cells isolated from explanted wild-type and *Twist1*^*+/−*^ COR sutures at day pN3 reveals a significant decrease of these cells in *Twist1*^*+/−*^ COR sutures in comparison to wild-type. Values are normalized as total CD51^+^;CD200^+^ cells per 500,000 events. Data are represented as means ± SEM; *P* = 0.0482, *P ≤ 0.05, unpaired, two-tailed student *t*-test were performed. *n* = 10 animals/timepoint, experiments were repeated 4 independent times. **c** Whole mount top view (left panel) and Movat’s pentachrome staining (right panel) of coronal sections of untreated and SB431542-treated SAG suture explants (day pN3) harvested after 8 days in culture. SB431542-treated SAG suture lacks the suture mesenchyme, with bony tissue (black arrow) replacing the suture mesenchyme and fused. Scale bars: 200 μm. Magnification at ×40. *n* = 5 animals/group, experiments were repeated 3 independent times. **d**–**f** PCR analysis of *Smad6*, *Id2*, and *Bglap* expression in SB431542-treated and untreated SAG sutures confirming the effectiveness of SB431542 treatment and inhibition of TGFβ signaling paralleled by activation of BMP signaling. Values represent mean ± SEM; *Smad6*; *P* = < 0.0001, *Id2*; *P* = 0.0001, *Bglap*; *P* = < 0.0001, ***P ≤ 0.001, ****P ≤ 0.0001, unpaired, two-tailed student *t*-test were performed. *n* = 5 animals/group experiments were repeated 3 independent times. **g** FACS profiling of CD51^+^;CD200^+^ cells isolated from day pN3 untreated and treated sutures harvested after 8 days in culture shows a decrease of these cells in SB431542-treated SAG suture explants. Values are normalized as a total CD51^+^;CD200^+^ cells per 500^,^000 events. Values represent mean ± SEM; *P* = 0.0478, *P ≤ 0.05, unpaired, two-tailed student *t*-test were performed. *n* = 20 animals/group, experiments were repeated 3 independent times. SAG sagittal, COR coronal. Source data are provided as a Source data file.

The majority of human craniosynostoses are non-syndromic (85%); of these, synostoses of the SAG suture are the most common (40–55%). Mutations in the inhibitory *SMAD6* gene have been reported to lead to SAG craniosynostosis^50^. Inhibition of endogenous *TGF-β* has been shown to trigger downregulation of *SMAD6*, leading to enhanced activation of *BMP* signaling and induction of osteogenesis^51,52^. We thus hypothesized that SAG craniosynostosis could be phenocopied in wild-type SAG suture by inhibiting *TGF-β* signaling with the small molecule SB431542^51,52^. To test this approach, SAG sutures explanted from pN3 wild-type mice were treated with SB431542. After 8 days, treated sutures fused, whereas untreated SAG sutures remained patent (Fig. 3c). In treated SAG sutures, the suture mesenchyme was replaced by bony tissue bridging the osteogenic fronts, while in untreated sutures, mesenchyme remained present within the approaching osteogenic fronts. Consistent with previous reports^51,52^, PCR analysis confirmed significant downregulation of *Smad6* gene expression in SB431542-treated sutures (Fig. 3d). SB431542 treatment also triggered upregulated expression of *Id2* (Fig. 3e), a specific target of activated *BMP* signaling^53^, and osteocalcin (*Bglap*), a marker of terminal osteoblast differentiation (Fig. 3f).

Having phenocopied a SAG model of non-syndromic craniosynostosis, we next performed FACS profiling of CD51^+^;CD200^+^ cells. We observed a significant decrease of these cells in SB431542-treated SAG sutures compared to untreated sutures (Fig. 3g). Collectively, these results demonstrate that a significant change in the ratio of skeletal stem/progenitor cell populations is a shared signature in our models of both syndromic and non-syndromic craniosynostosis.

### Modulation of cWnt signaling alters CD51^+^;CD200^+^ frequency

We previously showed that physiologic closure of the PF suture is dependent on inactivation of endogenous cWnt signaling at the onset of endochondral ossification^13^. Conversely, patency of the SAG and COR sutures is maintained by sustained activation of cWnt signaling over time^13^. Furthermore, manipulation of endogenous cWnt signaling is sufficient to reverse the fate of PF and SAG sutures^13^. These findings, along with the observation that CD51^+^;CD200^+^ cells sharply decrease prior to PF suture fusion (Fig. 1b), prompted us to investigate whether continuous activation of cWnt signaling (leading to PF suture patency) would affect the representation of these cells in the suture. PF sutures were treated with Wnt3a protein (Fig. 4a**)**. Effective activation of cWnt signaling was confirmed by treating PF sutures of *Axin2*^*LacZ/+*^ reporter mice (enabling detection of cWnt signaling through the X-gal reporter) with Wnt3a and performing X-gal staining as a readout of cWnt activity^13,54^ (Supplementary Fig. 7a, b). As previously observed^13^, an expanded suture mesenchyme and prevention of suture fusion was seen following exogenous activation of cWnt signaling in the PF suture (Fig. 4b). FACS analysis revealed significantly increased CD51^+^;CD200^+^ cells in PF sutures following Wnt3a treatment relative to PBS or control (Fig. 4c). This observation was also supported by FACS profiling performed on *Axin2*^*LacZ/LacZ*^ mice endowed with enhanced activation of cWnt signaling due to targeted disruption of *Axin2*, an inhibitor of cWnt signaling^54^. (Supplementary Fig. 7c).

To evaluate if Wnt3a treatment in vivo could lead to potential polyclonal proliferation, we analyzed the effects of Wnt3a treatment on PF sutures of *ActinCre*^*ERT2*^:*Rainbow*^*+/+*^ mice^31,35,55^. Our analysis suggested the possibility of an enrichment of clones, including but not exclusively composed of CD51^+^;CD200^+^ cells, within the suture mesenchyme of Wnt3a-treated sutures relative to untreated sutures. These data suggest increased cellular proliferation as a result of Wnt3a treatment (Supplementary Fig. 7d). Furthermore, we performed an in vitro proliferation assay of pN3 suture-derived CD51^+^;CD200^+^ cells, in order to determine if cell expansion was a direct effect triggered by Wnt3a, rather than solely a response of these cells to paracrine signaling from neighboring cells within the suture mesenchyme. Wnt3a treatment induced significantly higher EdU incorporation compared to untreated controls, thus inferring increased proliferation in Wnt3a-treated CD51^+^;CD200^+^ cells (Supplementary Fig. 7e).

**Fig. 4:**
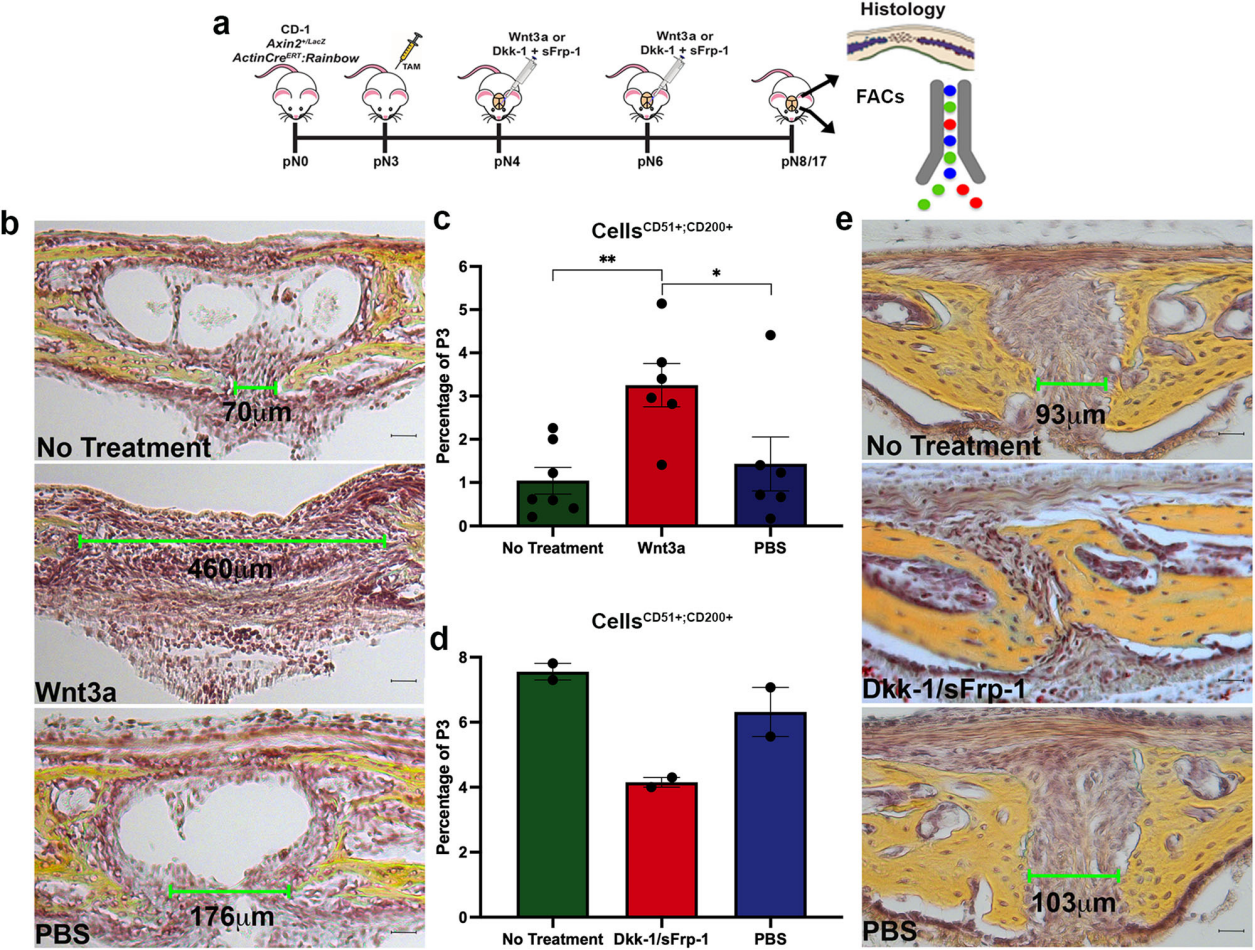
Modulation of cWnt signaling affects CD51^+^;CD200^+^ cell frequency in the suture mesenchyme. **a** Schematic representation of the experimental procedures. TAM, Tamoxifen. **b** Movat’s pentachrome staining of coronal sections from CD-1 mouse PF sutures treated in vivo at day pN4 with Wnt3a (150 ng) and harvested at day pN8 (normal onset of fusion). Movat’s pentachrome staining shows a largely expanded suture mesenchyme in Wnt3a-treated sutures relative to PBS and untreated controls. Top: no treatment, middle: Wnt3a, bottom: PBS. Green bars mark the distance between the two osteogenic fronts. Scale bars: 100 μm. Magnification at ×20. *n* = 3 animals/group, experiments were repeated 3 independent times. **c** FACS profiling of freshly harvested Wnt3a-treated PF sutures at day pN8 reveals an increased representation of CD51^+^;CD200^+^ cells in these sutures relative to untreated and PBS controls. Values represent mean ± SEM; Wnt3a vs No Treatment, *P* = 0.0025, Wnt3a vs PBS, *P* = 0.046 *P ≤ 0.05, **P ≤ 0.01, unpaired, two-tailed student *t*-test were performed. *n* = 20 animals/group, experiments were performed 6 independent times. **d** FACS profile of freshly harvested SAG sutures at pN8 following in vivo treatment with cWnt signaling inhibitors sFrp-1 (2 μg) and Dkk-1 (2 μg) or PBS. Treatment with inhibitors decreased CD51^+^;CD200^+^ cells in comparison to PBS and untreated controls. Values represent mean ± SEM. *n* = 20 animals/group, experiments were performed two independent times. **e** Movat’s pentachrome staining of SAG sutures treated with cWnt signaling inhibitors sFrp-1 (2 μg) and Dkk-1 (2 μg) and relative controls at day pN17. Green bars mark the distance between the two osteogenic fronts. Scale bars: 100 μm. Magnification at ×20. Top: no treatment, middle: Dkk-1/sFrp-1, bottom: PBS. *n* = 3 animals/group, experiments were repeated 3 independent times. PF posterior frontal, SAG sagittal. Source data are provided as a Source data file.

Conversely, inhibition of cWnt signaling in patent SAG sutures with *sFrp-1* and *Dkk-1* inhibitors markedly decreased CD51^+^;CD200^+^ cell frequency (Fig. 4d) and resulted in a nearly complete closure of the SAG suture (Fig. 4e). Clonal analysis of Wnt inhibitor-treated *ActinCre*^*ERT2*^:*Rainbow*^*+/+*^ sutures revealed a decrease in polyclonality relative to untreated and PBS-treated control groups (Supplementary Fig. 7f). These findings demonstrate that activation of cWnt signaling in the PF suture during the window of physiologic fusion enriches skeletal stem/progenitor cells representation, whereas inhibition of cWnt signaling in the patent SAG suture decreases them and promotes pathologic fusion.

### Activation of cWnt signaling rescues craniosynostosis

We next questioned whether there would be decreased polyclonal proliferation in *Twist1*^*+/−*^: *ActinCre*^*ERT2*^ *Rainbow*^+/+^ COR sutures mirroring the observed reduction of CD51^+^;CD200^+^ cells in *Twist1*^*+/−*^ COR sutures (Fig. 3b). We observed decreased polyclonality in double transgenic *Twist1*^*+/−*^:*ActinCre*^*ERT2*^ *Rainbow*^+/+^ mice relative to control. By contrast, increased polyclonality was observed in COR sutures in *Axin2*^*LacZ/+*^*:ActinCre*^*ERT2*^ *Rainbow*^*+/+*^ mice, which display enhanced activation of cWnt signaling (Supplementary Fig. 8a–d). Given these findings, we next investigated whether sustained activation of cWnt signaling in a craniosynostotic background could restore the required balance of CD51^+^;CD200^+^ cells and thereby prevent/rescue the craniosynostosis phenotype.

We generated a double transgenic *Twist1*^*+/−*^*:Axin2*^*lacZ/+*^ mouse by crossing *Twist1*^*+/−*^ mice (bearing coronal craniosynostosis) with *Axin2*^*LacZ/+*^ mice (Supplementary Fig. 9a–d). Pentachrome staining of COR sutures revealed suture patency and a large undifferentiated suture mesenchyme in both wild-type and *Twist1*^*+/−*^*:Axin2*^*lacZ/+*^ COR sutures as compared to synostotic *Twist1*^*+/−*^ sutures (Fig. 5a). Remarkably, FACS analysis revealed that in *Twist1*^*+/−*^*:Axin2*^*lacZ/+*^ COR sutures, CD51^+^;CD200^+^ cells were restored to wild-type levels (Fig. 5b). Ensuing screening of the *Twist1*^*+/−*^:*Axin2*^*lacZ/+*^ double transgenic COR sutures for complete unilateral or bilateral craniosynostosis revealed a frequency of 0% in wild-type mice, as expected; 83% in *Twist1*^*+/−*^ mice; and 0% in *Twist1*^*+/−*^*:Axin2*^*lacZ/+*^ double transgenic mice. (Fig. 5c). Notably, a robust contribution of *Axin2*^*+*^ (LacZ^+^) cells was observed within the mesenchyme of the *Twist1*^*+/−*^*:Axin2*^*lacZ/+*^ COR suture at day pN3, day pN18, and 6 months (Fig. 5d and Supplementary Fig. 10). Moreover, immunostaining of activated β-catenin revealed levels of endogenous active cWnt signaling within the COR suture mesenchyme of *Twist1*^*+/*−^:*Axin2*^*lacZ/+*^ double transgenic similar to that of wild-type and *Axin2*^*lacZ/+*^ COR sutures (Supplementary Fig. 11a–d). Conversely, a faint immunostaining was detected in *Twist1*^*+/−*^ COR sutures. Microcomputed tomography (μCT) confirmed COR suture patency in *Twist1*^*+/−*^*:Axin2*^*lacZ/+*^ mice (Fig. 5e). Collectively, these data support that cWnt activation in the suture mesenchyme of the *Twist1*^*+/−*^*:Axin2*^*lacZ/+*^ COR suture may suppress COR suture craniosynostosis observed in *Twist1*^*+/−*^ mice, possibly through expansion of the CD51^+^;CD200^+^ cell population.

**Fig. 5:**
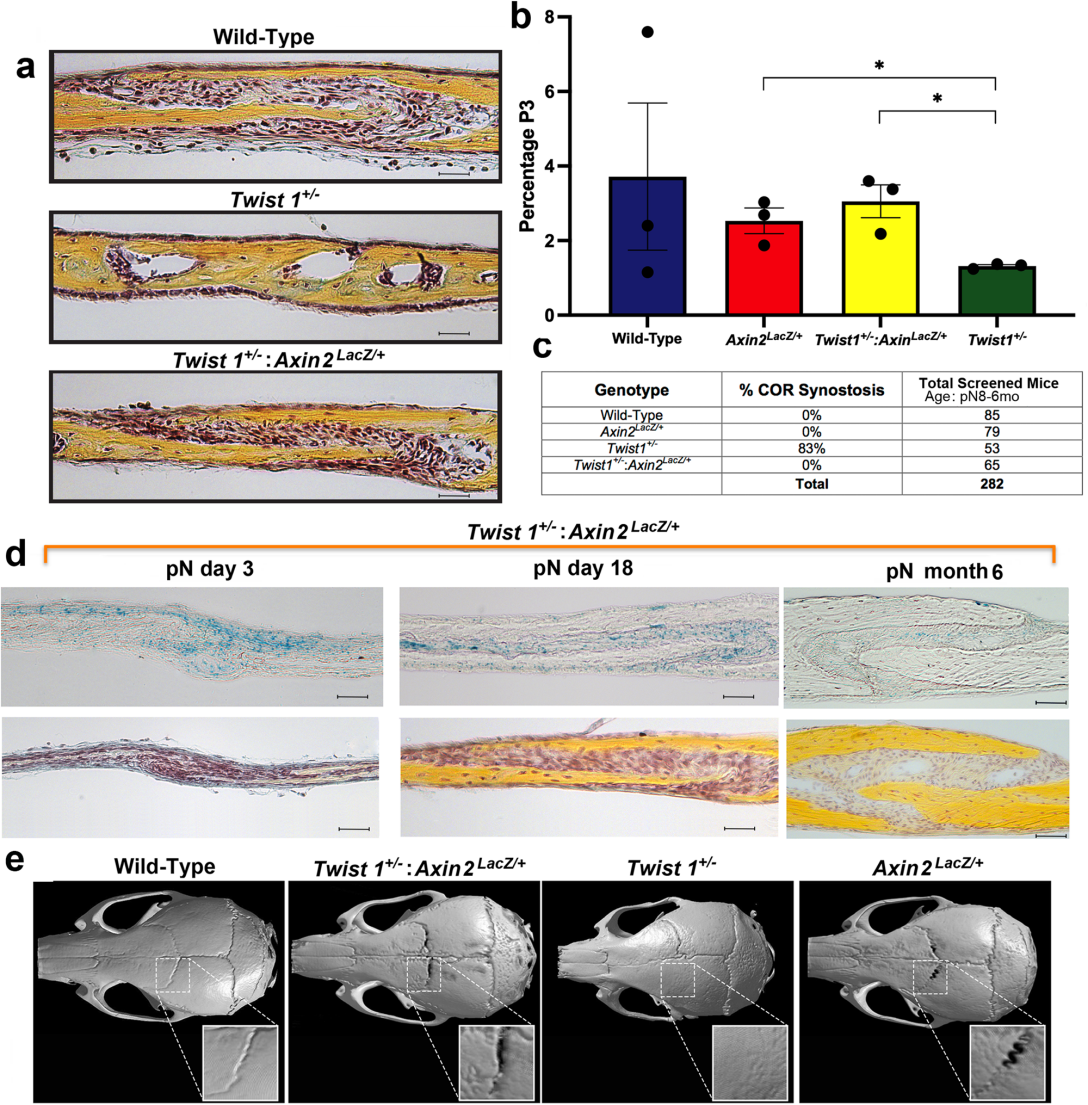
Sustained activation of cWnt signaling rescues COR suture craniosynostosis in *Twist1*^*+/−*^ mice. **a** Pentachrome staining and histological analysis of pN15 COR sutures from wild-type (top panel), *Twist1*^*+/−*^ (middle panel) and *Twist1*^*+/−*^*:Axin2*^*LacZ/+*^ (bottom panel) mice. Similar to the wild-type suture, the *Twist1*^*+/−*^*:Axin2*^*LacZ/+*^ COR suture is patent with a clear undifferentiated tissue mesenchyme between the osteogenic fronts, thus demonstrating a rescue of the COR suture craniosynostosis. Conversely, the *Twist1*^*+/−*^ COR suture is fused, showing a bony bridge and lack of a suture mesenchyme. Scale bars, 100 μm. Magnification at ×20. *n* = 3 animals/group, experiments were repeated 3 independent times. **b** FACS analysis of CD51^+^;CD200^+^ cells isolated from COR sutures of wild-type, *Axin2*^*LacZ/+*^, *Twist1*^*+/−*^, and *Twist1*^*+/−*^*:Axin2*^*LacZ/+*^ mice indicates increased representation of CD51^+^;CD200^+^ cells in the *Twist1*^*+/−*^*:Axin2*^*LacZ/+*^ double transgenic. Values represent mean ± SEM; *Axin2*^*LacZ/+*^ vs. *Twist1*^*+/−*^ *P* = 0.025, *Twist1*^*+/−*^ vs. *Twist1*^*+/−*^*:Axin2*^*LacZ/+*^, *P* = 0.0172; *P ≤ 0.05, unpaired, two-tailed student *t*-test were performed. *n* = 10 animals/group, experiments were repeated 3 independent times. **c** Screening for coronal suture fusion in *Twist1*^*+/−*^ versus *Twist1*^*+/−*^*:Axin2*^*LacZ/+*^ mice reveals a frequency of COR craniosynostosis in *Twist1*^*+/−*^*:Axin2*^*LacZ/+*^ mice restored to that of wild-type mice (i.e., patent COR suture phenotype), compared to the widespread fusion seen in *Twist1*^*+/−*^. Screening was performed on mice ranging from day pN6 up to 6 months. *n* = 282 animals screened. **d** (top panel) X-gal staining identifies a of cWnt-activated cells within the mesenchyme of the patent COR suture in *Twist1*^*+/−*^*: Axin2*^*LacZ/+*^ double transgenic mice at day pN3, pN18, and 6 months postnatal. (bottom panel) Movat’s pentachrome staining performed on adjacent slide sections as for top panels. Scale bars: 100 μm. Magnification at ×20. *n* = 3 animals/group, experiments were repeated 3 independent times. pN post-natal. **e** Micro-CT analysis of wild-type, *Twist1*^*+/−*^*:Axin2*^*LacZ/+*^, *Twist1*^*+/−*^, and *Axin2*^*LacZ/+*^ skulls at 6 months postnatal reveals the presence of a wide patent COR suture in the *Twist1*^*+/−*^*:Axin2*^*LacZ/+*^ mouse, whereas a unilateral fused COR suture is observed in the *Twist1*^*+/−*^ mouse. *n* = 3 animals/group, experiments were repeated 3 independent times. COR coronal. Source data are provided as a Source data file.

### Preventing re-synostosis following suturectomy

Conventional methods of treatment for craniosynostosis require complex surgical intervention to correct the fused suture, frequently resulting in re-fusion of the suture. Thus, there is a strong unmet need for cellular or molecular therapies to treat craniosynostosis and prevent resynostosis. Our data suggest that skeletal stem/progenitor cell equilibrium within the suture mesenchyme may maintain suture patency. Moreover, active cWnt signaling may promote cell expansion within the suture mesenchyme to levels sufficient for sustaining patency. Based on these findings we hypothesized that by transplanting skeletal stem/progenitor cells and Wnt3a protein following ablation of a synostotic suture, we could model a physiological suture mesenchyme, thereby preventing suture re-fusion. To test this hypothesis, we surgically ablated the synostotic COR suture of *Twist1*^*+/−*^ mice via suturectomy (Fig. 6a), reflecting the surgical management of human craniosynostosis. CD51^+^;CD200^+^ cells co-seeded with Wnt3a in a collagen sponge carrier were transplanted in the suturectomy site, with untreated suturectomies acting as controls (Fig. 6a). The extent of re-fusion was assessed by microcomputed tomography (μCT) and histology over a 14-week period (Fig. 6b–d). After 14 weeks the control suturectomy sites re-fused completely, while suturectomies treated with CD51^+^;CD200^+^ cells and Wnt3a protein remained patent with the appearance of a restored mesenchyme (Fig. 6d). Additionally, transplanted GFP^+^ CD51^+^;CD200^+^ cells were used to confirm their contribution to the suture mesenchyme (Fig. 6e). Interestingly, neighboring cells, in addition to the transplanted GFP^+^ CD51^+^;CD200^+^ cells, appeared to participate in recreating the suture mesenchyme, thus reestablishing a “suture niche/microenvironment” (Fig. 6f). Conversely, mice treated with Wnt3a or CD51^+^;CD200^+^ cells alone, developed recurrent synostosis (Supplementary Fig. 12a–d).

**Fig. 6:**
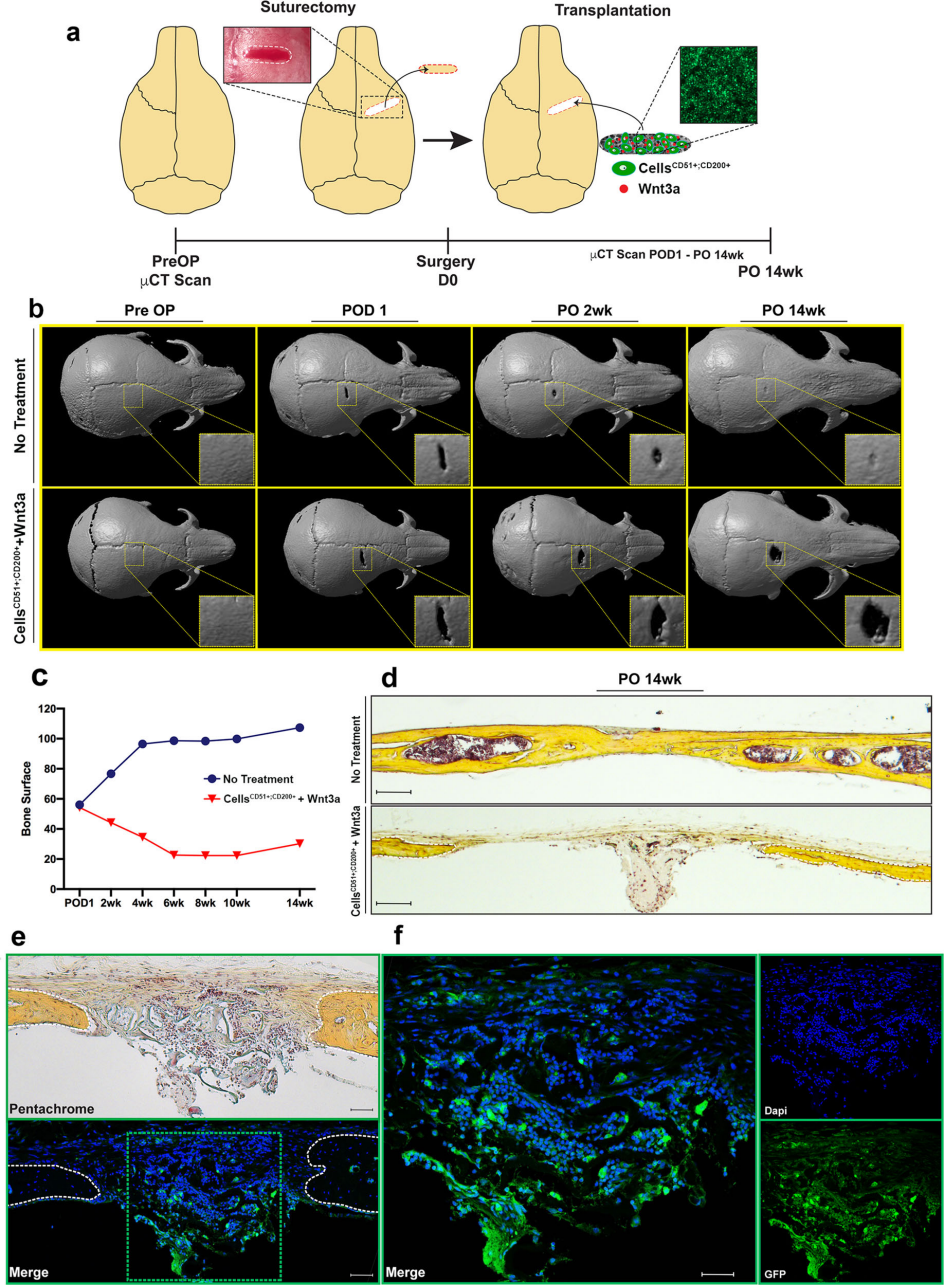
Transplantation of CD51^+^;CD200^+^ cells and Wtn3a prevents re-synostosis following surgical repair of craniosynostosis. **a** Schematic representation of experimental procedure for COR suture ablation experiments. pN16 *Twist1*^*+/−*^ COR suture synostosis was confirmed by preoperative micro-CT scans. Fused COR sutures were excised using a 0.3 mm drill and replaced by wild-type CD51^+^;CD200^+^ cells (3 × 10^5^ cells) and recombinant Wnt3a protein (200 ng) loaded onto a collagen scaffold sponge, thus engineering a “suture mesenchyme”. An empty suturectomy was used as control. The extent of re-fusion was evaluated over a 14-week period by micro-CT and histological analysis. POD post-operative day, PO post-operative. **b** Time-course micro-CT analysis of treated and untreated COR suturectomies over a 14-week period. Untreated suturectomy re-fuses in contrast to the treated suturectomy which remains patent through 14-weeks. *n* = 2 animals/group, experiments were repeated 3 independent times. **c** Quantification of COR suturectomy re-fusion by micro-CT over a 14-week period measuring image intensity in a standardized ROI encompassing the suturectomy using the Adobe Photoshop measurement tool. Untreated suturectomies (blue) show increased bone surface measurements over the 14-week period compared to suturectomy treated with a combination of CD51^+^;CD200^+^ cells and Wnt3a protein (red) confirming the untreated suturectomy is refusing over-time. *n* = 2 animals/group, analysis was performed one time. **d** Movat’s pentachrome staining of sagittal sections of COR suturectomies at 14-weeks showing fusion of the untreated suturectomies compared to suturectomies treated with cells and Wnt3a protein. Magnification ×5, scale bars: 200 μm. *n* = 2 animals/group, experiments were repeated 3 independent times. **e** wild-type GFP^+^ CD51^+^;CD200^+^ cells (3 × 10^5^ cells) coached with recombinant Wnt3a protein (200 ng) loaded onto a collagen scaffold sponge were transplanted as above to monitor their presence within the ablated COR suture at 10-week post-operative. (top panel), Movat’s pentachrome staining of a COR suturectomies sagittal section. Magnification ×10, scale bar: 100 μm. (bottom panel), confocal micrograph of a sister slide of COR suturectomies sagittal section. Fluorescence indicates the presence of transplanted cells within the ablated suture. Magnification ×10, scale bar: 100 μm. **f** Magnification at ×20 of the boxed area in (**e**), suggests that transplanted CD51^+^;CD200^+^ cells participate in forming suture mesenchyme by recruiting neighboring cells Magnification ×20, scale bar: 50 μm. *n* = 2 animals/group, experiments were repeated 3 independent times. COR coronal. Source data are provided as a Source data file.

## Discussion

This study examined cranial suture biology through the lens of a skeletal stem/progenitor cell population (namely CD51^+^;CD200^+^), demonstrating a link between, CD51^+^;CD200^+^ cell equilibrium and cranial suture patency, thus highlighting the potential significance of these cells in craniosynostosis. Following isolation of CD51^+^;CD200^+^ population and validation of their multi-potency and self-renewal capacity, we performed an in vivo time course profiling of these cells derived from mouse cranial sutures using FACS analysis. Our data revealed significant differences in skeletal stem/progenitor cell representation between patent versus fusing cranial sutures—specifically, the number of these cell in the PF suture decreases as a function of time in advance of physiological suture fusion. Furthermore, we identified that a significant decrease in skeletal stem/progenitor cell is a shared feature in our models of both syndromic and non-syndromic craniosynostosis.

As a dynamic representation of CD51^+^;CD200^+^ cells is implicated in patent versus fusing cranial sutures, we performed transcriptional profiling of the cells derived from the patent (COR, SAG) versus the fusing (PF) sutures. Interestingly, genes in which loss-of-function mutations are known to lead to craniosynostosis were almost exclusively downregulated in PF-derived skeletal stem/progenitor cells. The PF is the only suture physiologically fusing during early life, and we found an array of genes to be uniquely downregulated in PF-derived cells relative to COR- and SAG-derived cells, suggesting a potential transcriptional signature of skeletal stem/progenitor cells fated for suture fusion. Furthermore, scRNA sequencing of cranial suture derived skeletal stem/progenitor cells identified multiple transcriptionally-defined clusters with gene expression profiles appearing to favor osteogenic versus chondrogenic cell fates. This would suggest that transcriptionally-defined clusters may represent transcriptional/functional primed cells. However, prospective isolation and evaluation of these putative subgroups would be required to determine whether they represent functionally distinct cell subpopulations. These findings highlight the transcriptional heterogeneity among suture-derived skeletal stem/progenitor cells, which may be reflective, in part, of differences in the niches wherein these cells reside and the complex tissue architectures within the cranial suture.

The importance of cWnt signaling in maintaining the undifferentiated state of stem cells by preventing them from progressing towards more differentiated lineages is well known^56,57^. Building on prior work by Behr et al.^13^, we interrogated if cWnt signaling rescued craniosynostosis by acting directly on these skeletal stem/progenitor cells. Our data indicated that cWnt signaling not only induces the expansion of this population, both in vitro and in vivo, but can also prevent craniosynostosis. The observation that Wnt3a induces proliferation of CD51^+^;CD200^+^ cells in vitro provides direct evidence for the role of cWnt on cell expansion independent of other potential paracrine signaling transmitted by neighboring cells within the suture.

The role of cWnt signaling on skeletal stem/progenitor cell expansion and craniosynostosis was further investigated by cross-breeding a *Twist1*^*+/−*^ mouse harboring COR craniosynostosis with an Axin2^LacZ/+^ mouse, endowed with endogenous activation of cWnt signaling. The resulting double transgenic displayed suppression of the craniosynostosis phenotype and restoration of suture patency, possibly through the expanded skeletal stem/progenitor cell population observed. Furthermore, the preserved COR suture mesenchyme was largely composed of Xgal^+^ (cWnt active) cells in a “niche” harboring an active cWnt signaling environment.

Having illustrated that activation of cWnt signaling together with the expansion of skeletal stem/progenitor cells are associated with maintenance of suture patency, we explored whether transplantation of these cells combined with Wnt3a protein would have a synergistic effect in preventing re-synostosis following suturectomy in *Twist1*^*+/−*^ coronal craniosynostosis. To functionally test the ability of these skeletal stem/progenitor cells to maintain patency post-suturectomy, we developed an “engineered” suture mesenchyme by transplanting CD51^+^;CD200^+^ cells combined with Wnt3a protein into an ablated COR suture site of *Twist1*^*+/−*^ mice affected by unilateral COR suture synostosis. Transplantation of skeletal stem/progenitor cells with Wnt3a led to patency of the craniosynostotic suture following its ablation, which may be due to suture mesenchyme reconstitution or indeed arise as a result of failure of healing of the bone defect. Our findings are supported by a recent study^58^, showing that Gli-1^+^ MSCs transplantation into a surgically ablated Twist-1^+/−^ craniosynostotic suture prevented resynostosis, however, cWnt stimulation was not required. This difference could reflect ongoing autocrine cWnt signaling in Gli-1^+^ MSCs, however, this remains a hypothesis. 

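Of the 19 mouse Wnt ligand genes, 12 were at FPKM of 1 or more in at least 1 suture library, and 7 were at 5 or more. In PF, 5 genes reached 1 FPKM, in SAG 7, in COR 9, and in GP 11. *Wnt9a* was at 21.3 FPKM in PF-CD51+;CD200+ cells, 6.23 in SAG, and 15.4 in COR. *Wnt11* was at 17.1, 10.3, and 6.84 FPKM in the same order, *Wnt5b* at 14.9, 3.25, and 41.5, and *Wnt5a* at 4.35, 7.60, and 5.00. *Wnt10b*, *Wnt7b*, *Wnt10a*, and *Wnt6* reached 1 FPKM only in COR among the sutures, at 6.70, 6.29, 5.32, and 3.12. *Wnt3a* (mm9 chromosome 11, 59061535 to 59104254) was at 0.036 FPKM in SAG and is listed at 0 in PF, COR, and GP. These are transcript values and do not measure secreted protein. Ligands of canonical signaling were not counted apart from the others.

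**Figure D2:**
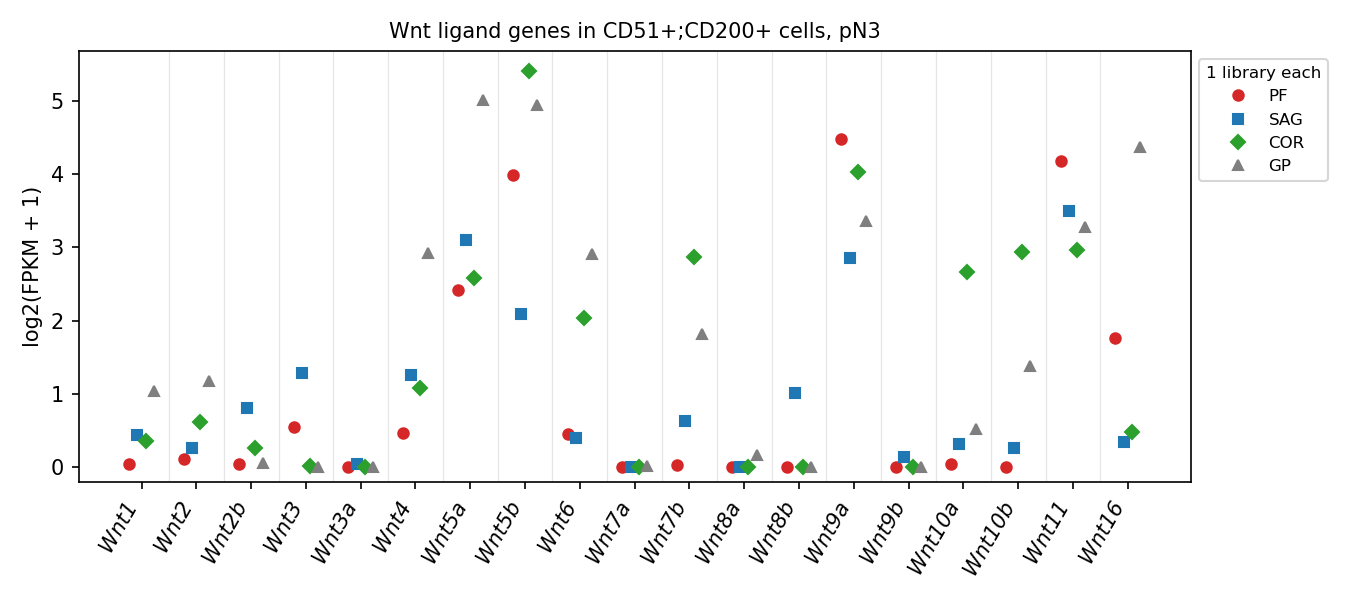
log2(FPKM + 1) of the 19 Wnt ligand genes, with 1 symbol for each library (PF, SAG, COR, and GP) and no error bars because each tissue has 1 library. *Wnt5a*, *Wnt5b*, *Wnt9a*, and *Wnt11* are above 1 FPKM in all 4 libraries, and *Wnt3a* is near 0 in each.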

Based on GSE analysis of the cWnt pathway, our cells do not produce Wnt ligands, therefore require exogenous Wnt3a stimulation in order to activate the canonical signaling.

Taken together, the findings stemming from this study shift our focus towards viewing skeletal stem/progenitor cells through a lens magnifying these cells as an appealing tool suitable for preventing bone formation. Moreover, the findings from this study may lay the foundation for therapeutic options using skeletal stem/progenitor cells coached with effectors of cWnt signaling as an early intervention therapy for craniosynostosis.

## Methods

### Animals

All experiments using animals were performed in accordance with Stanford University Animal Care and Use Committee guidelines. This study complies with all relevant ethical regulations for animal testing and research under the guidance and approval of Stanford University’s Administrative Panel on Laboratory Animal Care IACUC/APLAC. Animals were bred and housed in light (12 h light cycle: 7 am on, 7 pm off), temperature (69–79 °F) and moisture-controlled (30–70%) Research Animal Facility and were given food and water *ad libitum* in accordance with Stanford University guidelines, APLAC Protocol 8397 and 21067. CD-1 and C57BL/6 mice were purchased from Charles Rivers Laboratories Inc. *B6 Twist1*^*+/−*^ (Stock# 2221) and *B6 ACTb-EGFP* (Stock# 3291) mice were purchased from Jackson Laboratory (Bar Harbor, Maine, USA). *Axin2*^*LacZ/+*^ mice were as previously described^13^. *ActinCre*^*ERT2*^:*Rainbow* mice were a kind gift from the laboratory of Dr. Irv Weissman, Institute for Stem Cell Biology and Regenerative Medicine, Stanford University. *Twist1*^*+/−*^ mice were crossed with *Axin2*^*LacZ/+*^ mice to generate *Twist1*^*+/−*^:*Axin2*^*LacZ/+*^ mice. *Twist1*^*+/−*^ mice were crossed with *ActinCre*^*ERT2*^:*Rainbow* mice to obtain *Twist1*^*+/−*^:*ActinCre*^*ERT2*^:*Rainbow* and *Axin2*^*LacZ/+*^ crossed with *ActinCre*^*ERT2*^:*Rainbow* to obtain *Axin2*^*LacZ/+*^:*ActinCre*^*ERT2*^:*Rainbow* mice. *Axin2*^*LacZ/+*^, *Twist1*^*+/−*^, *ACTb-EGFP*, and *ActinCre*^*ERT2*^:*Rainbow* mice were genotyped as previously described^54,55,59,60^. Genotyping primer sequences and expected results can be found in Supplementary Table 1.

### In-vivo suture harvesting and cell dissociation

Animals (*n* = 60) were sacrificed by CO_2_ asphyxiation for each postnatal (pN) time-point, pN3, pN5, pN7, pN9, pN11, pN15, and pN17 on the exact postnatal day determined by date of birth. The entire cranium was harvested, lightly washed in cold PBS and place in cold FACS buffer composed of PBS (Gibco-Life Technologies, Grand Island, NY, USA), 2% fetal bovine serum (Gibco-Life Technologies, Grand Island, NY, USA), 1% penicillin–streptomycin (Gibco-Life Technologies, Grand Island, NY, USA), 1% Pluronic F-68 (Gibco-Life Technologies, Grand Island, NY, USA). The PF, SAG and COR sutures were carefully dissected on ice with the aid of a dissection stereo microscope (Zeiss, Oberkochen, Germany). Approximately 0.5 mm by 1–3 mm (depending on pN time-point) region was carefully removed including the osteogenic fronts of the cranial plates, suture mesenchyme, underlying dura mater and overlying periosteum (Suture Complex) using fine forceps and a small scalpel. Cell dissociation and digestion were performed as previously described^31,32^. Suture tissue was gently minced using fine tipped, dissecting scissor in a 2 ml microcentrifuge tube and chemically digested in 1.5 ml of serum-free Medium 199/EBS (HyClone, Logan, UT, USA) supplemented with 2.2 mg/ml Collagenase Type II (Sigma-Aldrich, St. Louis, MO, USA), 2 mg/ml Dispase II (Roche Diagnostics, Indianapolis, IN, USA), 1% Bovine Serum Albumin (Sigma-Aldrich, St. Louis, MO, USA), 1% Pluronic F-68 (Gibco-Life Technologies, Grand Island, NY, USA), 2% HEPES Buffer (Gibco-Life Technologies, Grand Island, NY, USA), 0.4% 2.5 M CaCl_2_ (Sigma-Aldrich, St. Louis, MO, USA), 100 units/ml deoxyribonuclease I (Worthington Biochemistry, Lakewood, NJ, USA), incubated in a 37 °C water bath for 10 min followed by 2 digestions, each of 25 min, carried out in an orbital shaker at 275 rpm at 37 °C. Dissociated cells were filtered through a 70 μm filter and neutralized with 2× volume FACS buffer. The digestions were pooled together and total dissociated cells were pelleted at 1350 rpm at 4 °C, resuspended in FACS buffer, blocked with rat IgG and stained with fluorochrome-conjugated antibodies Ter119 (1:200, 15-5921-81), CD51 (AlphaV integrin) (1:50, 551187), CD105 (1:50, 13-1051-82), Thy1.1 (1:100, 47-0900-82), Thy1.2 (1:100, 47-0902-82), Tie2 (1:20, 14-5987-85), eBioscience, San Diego, CA, USA, CD45 (1:200, 103109), 6C3 (1:100, 108311) and CD200 (1:50, 123802), Biolegend, San Diego, CA, USA for 20 min under light agitation. Stained cells were pelleted at 1350 rpm at 4°, resuspended in 300 μl of FACS buffer and filtered through a 35 μm filter for fractionation by flow cytometry. For information regarding antibodies and media used for FACS isolation of skeletal stem/progenitor cells refer to Supplementary Tables 2 and  3.

### Fluorescence assisted cell sorting (FACS)

Flow cytometry was performed on the FACS Aria II in the Lorey Lokey Stem Cell Institute Shared FACS Facility. Hematopoietic (CD45^+^) and dead cells (Pi^+^) were gated out and the remaining population (P3) was fractionated based on the following surface antigens as previously described^31,32^. Skeletal stem/progenitor cell (CD51^+^;CD200^+^): CD45^−^, Ter119^−^, Tie2^−^, Thy1.1^−^, Thy1.2^−^, 6C3^−^, CD105^−^, CD51^+^, CD200^+^. Highly pure, double sorted skeletal stem/progenitor cells were sorted directly into TRIzol Reagent (Ambion-Life Technologies, Carlsbad, CA, USA) for RNA isolation and extraction or alpha-MEM supplemented with 20% fetal bovine serum, 1% penicillin–streptomycin (Gibco-Life Technologies, Grand Island, NY, USA), and 0.1% ciprofloxacin HCl (bioWORLD, Dublin, OH, USA) for cell culture and differentiation assays. For information regarding antibodies and media used for FACS isolation of skeletal stem/progenitor cells refer to Supplementary Tables 2 and  4.

### FACS normalization methods

All in-vivo FACS analysis were normalized by calculation of percentage of P3. Total number of CD51^+^;CD200^+^ cells encompassing the skeletal stem/progenitor cell population (CD45^-^, Ter119^−^, Tie2^−^, Thy1.1^−^, Thy1.2^−^, 6C3^−^, CD105^−^, **CD51**^**+**^, **CD200**^**+**^) were normalized to the P3 population (Pi^−^/Ter119^−^/CD45^−^) for comparison among the three cranial sutures and various treatment groups. For in-vitro FACS analysis (Fig. 3), CD51^+^;CD200^+^ cells were normalization as total number of cells per 500,000 events. (Additional information on can be found in Supplementary Fig. 1). Analysis was performed using FACS Diva (BD) v8.0.1 and FlowJo (TreeStar) 10.1r5 software packages.

### Histology

Whole cranium was harvested and fixed overnight at 4 °C, either in 0.4% or 4.0% PFA (Electron Microscopy Sciences, Hatfield, PA, USA) and decalcified in 19% EDTA at 4 °C for 2 days to 2 months (depending on the age of the specimen). Following appropriate decalcification, specimens were prepared for cryo-embedding by soaking in 30% (mass/vol) sucrose in PBS at 4 °C for 24 h and embedded in Tissue Tek O.T.C (Sakura Finetek, Torrance, CA, USA). The entire PF, SAG, and COR suture were cut in 10 μm sections. Sister slides were then selected and stained for X-gal and Pentachrome staining or confocal imaging for direct comparison of the different sutures. X-gal (Roche Indianapolis, IN, USA) and Pentachrome staining was performed as previously described^13^. Images are representative of at least 2 independent samples or experiments. Details of reagents used are listed in Supplementary Table 4.

### Tamoxifen induction of rainbow reporter system

Rainbow mice^31,35,55^ were employed for clonal analysis of the cranial sutures. Rainbow mice were crossed with the ubiquitous *ActinCre*^*ERT2*^ driver to mark cells under the actin promoter after systemic tamoxifen injection. The Rainbow reporter (*R26*^*VT2/GK3*^) is a multicolor Cre-dependent marker system with a four-color reporter construct in the ROSA locus. Once recombination occurs, cells are randomly and genetically marked with one of ten possible color combination. The resulting progeny will be marked with the same color as the parent cell, creating a fluorescent mosaic pattern upon analysis. For the induction, *ActinCre*^*ERT2*^:*Rainbow Twist1*^*+/−*^:*ActinCre*^*ERT2*^:*Rainbow and Axin2*^*LacZ/+*^:*ActinCre*^*ERT2*^:*Rainbow* mice were subcutaneously injected with 50 μl tamoxifen at 20 mg/ml at day pN3 and harvested at pN7 or pN8 depending on experimental design.

### Imaging analysis

Laser scanning confocal microscopy was performed with a LEICA TCS SP8× confocal microscope (LEICA Microsystems, Buffalo Grove, IL, USA) with an objective lens (×10 HC PL APO, air, N.A. 0.40; ×20 HC PL APO IMM CORR CS2, H2O/Glycerol/oil, N.A. 0.75), located in the Cell Sciences Imaging Facility (Stanford University, Stanford, CA). Raw image stacks were imported into ImageJ (NIH) for further analysis. All clones were individually examined to confirm that they reported a single color. For visualizing individually labeled cells expressing the Rainbow reporter, the brightness and contrast were adjusted accordingly for the green (eGFP), blue (mCerulean), orange (mOrange), and red (mCherry) channels and composite serial image sequences were assembled. Tiled images were stitched by a grid/collection stitching plugin. Clones were determined by analyzing the rendered composite image containing all four channels, using ImageJ (NIH) software. Cells that were visually determined to be clones were traced with a surface area measurement tool for analysis based on the pixel density of each image (300 pixels per inch). Clones with a surface area greater than or equal to 3.2 mm^2^ were included. Values are representative of three independent fields analyzed. Experiments were performed two times.

### Transcriptomic analysis

All RNA sequencing, bulk and single cell, were conducted at the Stanford Functional Genomics Facility (SFGF) core at Stanford University.

### Bulk RNA sequencing

Skeletal stem/progenitor cells, freshly isolated from the PF, SAG, COR, and growth plate of pN3 CD-1 mice (*n* = 60) were double sorted directly into TRIzol Reagent (Ambion-Life Technologies, Carlsbad, CA, USA) using the FACS Aria II. RNA extraction was done using the Qiagen MiRneasy Kit (Cat#217084, Qiagen, Hilden, Germany). The quality of extracted RNA was evaluated using pico bio-analyzer chip on an Agilent bio-analyzer instrument. cDNA was synthesized and amplified using CloneTEch Ultra low input RNA kit v4 (Cat # 634888, CloneTEch, Mountain View, CA, USA) and fragmented using Covaris. Quality of the fragmented cDNA was assessed using high-sensitivity chip on an Agilent bio-analyzer. Libraries were then prepped using ClonTech Low Input Library Rep Kit v2 (Cat # 634899, CloneTEch, Mountain View, CA, USA). Equal nanomoler of each uniquely indexed library were pooled and sequenced on an Illumina HiSeq 4000 (purchased from NIH funds under award number S10OD018220). Details of reagents used for bulk RNA-sequencing are listed in Supplementary Table 4.

### Single-cell RNA sequencing (scRNA-seq)

Freshly isolated skeletal stem/progenitor cells from the PF, SAG, COR and growth plate of pN3 CD-1 mice (*n* = 80) were double sorted and single cells sorted into 96-well plates with 4 µl per well of lysis buffer consisting of 4 units of Recombinant RNase inhibitor (RRI) (CAT # 2313B, CloneTEch, Mountain View, CA, USA), 0.1% Triton X-100 (CAT# 85111, Thermo Fisher Scientific, Rockford, IL, USA), 2.5 mM dNTP (CAT# 10297018, Thermo Fisher Scientific, Rockford, IL, USA), 2.5 µM oligodT30VN (5′AAGCAGTGGTATCAACGCAGAGTACT30VN-3′, Integrated DNA Technologies, Skokie, IL, USA). Once sorted, cells were immediately spun down and frozen at −80 °C. Single-cell RNAseq was performed via the Picelli method^61^. Lysis buffer plates were thawed on ice, then heated at 72 °C for 3 min in a Biorad C1000 Touch thermal cycler. First strand cDNA synthesis was performed in a 10 µl reaction with 100 Units of Clontech’s Smartscribe reverse transcriptase (CAT# 639538, CloneTEch, Mountain View, CA, USA), 10 Units RRI, 1× First Strand Buffer (CloneTEch, Mountain View, CA, USA), 5 mM DTT, 1 M Betaine (CAT# B0300-5VL, Sigma, St. Louis, MO, USA), 6 mM MgCl_2_, 1 µM Template Switch Oligo (TSO, (5′-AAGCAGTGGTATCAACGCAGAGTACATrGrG+G-3′, Exiqon/Qiagen, Hilden, Germany) at 42 °C for 90 min, 70 °C for 15 min. PCR pre-amplification was performed in a 25 µl reaction with 1× Kapa HiFi HotStart (CAT# KK2602, Kapa BioSystems, Wilmington, MA, USA), 0.1 µM ISPCR primer (5′-AAGCAGTGGTATCAACGCAGAGT-3′, Integrated DNA Technologies, Skokie, IL, USA) at 98 °C for 3 min, then 25 cycles of 98 °C for 20 s, 67 °C for 15 s, 72 °C for 6 min, then 72 °C for 5 min. Reactions were cleaned with SPRI beads on a Biomek FX and eluted in 25 µl water, 0.2 µl aliquots were run on an Fragment Analyzer High Sensitivity NGS 1-6000 kit. Barcoded sequencing libraries were made using the miniaturized Nextera XT protocol of Mora-Castilla^62^ in a total volume of 4 µl. Pooled libraries were sequenced on a Nextseq 500 High Output flow cell with 2 × 150 paired end reads. Details of reagents used for scRNA-sequencing can be found in Supplementary Table 4.

### Bulk RNA-sequencing data analysis

Analysis were performed on the paired-ends fastqs using FastQC v0.11.5 prior to proceeding with the read mapping. Fastq reads were mapped to the mouse mm9 reference genome using STAR v2.5.1b in paired-end mode to yield BAM files sorted by coordinates. To estimate transcript abundances of gene features in terms of FPKMs, Cuffdiff was run on the various BAM files with the Cufflinks v2.2.1 suite using the Illumina iGenomes gene model. The web-tool Vennt v0.8.4 (http://drpowell.github.io/vennt/) was used to generate dynamic Venn diagrams from Cuffdiff differential gene expression data generated from bulk RNA-Seq experiments (Fig. 2a). The gene expression visualization tool Java TreeView^63^ v1.1.6r4 was used to visualize gene expression heatmaps (Fig. 2b) following pairwise average-linkage hierarchical clustering of log2-normalized expression data using Cluster^64^ v3.0, with mean-centering of genes and Euclidean distance as distance measure for clustering.

### Single-cell RNA-sequencing data analysis

Raw mRNA counts were normalized on a per-cell basis with a scale factor of 10,000 and subsequently natural log transformed with a pseudocount of 1 in R v3.6.0 using the Seurat package v3.1.1^45^. Aggregated data were then evaluated using uniform manifold approximation and projection (UMAP) analysis over the first 15 principal components^65^, with resolution parameters of 1.0 for all primary and secondary cluster analyses with the exception of the sagittal (SAG) suture subset, for which a resolution parameter of 0.8 was used.

### Generation of characteristic cluster markers and enrichment analysis

Cell-type marker lists were generated with two separate approaches. In the first approach, we employed Seurat’s native *FindMarkers* function with a log fold change threshold of 0.25 using the ROC test to assign predictive power to each gene. However, in order to better account for the mutual information contained within highly correlated predictive genes, we also employed a characteristic direction analysis^66^. The 50 most highly ranked genes from this analysis for each cluster were used to perform gene set enrichment analysis in a programmatic fashion using EnrichR v2.1^67^.

### Cross-platform comparison of scRNA-seq datasets

Individual datasets were normalized using the SCTransform algorithm in Seurat followed by label-based anchor transfer with default parameters. Principal component analysis was performed on the resulting integrated dataset, and the top 30 components were used for neighbor finding and UMAP dimension reduction and embedding^45^.

### Purity analysis of scRNA-Seq

Entropy-based purity assessment of scRNA-seq samples using the Ratio of Global Unshifted Entropy (ROGUE)^46^ toolkit was implemented to asses purity of our dataset, in addition to the publicly available datasets from Debnath et al., *Nature* 2018 (GSE106237) and Chan et al., *Cell* 2015 (GSE64447).

### RT-PCR validation of selected genes identified from bulk RNA-Seq analysis

Total RNA was isolated from PF, SAG and COR derived skeletal stem/progenitor cells using the TRIzol method (Invitrogen, Carlsbad, CA, USA). Upon DNAse I (Ambion; Austin, TX, USA) treatment to clear genomic DNA, RNA was reverse transcribed using a SuperScript III First-Strand kit (Invitrogen, Carlsbad, CA, USA) as previously described^68^. Gene expression profile was analyzed by RT-PCR. The relative mRNA level in each sample was normalized to its *Gapdh* content. Values are provided as relative to *Gapdh* expression. Primers sequence and annealing temperature are described in Supplementary Table 5.

### Ex-vivo suture explants

Sagittal sutures from day pN3 CD-1 mice and coronal sutures from day pN3 *Twist1*^*+/−*^ mice were explanted and placed into 24-multiwell plates and cultured for eight days in DMEM GlutaMax supplemented with 10% fetal bovine serum, 1% penicillin–streptomycin Gibco-Life Technologies, Grand Island, NY, USA), and 10 μM SB431542 (Selleckchem.com, Houston, TX) where needed. After eight days in culture, explants were washed twice with PBS digested with StemPro Accutase cell dissociation reagent (Gibco-Life Technologies, Grand Island, NY, USA) for 30 min at 37 °C and prepared for FACS analysis as described above. For information regarding reagents used for suture explants refer to Supplementary Table 3 and Supplementary Table 4. Primers sequence and annealing temperature are described in Supplementary Table 5.

### cWnt activation and inhibition

cWnt signaling activation and inhibition animal surgical procedures were conducted as previously described^13^. A skin incision was performed above the PF or SAG suture of anesthetized pN4 CD-1, *Axin2*^*LacZ/+*^, or *ActinCre*^*ERT2*^:*Rainbow* mouse under the aid of a dissection stereo microscope Stemi 2000 (Zeiss, Oberkochen Germany). A 1.5 mm diameter Helistat collagen sponge (Integra LifeSciences, Plainsboro, NJ, USA) was either soaked in 150 ng of Wnt3a protein (R&D Systems, Minneapolis, MN, USA) and placed on the PF suture, or with a combination of 2 μg of Dkk-1 and 2 μg sFrp-1 (R&D Systems, Minneapolis, MN, USA) and placed on the SAG suture. PBS soaked collagen sponges were used as controls in both sutures. The incision was closed using a single 8-0 nylon suture and the animals were allowed to recover. This procedure was repeated every other day till pN8 or pN17 specifically, the incision was re-opened, the collagen sponge re-soaked with the corresponding factors. On day pN8 or pN17 animals were sacrificed and processed for histological or FACS analysis. For information regarding reagents used refer to Supplementary Table 4.

### Generation of the *Twist1*^*+/−*^:*Axin2*^*LacZ/+*^ double transgenic mouse and screen procedure

B6*Twist1*^*+/−*^ (Stock# 2221) mice were purchased from Jackson Laboratory (Bar Harbor, Maine, USA) and *Axin2*^*LacZ/+*^ mice on B6/CD-1 mixed background were obtained as previously described^13^. *Twist1*^*+/−*^ male mice were crossed with *Axin2*^*LacZ/+*^ female mice to generate *Twist1*^*+/−*^:*Axin2*^*LacZ/+*^ double transgenic. For screen of bilateral or unilateral COR craniosynostosis in wild-type, *Twist1*^*+/−*^ and *Twist1*^*+/−*^:*Axin2*^*LacZ/+*^ mice, animals were sacrificed by CO_2_ asphyxiation on the exact post-natal date determined by DOB. Entire cranial were dissected and a small portion of the tail harvested for genotyping as described above. Prior to genotyping, entire cranial were screened with the aid of a dissection microscope and scored by two independent investigators for complete bilateral or unilateral craniosynostosis (*n* = 282 mice screened). Screening was performed on mice ranging from day pN6 up to 6 months in age.

### Coronal suturectomy

pN16-18 *Twist1*^*+/−*^ mice (*n* = 2) were anesthetized by 2% isoflorane, shaved and disinfected prior to a longitudinal skin incision along the midline of the Cranial. The pericranium was removed and the synostosed coronal suture excised using a trephine drill with a 0.3 mm drill bit under constant irrigation and with meticulous care to avoid damaging the underlining dura mater. Preoperative microcomputed tomography (μCT) scans were used as a guide to identify the synostosed coronal suture for excision. Coronal suturectomies were treated with 1.5 mm diameter Helistat collagen sponge (Integra LifeSciences, Plainsboro, NJ, USA) seeded with ~3 × 10^5^ skeletal stem/progenitor cells (see cell preparation for coronal suturectomy) resuspended in 2 μl of recombinant Wnt3a protein at a concentration of 100 ng/μl in PBS. Untreated and Wnt3a alone treated suturectomies were used as controls. The incision was closed using 8-0 nylon suture and the animals were allowed to recover. The extent of re-fusion of the excised coronal suture was assessed by μCT over a 14-week period and by histology 14-weeks postoperative. For information regarding reagents used refer to Supplementary Table 4.

### Microcomputed tomography (μCT) scanning and analysis

Animals were anesthetized by 2% isoflurane prior to scanning. All scans were performed using a Bruker SkyScan 1276 at a resolution of 35 μm. μCT reconstructions were performed with NRecon software (Bruker, Billerica, MA, USA), and 3D solid volume images produced using CTVol (Bruker, Billeric, MA, USA)^36^. To assess the extent of healing, standardized region of interest was applied to the suturectomy area in μCT reconstructions from 1 biological replicates per condition and quantified using the measure tool in Photoshop (Adobe) as previously described^52^. Identification of bone tissue was based upon tissue densities via an automatic thresholding process in CTAn (Bruker, Billeric, MA, USA). Mean values were compared across POD 1, 2wk, 4wk, 6wk, 8wk, 10wk, 12wk, and 14wk time-points.

### Cell culture

Skeletal Stem Cells were cultured in alpha-MEM GlutaMax supplemented with 10% fetal bovine 1% penicillin–streptomycin (Gibco-Life Technologies, Grand Island, NY, USA), and 0.1% ciprofloxacin HCl (bioWORLD, Dublin, OH, USA). Cells were incubated under low O_2_ conditions (2% atmospheric oxygen, 7.5% CO_2_) for 48 h and then moved to standard conditions (5% CO_2_). For information regarding reagents used refer to Supplementary Table 3.

### Wnt3a proliferation assay

The Click-iT EdU Imaging Kit (Invitrogen, Eugene, OR, USA) was used to assess the proliferation of skeletal stem/progenitor cells with Wnt3a treatment. Skeletal stem/progenitor cells from the three cranial sutures were isolated, pooled (as described above) and seeded at the density of 3 × 10^3^ cells/well in a 24-well plate. Skeletal stem/progenitor cells were cultured in alpha-MEM GlutaMax supplemented with 10% fetal bovine serum, 1% penicillin–streptomycin (Gibco-Life Technologies, Grand Island, NY, USA), 0.1% ciprofloxacin HCl (bioWORLD, Dublin, OH, USA) and Wnt3a(50 ng/ml) (R&D Systems). Cells were incubated under low O_2_ conditions (2% atmospheric oxygen, 7.5% CO_2_) for 48 h and then moved to standard conditions (5% CO_2_). Cells were incubated in EdU (10 μM**)** for 1.5 h under standard conditions. The Click-iT EdU Imaging Kit was used per the manufacturers protocol. The “Analyze Particle” tool on ImageJ imaging software was used for quantification of proliferating (GFP^+^) cells. The number of GFP^+^, proliferating cells, as well as Dapi^+^ nuclei was measured, and proliferation presented as a percentage of GFP^+^ cells/Dapi^+^ cells. For information regarding reagents used refer to Supplementary Tables 3 and  4.

### Cell preparation for coronal suturectomy

Skeletal stem/progenitor cells were isolated from entire cranial and tibias from pN3-5 wild type (C57BL/6) or *EGFP*^*+/−*^ mice by flow cytometry. Skeletal stem/progenitor cells were pelleted at 1350 rpm at 4 °C for 20 min, resuspended in growth media (as described above) supplemented with 50 ng/ml Wnt3a protein (R&D Systems, Minneapolis, MN, USA) and seeded at density of 3 × 10^5^ cells/well into a 96-well plate. Cells were incubated under standard conditions (37 °C, 5% CO_2_) overnight (8–12 h). The following morning, cells were lifted using StemPro Accutase Cell Dissociation Reagent (Gibco-Life Technologies, Grand Island, NY, USA), pelleted at 1350 rpm for 20 min at 4 °C. Pelleted cells were then resuspended in 2 μl of recombinant Wnt3a protein at concentration of 100 ng/μl in PBS for transplantation. For information regarding reagents used refer to Supplementary Tables 3 and 4.

### Differentiation assays

Osteogenic and chondrogenic potential were evaluated using the Stem Pro osteogenesis or chondrogenesis differentiation kit (Gibco-Life Technologies, Grand Island, NY, USA). Freshly sorted skeletal stem/progenitor cells were seeded into a 96-well plate, pre-coated with 0.1% gelatin (EmbryoMax, Millipore, Burlington MA, USA) and seeded with a density of 3 × 10^3^ cells/well (pooled sutures and growth plate) or 1 × 10^3^ cells/well (sutures individually) for osteogenic differentiation assays. For chondrogenic differentiation assays, 1 × 10^5^ cells/well (whole skull and growth plate) or 1 × 10^3^ cells/well (sutures individually) were seeded into a 96-well plate. “Pooled sutures” were comprised of equal number (1 × 10^3^ cells) of skeletal stem/progenitor cells from the PF, SAG, and COR sutures. After reaching confluency growth media was replaced by Stem Pro osteogenic or chondrogenic media according to the manufactures protocol and media was changed every other day for 21 days (osteogenic) or 40 days (Chondrogenic). Osteogenic differentiation was assessed by alizarin red staining and chondrogenic by alcian blue staining as previously described^68,69^. For information regarding reagents used refer to Supplementary Table 3.

### Colony-forming units (CFUs) and self-renewal assay

Colonies were assessed as previously described^31^. 500 freshly sorted skeletal stem/progenitor cells from pN3, CD-1 mice PF, SAG, and COR sutures and the GP were seeded into a 10 cm^2^ plate pre-coated with 0.1% gelatin (EmbryoMax, Millipore, Burlington MA, USA) in alpha-MEM GlutaMax (supplemented with 10% fetal bovine serum 1% penicillin–streptomycin (Gibco-Life Technologies, Grand Island, NY, USA), and 0.1% ciprofloxacin HCl (bioWORLD, Dublin, OH, USA). Cells were incubated under low O_2_ conditions (2% atmospheric oxygen, 7.5% CO_2_) for two weeks. For evaluation of CFUs, colonies were stained with crystal violet. Cell colonies were photographed under an inverted microscope and colonies with >50 cells or more were counted. For evaluation for self-renewal ability, skeletal stem/progenitor cells were isolated by FACS and pooled from the PF, SAG, and COR sutures of pN3 CD-1 mice. 500 skeletal stem/progenitor cells were seeded into 10 cm^2^ for two weeks as described above. After 2 weeks clones were lifted using Stem Pro Accutase (Gibco-Life Technologies, Grand Island, NY, USA) and skeletal stem/progenitor cells isolated by FACS and passaged onto 10 cm^2^ plates as described above. For information regarding reagents used refer to Supplementary Table 3.

### Immunofluorescent staining for activated β-catenin

Immunofluorescence was performed to evaluate activation of β-catenin signaling. Briefly, sagittal sections of COR sutures from wild-type, *Twist1*^*+/−*^, *Axin2*^*LacZ/+*^ and *Twist1*^*+/−*^:*Axin2*^*LacZ/+*^ mice at day pN15 were allowed to equilibrate at room temp for 5 min followed by 2 × 5min washes in PBS and 20 min fixation in 4% PFA. After fixation, sections were washed for 3 × 5 min in PBST (PBS with 0.05% Tween-20) and blocked for 1 h at room temperature in 10% donkey serum in PBST. After blocking, sections were incubated overnight in a humid chamber at 4 °C with the primary antibody, Anti-Active-β-Catenin (EMD Millipore, Billerica, MA, USA, 05-665) at a 1:100 dilution in 2% donkey serum in PBST. Following incubation with the primary antibody, sections were washed for 5 × 5 min in PBST and incubated for 1 h in the secondary antibody, Goat anti-Mouse IgG (H + L), Alexa Fluor 488 (Thermo Fisher Scientific, Eugene, OR, USA, A-11001), at a 1:1000 dilution in 2% donkey serum. Following incubation with the secondary antibody, sections were washed 3 × 5min in PBST and 2 × 5 min in PBS. Sections were mounted with Fluoromount-G with DAPI and imaged using a LEICA TCS SP8 X confocal microscope (*n* = 2). Experiments were performed 3 independent times. To determine the nuclear localization of β-Catenin, EzColocalization^70^ plug-in for ImageJ was used to map the localization of β-Catenin (GFP) to nuclei (Dapi). Results are presented as a heatmap demonstrating cells with colocalization of β-Catenin to the nucleolus. For information regarding reagents used refer to Supplementary Table 1.

### Statistics analysis and reproducibly

Statistical significance was assigned for *P* ≤ 0.05 (*P < 0.05 to ****P < 0.0001 represent a significant difference). Statistical analysis was performed using an unpaired student’s *t*-test with a two-tailed distribution and/or one-way analysis of variance (ANOVA). All statistical calculations were performed using the Prism 8 (GraphPad) software package. No statistical method was used to predetermine sample size. Figure panels show representative images of at least two independent experiments as indicated in the figure legend. Flow cytometry plots are representative of at least two individual experiments and up to ten. For all figures (n) indicate the number of animals used per each independent experiment, all experiments were performed at least three times unless otherwise indicated by the figure legend. For all figures data are presented as a percentage or absolute value. For all graphs data are presented as means or representative value with error bars representing ± the standard error.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

All data to support the conclusions in this manuscript can be found in the figures. All source data for plots are available in the attached source data file and any other data can be requested from the corresponding authors. The mouse mm9 reference genome database was used for all RNA-seq experiments. Publicly available datasets were obtained from Gene Expression Omnibus under the following accession numbers; Debnath et al., *Nature* 2018 GSE106237 and Chan et al., *Cell* 2015 GSE64447. All RNA-seq and scRNA-seq data generated from this study can be accessed from the Gene Expressions Omnibus (http://www.ncbi.nlm.nih.gov/geo/) using accession number GSE138882. Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Skeletal stem and progenitor cells maintain cranial suture patency and prevent craniosynostosis
**Source:** Nat Commun. 2021 Jul 30;12:4640. doi: 10.1038/s41467-021-24801-6

# Supplementary Figure 1

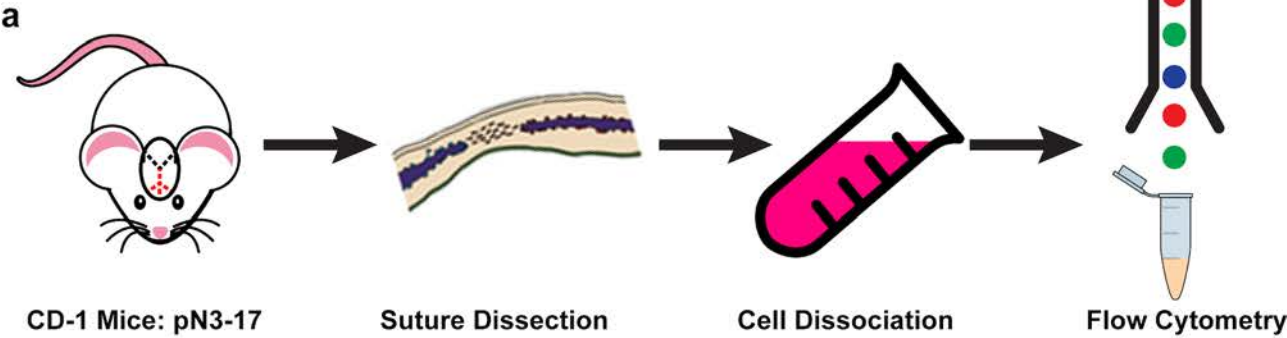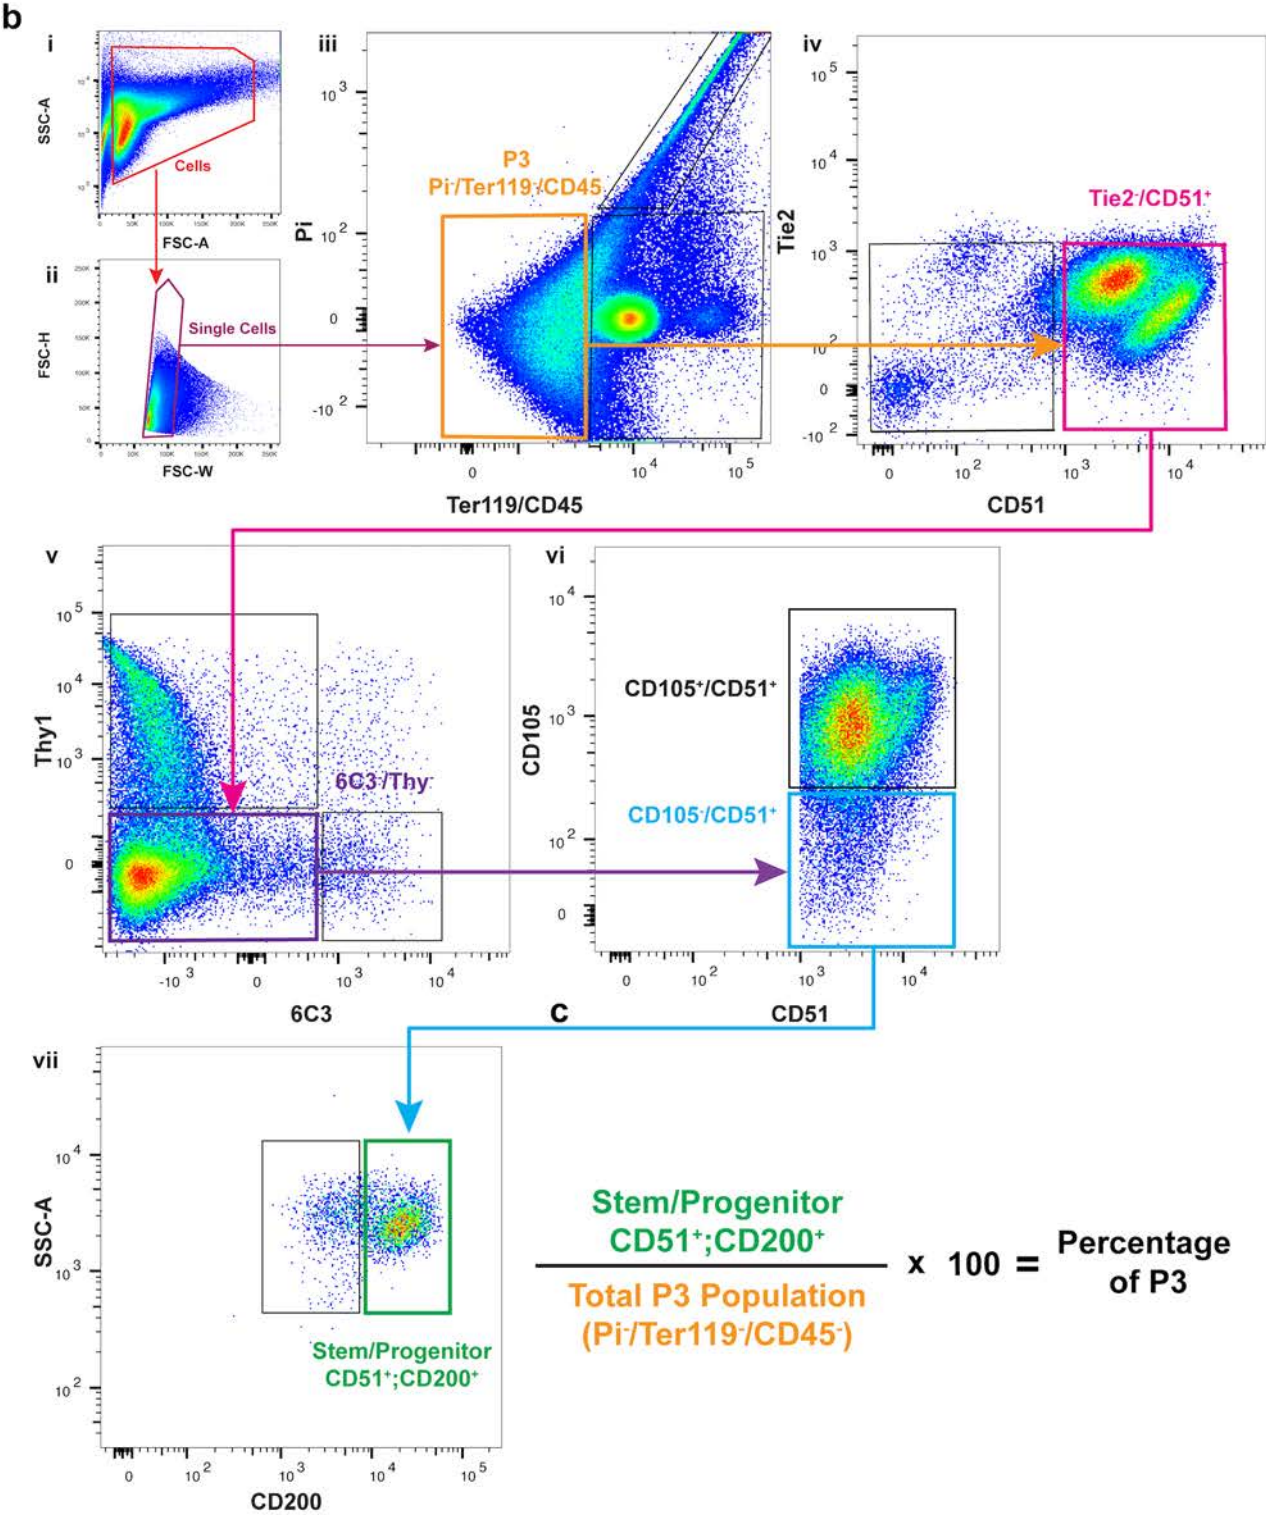

**Supplementary Figure 1. Gating Strategy for Isolation of CD51<sup>+</sup>;CD200<sup>+</sup> Cells from Cranial Sutures.** **a**, Schematic representation of cranial suture harvest and fractionation by flow cytometry. pN3-17 CD-1 mice cranial sutures were dissected including the entire suture complex. Whole tissue was dissociated by mechanical and enzymatic digestions. Dissociated cells were stained with fluorochrome-conjugated antibodies Ter119, CD51, CD105, Thy1.1, Thy1.2, Tie2, CD45, 6C3, CD200 and fractionated by flow cytometry. **b**, Representative FACS plots from pN3 CD-1 mice cranial sutures. **i** and **ii**. Total dissociated cells were fractionated by side scatter (SSCs) and forward scatter (FSC) to discriminate single cells vs debris and doublets. **iii**. Single cells were then fractionated by Pi (viability marker), Ter119 and CD45 into the P3 population (Pi<sup>-</sup>/Ter119<sup>-</sup>/CD45<sup>-</sup>). **iv**. The P3 population was then further fractionated by Tie2 and CD51. **v**. Tie2<sup>-</sup>/CD51<sup>+</sup> cell population was gated for Thy1 and 6C3. **vi**. The double negative, Thy1<sup>-</sup>/6C3<sup>-</sup> population was next gated against CD105. **vii**. CD105<sup>-</sup>/CD51<sup>+</sup> population was gated against CD200 for final isolation of skeletal stem/progenitor cells (CD51<sup>+</sup>;CD200<sup>+</sup>): CD45<sup>-</sup>, Ter119<sup>-</sup>, Tie2<sup>-</sup>, Thy1.1<sup>-</sup>, Thy1.2<sup>-</sup>, 6C3<sup>-</sup>, CD105<sup>-</sup>, **CD51<sup>+</sup>**, **CD200<sup>+</sup>**. **c**, Calculation of percentage of P3. Total number of CD51<sup>+</sup>;CD200<sup>+</sup> skeletal stem/progenitor cells was normalized to the P3 population (Pi<sup>-</sup>/Ter119<sup>-</sup>/CD45<sup>-</sup>) for comparison among the three cranial sutures and various treatment groups. This gating strategy was used for isolation of CD51<sup>+</sup>;CD200<sup>+</sup> skeletal stem/progenitor cells in Figure 1b&d, 3b&g, 4c&d, 5b, and Supplementary Figure 7c.

# Supplementary Figure 2

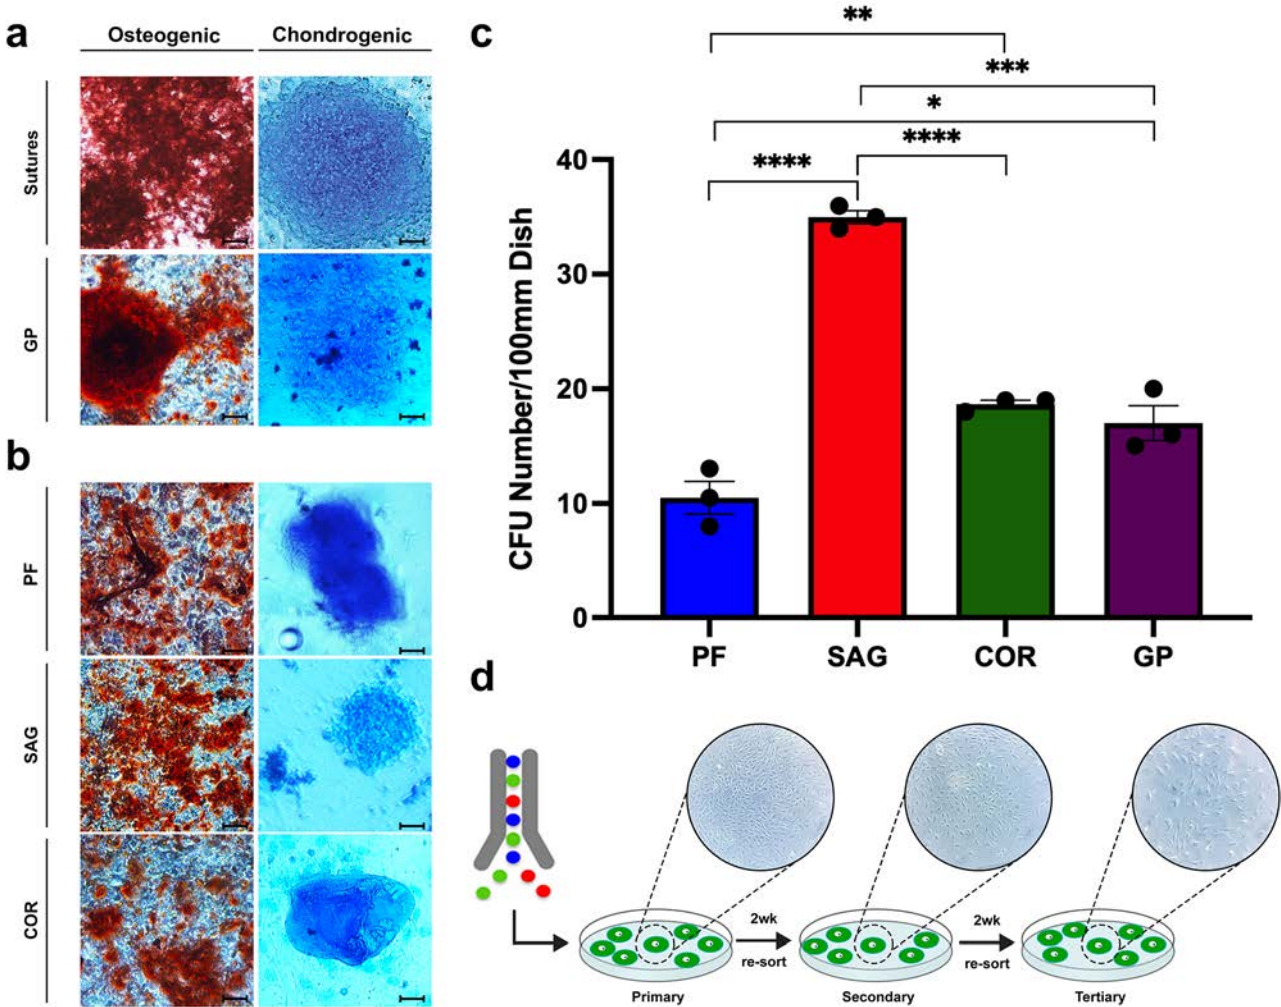

**Supplementary Figure 2. Lineage Differentiation of Sutures-Derived CD51<sup>+</sup>;CD200<sup>+</sup> Cells.** **a**, Representative osteogenic differentiation assay performed on a pool of CD51<sup>+</sup>;CD200<sup>+</sup> cells isolated from PF, SAG and COR sutures (left, top panel) and from the GP (left, bottom panel) at day pN3. CD51<sup>+</sup>;CD200<sup>+</sup> cells were seeded at a density of 3x10<sup>3</sup> cells per well. (Pooled cells from the sutures comprised of 1x10<sup>3</sup> CD51<sup>+</sup>;CD200<sup>+</sup> cells per suture.) Alizarin red staining carried out after 21 days detected a robust mineralization of the extracellular matrix. Representative chondrogenic differentiation assay performed on CD51<sup>+</sup>;CD200<sup>+</sup> cells derived from the entire skull (right, top panel) and GP (right, bottom panel). Alcian blue staining at day 40 revealed strong staining for proteoglycans in micro-masses formed by CD51<sup>+</sup>;CD200<sup>+</sup> cells isolated from the skull and GP, seeded at 1x10<sup>5</sup> cells per well. Scale bar, 150  $\mu$ m. n=60 animals/group, experiments were repeated 3 independent times. **b**, Representative osteogenic (left panel) and chondrogenic (right panel) differentiation assays were performed on CD51<sup>+</sup>;CD200<sup>+</sup> cells isolated from the PF, SAG and COR sutures independently at a seeding density of 1x10<sup>3</sup> cells/well. Alizarin red staining carried out after 21 days detected mineralization of the extracellular matrix and light Alcian blue staining for proteoglycans. Scale bar, 150  $\mu$ m. n=60 animals/group, experiments were repeated 3 independent times. **c**, Colony forming units assay (CFU) performed on CD51<sup>+</sup>;CD200<sup>+</sup> cells freshly isolated from the PF, SAG and COR sutures compared to the GP. Values represent mean  $\pm$  SEM; PF vs SAG  $P = <0.0001$ , SAG vs COR  $P = <0.0001$ , PF vs COR  $P = 0.0053$ , PF vs GP  $P = 0.0365$ , SAG vs GP  $P = 0.0004$ ; \*  $P \leq 0.05$ , \*\*  $P \leq 0.01$ , \*\*\*  $P \leq 0.001$ , \*\*\*\*  $P \leq 0.0001$  unpaired, two-tailed student t-test were performed. n=60 animals/group, experiments were repeated 3 independent times. **d**, FACS isolation of CD51<sup>+</sup>;CD200<sup>+</sup> cells for evaluation of serial colony-forming potential. CD51<sup>+</sup>;CD200<sup>+</sup> cells from clones were isolated by FACS and passaged three times. Primary, (left panel); secondary, (middle panel); tertiary, (right panel). CD51<sup>+</sup>;CD200<sup>+</sup> cells were able to form secondary colonies with an efficiency of 1.35% and tertiary colonies with an efficiency of .99%. ‘Efficiency’ is calculated as a percentage of cells seeded over cells recovered. Source data are provided as a Source Data file.

# Supplementary Figure 3

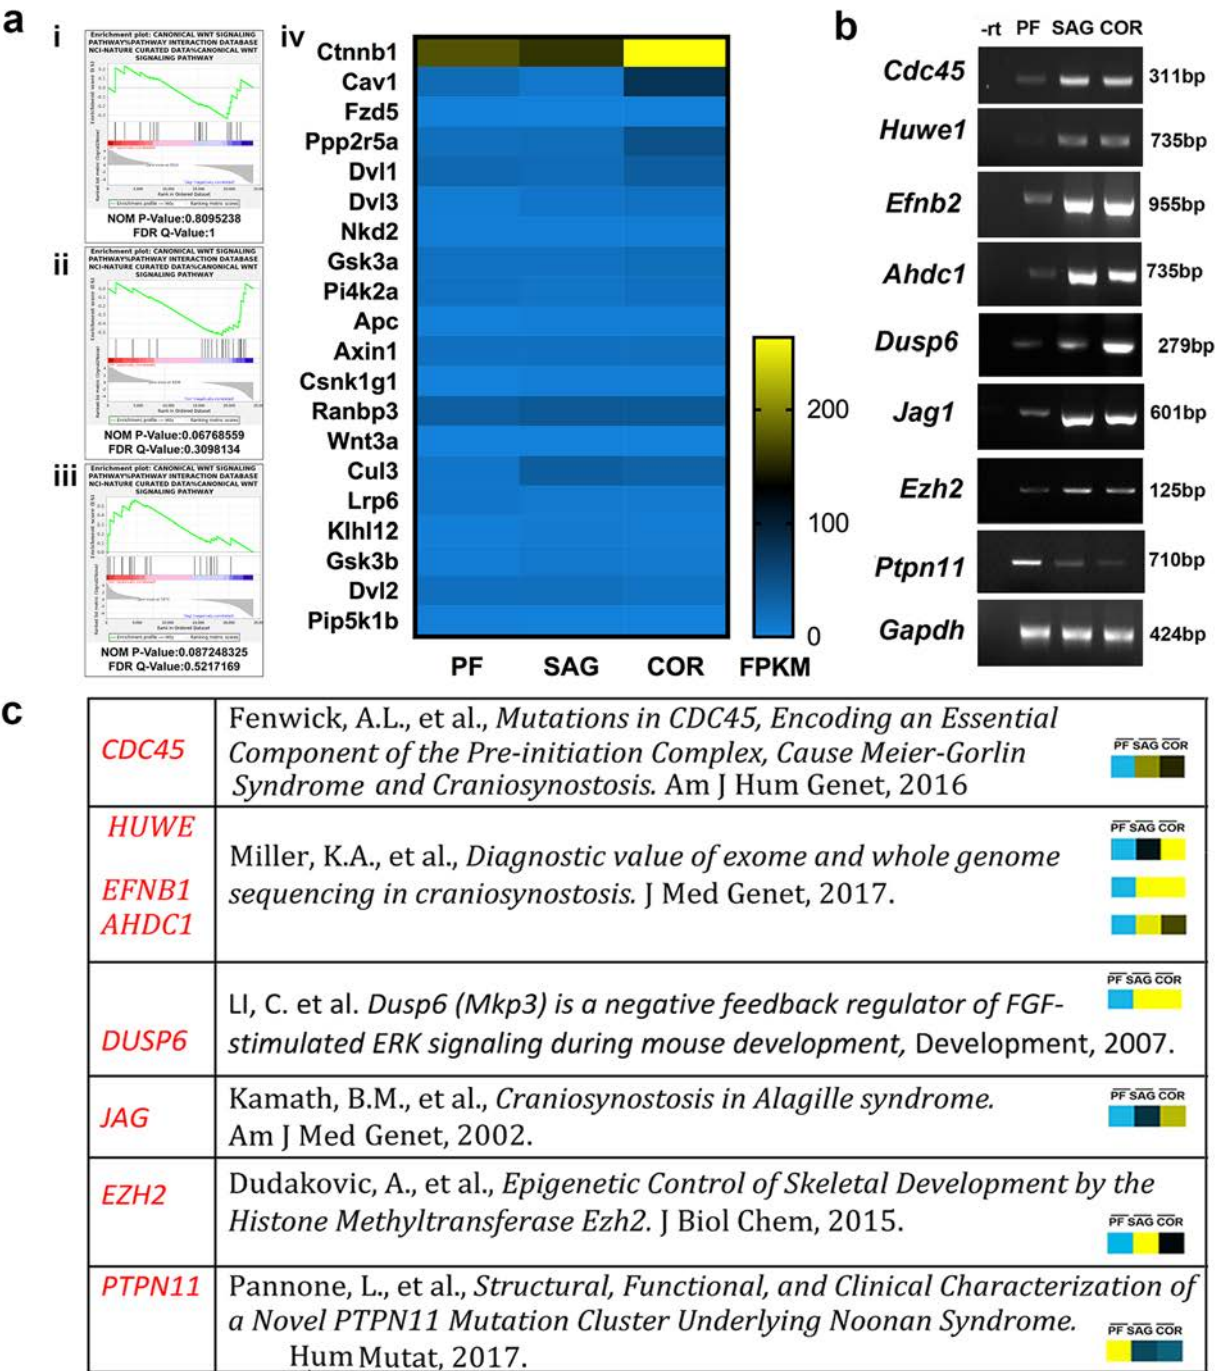

**Supplementary Figure 3. cWnt GSEA and Validation of Bulk RNA-seq Analysis of Genes Associated with**

**Craniosynostosis. a,** Gene Set Enrichment Analysis (GSEA) was performed on bulk-RNA sequencing of CD51<sup>+</sup>;CD200<sup>+</sup> cells isolated from pN3 PF, SAG, and COR sutures. GSEA results for the cWnt pathway shows no significant enrichment at pN3 across the three sutures. **i,** PF vs. SAG for SAG; **ii,** PF vs COR for COR; **iii,** COR vs SAG for COR. 

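The canonical Wnt set here is the 20 genes of the heat map in panel iv, as the full gene set of the paper's GSEA was not available. In place of GSEA, its median log2 ratio was compared with 10000 random gene lists. These had the same size and were matched on mean expression. For PF vs SAG the median over 19 genes was -0.07, at percentile 40.5 of the random lists. For PF vs COR it was -0.49 over 19 genes, at percentile 1.65. For COR vs SAG it was 0.21 over 18 genes, at percentile 90.8. After a correction for GC content, chosen after the data were seen, the PF vs SAG median was -0.44 at percentile 3.64, the PF vs COR median -0.53 at percentile 0.5, and the COR vs SAG median 0.15 at percentile 86.1. The percentiles describe these libraries and are not tests across animals. Genes that promote and genes that inhibit the pathway were not separated, so the median does not measure signaling activity. The paper states, from Supplementary Fig. 3a and earlier studies that it cites, that endogenous active cWnt signaling was comparable in the sutures at this age, which was a reason for choosing it.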

Bar-codes indicate the positions of each gene within the set; red and blue colors represent positive and negative Pearson correlations, respectively. **iv,** Heat map of FPKM counts from cuffdiff analysis of bulk-RNA sequencing of CD51<sup>+</sup>;CD200<sup>+</sup> cells isolated from pN3 PF, SAG, and COR sutures, demonstrates no significant difference in counts among the gene set identified by GSEA of the Canonical Wnt Pathway. 

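In the canonical Wnt set, *Ctnnb1* (mm9 chromosome 9, 120838334 to 120869625), which encodes β-catenin, was at 174 FPKM in PF, 158 in SAG, and 263 in COR. A ratio of at least 3-fold was found for *Cul3* between PF and SAG, at 11.2 and 35.8 FPKM. Between PF and COR it was found for *Cav1*, at 22.2 and 79.4 FPKM, and for *Pip5k1b*, at 2.04 FPKM in PF and listed at 0 in COR. Between COR and SAG it was found for *Cav1*, which was at 9.12 FPKM in SAG. Of the 19 genes compared between PF and COR, 15 were lower and 4 higher in PF. Between PF and SAG, 11 were lower and 8 higher in PF.

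**Figure D3:**
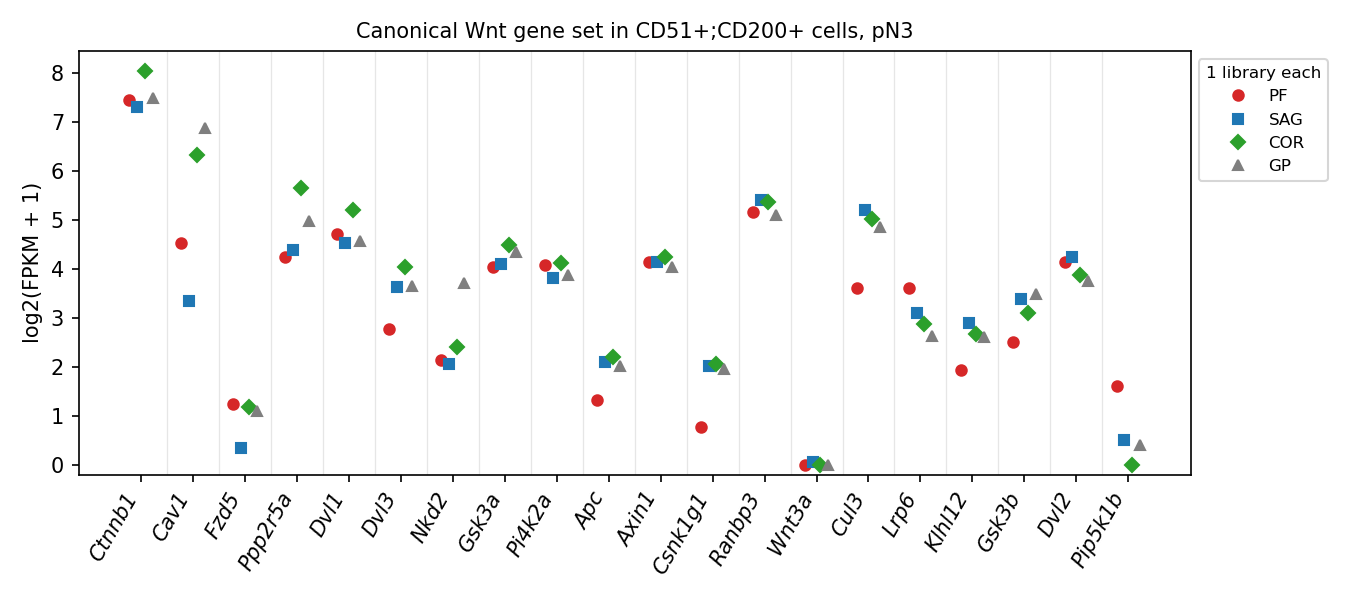
log2(FPKM + 1) of the 20 genes of the canonical Wnt set, with 1 symbol for each library (PF, SAG, COR, and GP) and no error bars because each tissue has 1 library. *Ctnnb1* is highest in COR, and *Cul3* is lowest in PF.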

Yellow: high counts; blue: low counts. **b,** RT-PCR analysis confirmed the unique expression of selected genes in PF-CD51<sup>+</sup>;CD200<sup>+</sup> cells relatively to cells isolated either from the SAG or COR sutures. CD51<sup>+</sup>;CD200<sup>+</sup> cells were isolated by FACS from the PF, SAG, and COR sutures. n=60 animals/group, experiments were repeated 1 time. **c,** Table listing genes associated to human craniosynostosis and/or cranial suture fusion in mouse models.

**Supplementary Figure 4**

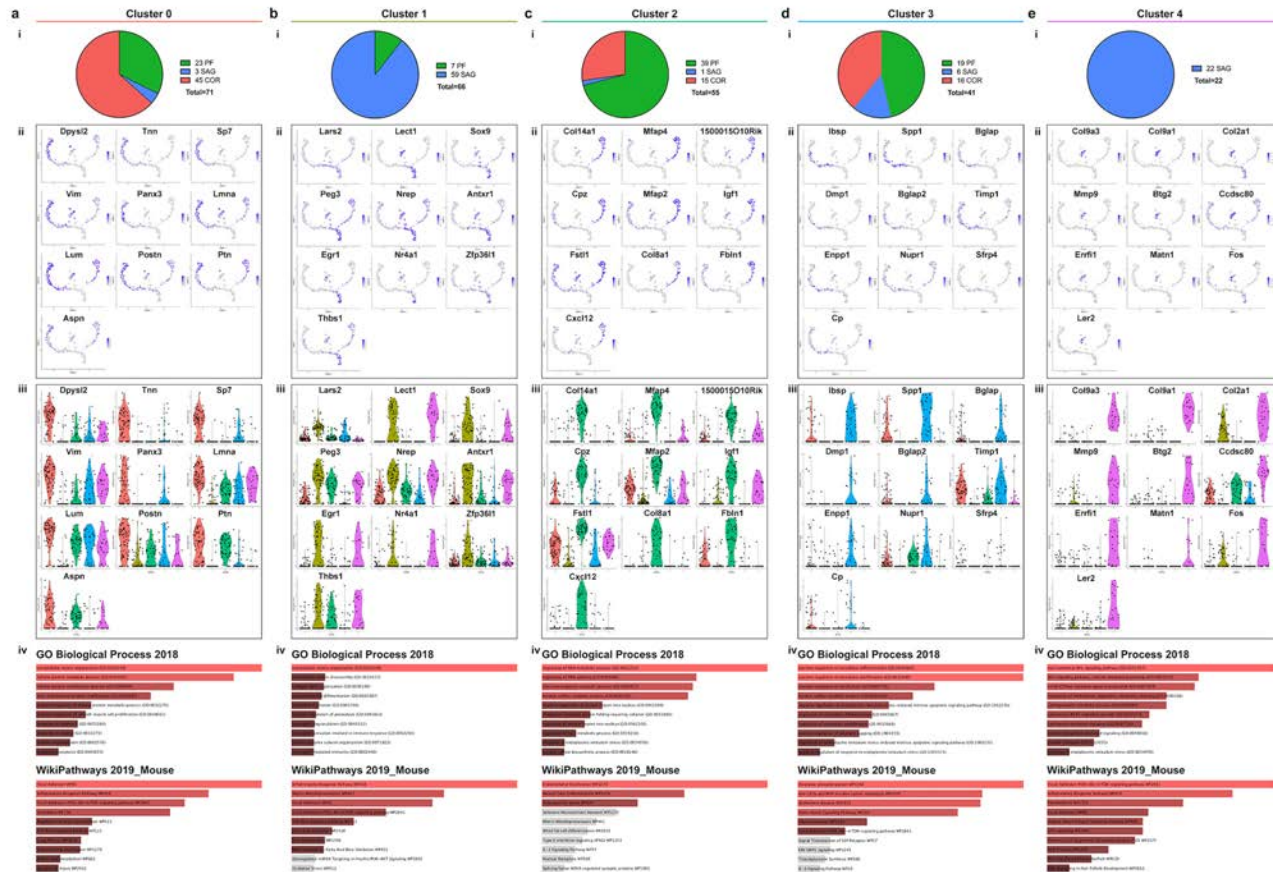

**Supplementary Figure 4. Additional scRNA-seq Analysis of the PF, SAG, and COR Sutures.** a-e, scRNA-seq analysis of clusters 0 - 4 identified in **Figure 2d-e**. i, Pie chart showing the composition of each SSC cluster isolated from the 3 cranial sutures. ii, Feature plots of the top 10 gene features defining each cluster. iii, Violin Plots of the top 10 gene features defining each cluster. iv, Gene Ontology (top panel) and pathway analysis (bottom panel) analysis using the top 50 gene features defining each cluster with the EnrichR gene enrichment analysis tool (<https://amp.pharm.mssm.edu/Enrichr/>).

## Supplementary Figure 5

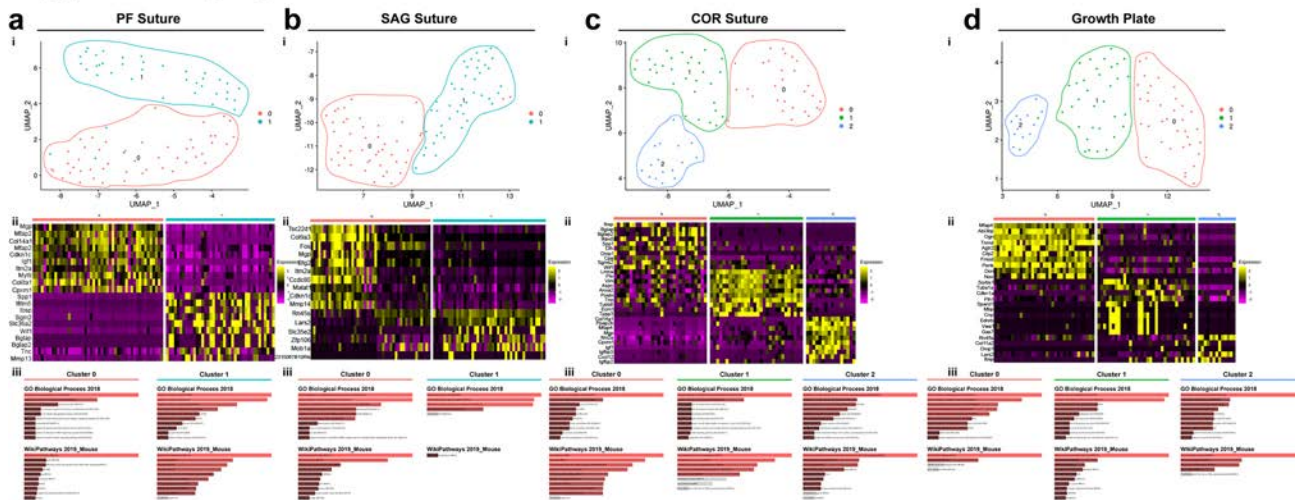

**Supplementary Figure 5. Subset Analysis of CD51<sup>+</sup>;CD200<sup>+</sup> scRNA-seq Data Derived from the PF, SAG, and COR Sutures and Growth Plate (GP).** **a**, UMAP embedding showing the distribution of transcriptional programs for single CD51<sup>+</sup>;CD200<sup>+</sup> cells isolated from the PF suture **i**, Two transcriptionally-defined clusters were identified among CD51<sup>+</sup>;CD200<sup>+</sup> cells isolated from the PF suture. **ii**, Heatmap of the top 10 differentially expressed genes defining each cluster. **iii**, Gene Ontology (top panel) and pathway analysis (bottom panel) analysis of the top 50 gene features defining each cluster pathway using the Enrichr gene list enrichment analysis tool (<https://amp.pharm.mssm.edu/Enrichr/>). **b**, UMAP embedding showing the distribution of transcriptional programs for single CD51<sup>+</sup>;CD200<sup>+</sup> cells isolated from the SAG suture. **i**, PCA clustering identified 2 clusters among CD51<sup>+</sup>;CD200<sup>+</sup> cells isolated from the SAG suture. **ii**, Heatmap of the top 10 differentially expressed genes defining each cluster. **iii**, Gene Ontology (top panel) and pathway analysis (bottom panel) analysis of the top 50 gene features defining each cluster pathway using the Enrichr gene list enrichment analysis tool (<https://amp.pharm.mssm.edu/Enrichr/>). **c**, UMAP embedding showing the distribution of transcriptional programs for single CD51<sup>+</sup>;CD200<sup>+</sup> cells isolated from the COR suture **i**, PCA clustering identified 3 clusters among CD51<sup>+</sup>;CD200<sup>+</sup> cells isolated from the COR suture. **ii**, Heatmap of the top 10 differentially expressed genes defining each cluster. **iii**, Gene Ontology (top panel) and pathway analysis (bottom panel) analysis of the top 50 genes features defining each cluster pathway using the Enrichr gene list enrichment analysis tool (<https://amp.pharm.mssm.edu/Enrichr/>). **d**, UMAP embedding showing the distribution of transcriptional programs for single CD51<sup>+</sup>;CD200<sup>+</sup> cells isolated from the growth plate. **i**, UMAP clustering identified 3 clusters among CD51<sup>+</sup>;CD200<sup>+</sup> cells isolated from the growth plate. **ii**, Heatmap of the top 10 differentially expressed genes defining each cluster. **iii**, Gene Ontology (top panel) and pathway analysis (bottom panel) analysis of the top 50 gene features defining each cluster pathway using

Supplementary Figure 6

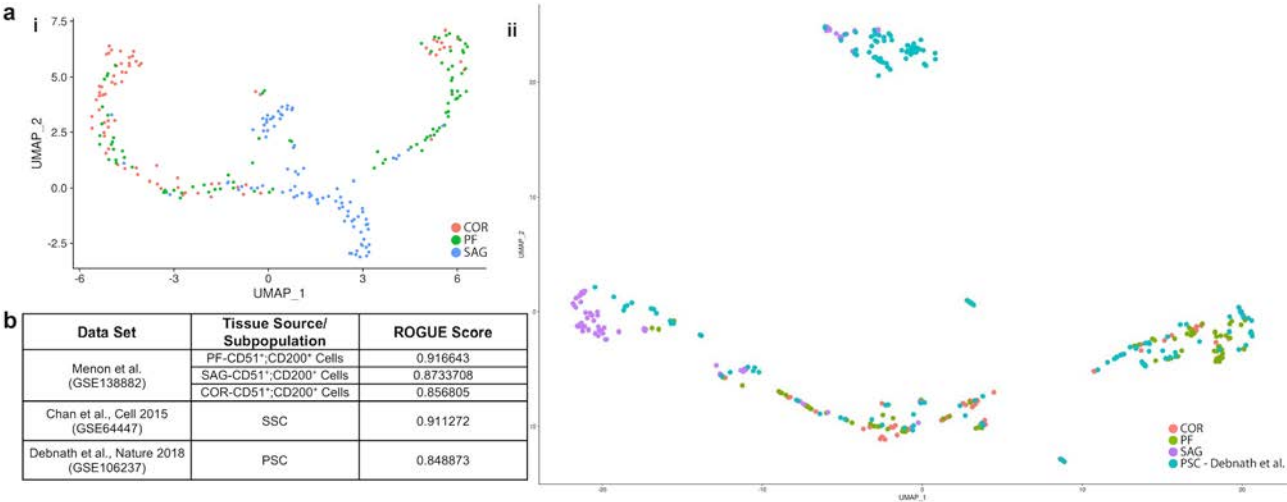

**Supplementary Figure 6. scRNA-seq Analysis of CD51<sup>+</sup>;CD200<sup>+</sup> Cells Derived from the PF, SAG, and COR Sutures in Comparison to Periosteal Skeletal Stem Cells** **a**, Comparison of suture derived CD51<sup>+</sup>;CD200<sup>+</sup> cells and Periosteal Stem Cells (PSC). **i**, UMAP embedding showing the distribution of transcriptional programs for single CD51<sup>+</sup>;CD200<sup>+</sup> cells isolated from the PF, SAG, and COR sutures. Cells are colored by suture of origin. **ii**, UMAP embedding of scRNA-seq data for PF, SAG, and COR Suture-CD51<sup>+</sup>;CD200<sup>+</sup> cells combined with publicly available scRNA-seq data for Periosteal Stem Cells (PSCs) from *Debnath et al.*, using Seurat’s anchor-based cross-platform integration technique.<sup>45</sup> Cells are colored by origin. **b**, Entropy-based purity assessment of scRNA-seq samples using the Ratio of Global Unshifted Entropy (ROGUE) toolkit. Purity scores range from 0 (maximal heterogeneity) to 1 (putatively “pure”) based on differences between observed and expected entropy.<sup>46</sup>

# Supplementary Figure 7

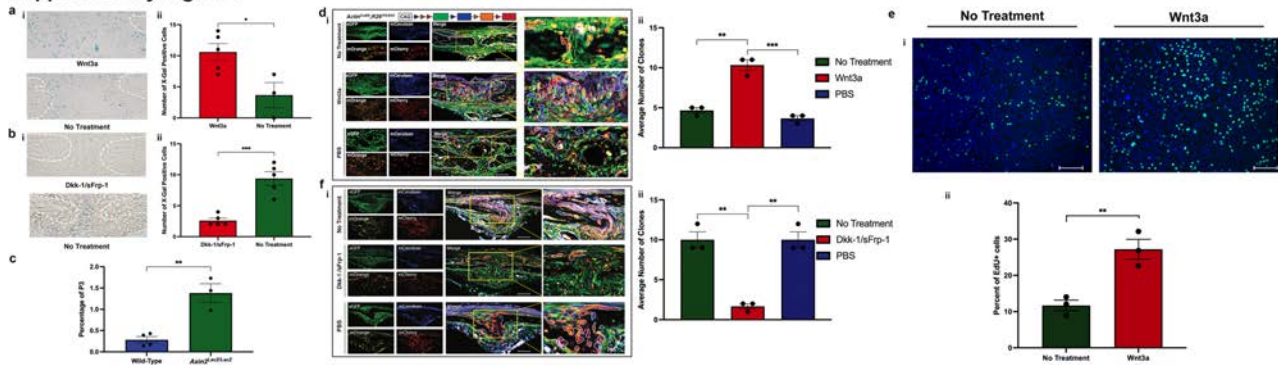

## Supplementary Figure 7. Activation and/or Inhibition of Endogenous cWnt Signaling in the PF and SAG Sutures.

**a**, Validation of activation of cWnt signaling. **i**, X-gal staining performed on PF sutures harvested from *Axin2<sup>LacZ/+</sup>* mice treated with Wnt3a (150 ng) confirmed activation of Wnt signaling. **ii**, Quantification of positive X-gal stained cells obtained. Values represent mean  $\pm$  SEM,  $P=0.0254$ ,  $*P \leq 0.05$ , unpaired, two-tailed student t-test were performed.  $n=3$  animals/group, experiments were repeated 3 independent times. **b**, Validation of inhibition of cWnt signaling. **i**, X-gal staining of *Axin2<sup>LacZ/+</sup>* SAG sutures treated with cWnt signaling inhibitors sFrp1 (2 $\mu$ g) and Dkk1 (2 $\mu$ g). **ii**, Quantification of positive X-gal stained cells obtained. Values represent mean  $\pm$ SEM;  $P=0.0004$ ,  $***P \leq 0.001$ , unpaired, two-tailed student t-test were performed.  $n=3$  animals/group, experiments were repeated 3 independent times. **c**, FACS analysis of CD51<sup>+</sup>;CD200<sup>+</sup> cells isolated from wild-type and *Axin2<sup>LacZ/LacZ</sup>* PF sutures at pN15. Values represent mean  $\pm$ SEM;  $P=0.003$ ,  $**P \leq 0.01$ , unpaired, two-tailed student t-test were performed.  $n=15$  animals/group, experiments were repeated 4 independent times. **d, i**, Confocal micrographs of Wnt3a-treated *ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* PF sutures. Scale bars: 100  $\mu$ m. Magnification at 20X.  $n=3$  animals/group, experiments were repeated 3 independent times **ii**, Quantification of confocal micrographs of Wnt3a-treated *ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>*. Values represent mean  $\pm$  SEM, No Treatment vs Wnt3a  $P=0.0016$ , PBS vs Wnt3a  $P=0.0009$ ,  $**P \leq 0.01$ ,  $***P \leq 0.001$ , unpaired, two-tailed student t-test were performed.  $n=3$  animals/group, experiments were repeated 3 independent times. **e**, Wnt3a proliferation assay. **i**. Control (left panel), Wnt3a treatment (right panel). Scale bar, 50 $\mu$ m,  $n=60$ animals/group, experiments were preformed 3 independent times. **ii**, Quantification of proliferating cells. Values represent mean  $\pm$  SEM,  $P=0.0075$ ,  $**P \leq 0.01$ , unpaired, two-tailed student t-test were performed.  $n=60$  animals, experiments were performed 3 independent times. **f, i**, Confocal micrographs of sFrp1 and Dkk1 treated versus untreated PF sutures from *ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* mice. Scale bars: 100  $\mu$ m. Magnification at 20X.  $n=3$  animals/group, experiments were repeated 3 independent times. **ii**, Quantification of confocal micrographs of Dkk-1/sFRP-1 treated *ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* SAG sutures. Values represent mean  $\pm$  SEM, No Treatment vs Dkk-1/sFRP-1  $P=0.0014$ , Dkk-1/sFRP-1 vs PBS  $P=0.0014$ ,  $**P \leq 0.01$ , unpaired, two-tailed student t-test were performed.  $n=3$  animals/group, experiments were repeated 3 independent times. Source data are provided as a Source Data file.

## Supplementary Figure 8

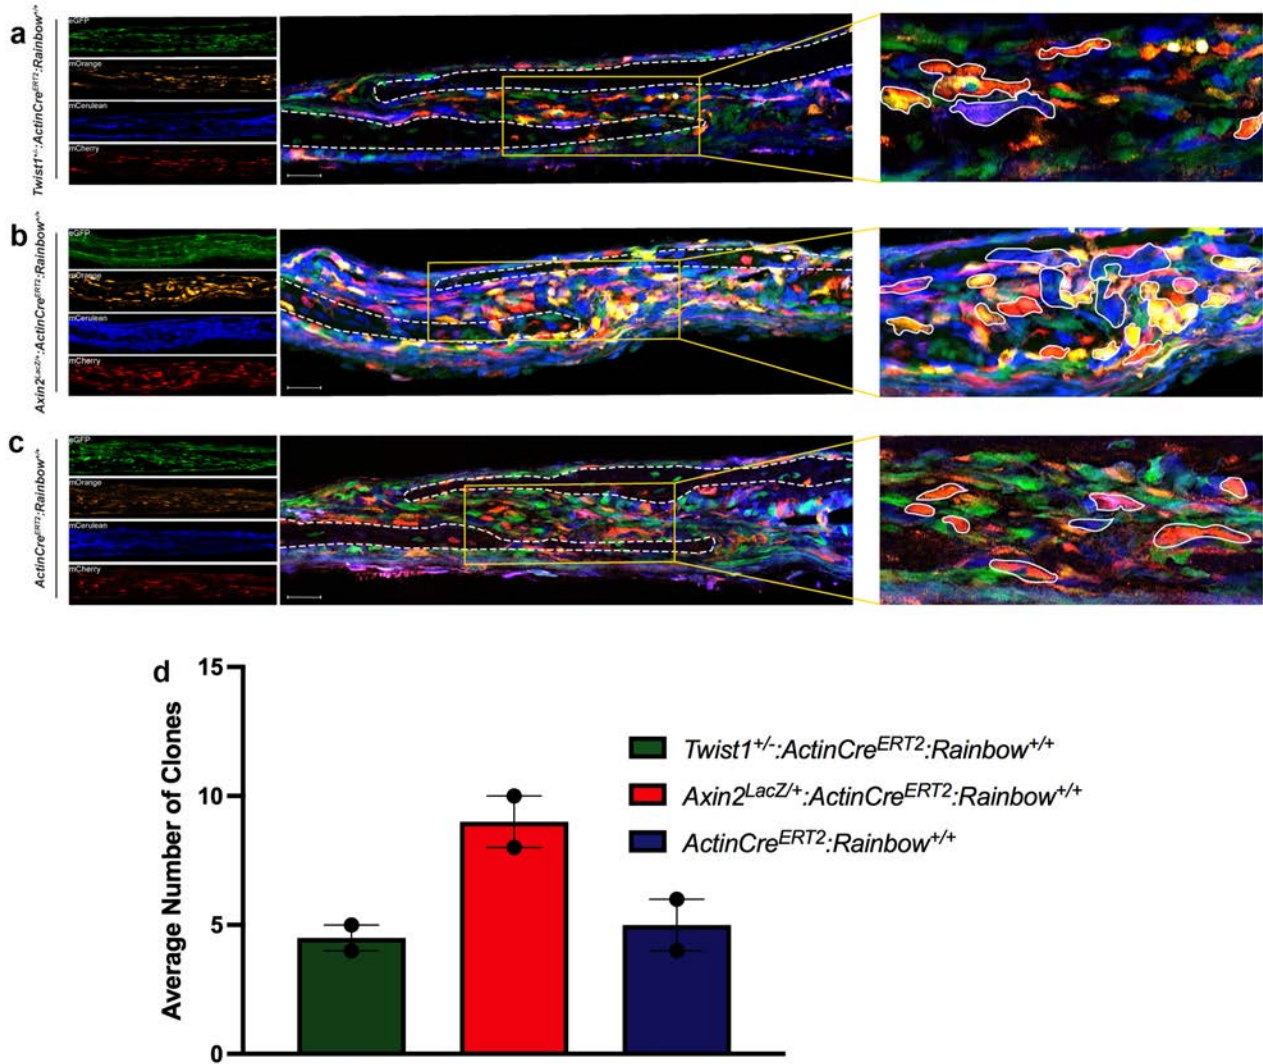

**Supplementary Figure 8. Reduced Clonality in *Twist1<sup>+/-</sup>:ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* COR Sutures Conversely Parallels to Increased clonality in *Axin2<sup>LacZ/+</sup>:ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>*.** **a**, Confocal micrographs of pN7 COR suture from *Twist1<sup>+/-</sup>:ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* showing decreased clonality in comparison to *Axin2<sup>LacZ/+</sup>:ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* (**b**) and wild-type *ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* (**c**). **b**, In contrast, a larger number of clones are present in COR suture harvested from *Axin2<sup>LacZ/+</sup>:ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* mice as compared to *Twist1<sup>+/-</sup>:ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* and wild-type *ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* as well. **c**, COR suture from wild-type *ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* displays an intermediate clonality between that of COR sutures derived from *Twist1<sup>+/-</sup>:ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* and *Axin2<sup>LacZ/+</sup>:ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* mice. Mice were induced at day pN3 with 50μl (20mg/ml) tamoxifen delivered subcutaneously, whole skulls were harvest on pN7 and sagittal sections of the COR suture were cut and imaged for analysis. Scale bars: 100 μm. Magnification 20x. n=3 animals/group, experiments were performed two independent times. **d**, Quantification of *Twist1<sup>+/-</sup>:ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>*, *Axin2<sup>LacZ/+</sup>:ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* and wild-type *ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* COR sutures at pN7 showing decreased clonality in *Twist1<sup>+/-</sup>:ActinCre<sup>ERT2</sup>:Rainbow<sup>+/+</sup>* COR sutures. n=3 animals/group, experiments were performed two independent times. Values represent mean ± SEM. Source data are provided as a Source Data file.

# Supplementary Figure 9

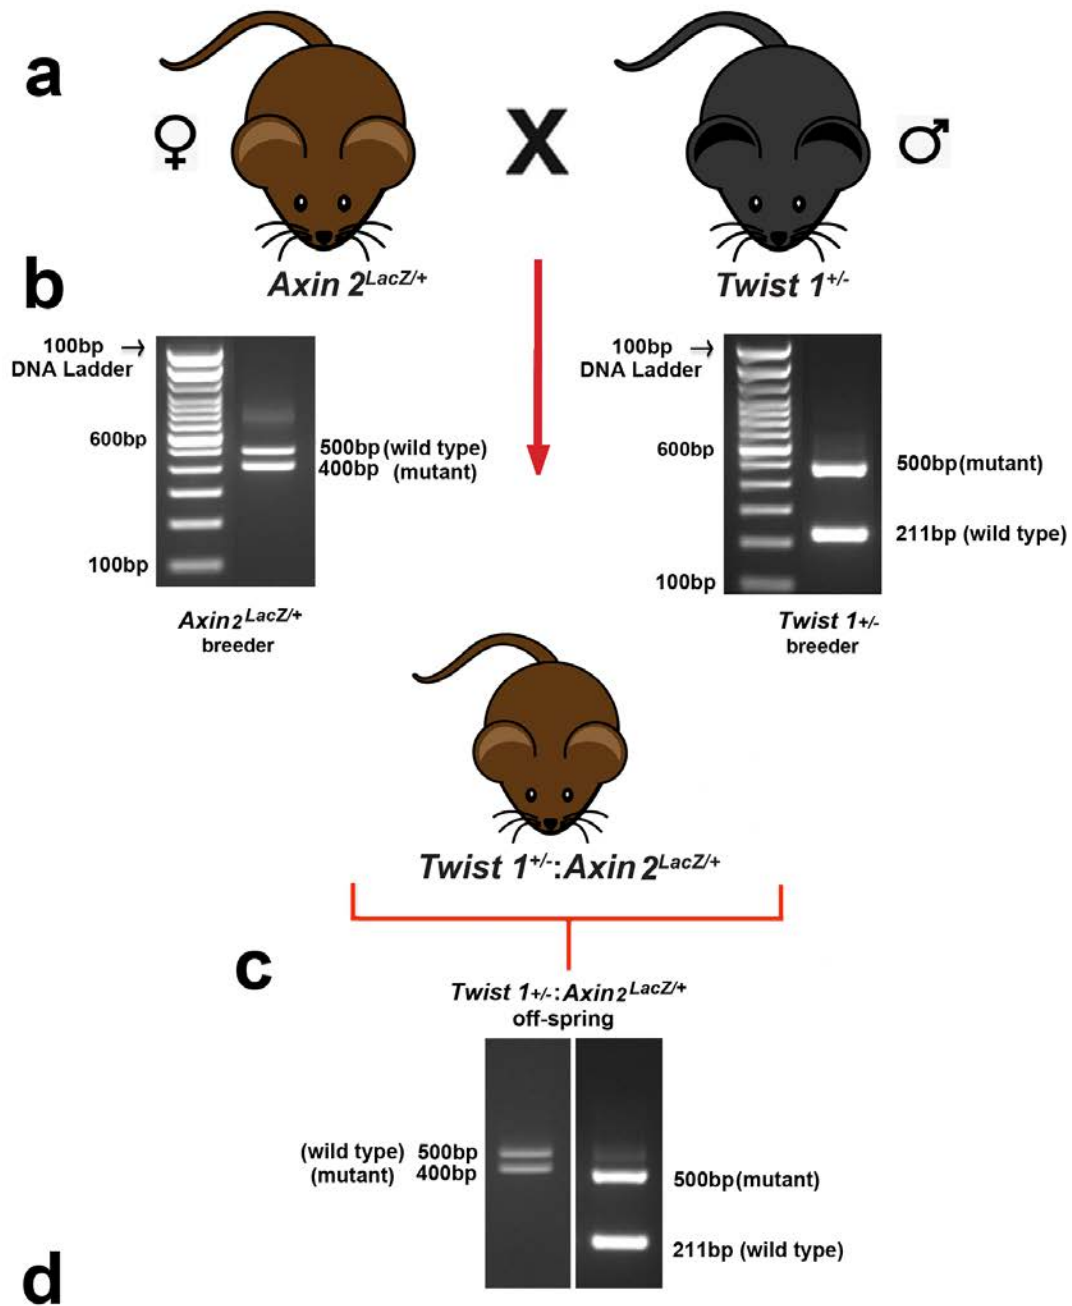

**Supplementary Figure 9. Schematic Representation of Double *Twist1*<sup>+/-</sup>:*Axin2*<sup>LacZ/+</sup> Transgenic mouse.** **a**, Breeding scheme to generate *Twist1*<sup>+/-</sup>:*Axin2*<sup>LacZ/+</sup> obtained by crossing a female *Axin2*<sup>LacZ/+</sup> mouse on a mixed background (CD-1/C57-Black6) with a male *Twist1*<sup>+/-</sup> on the Black-6 background. **b**, Genotyping of breeders identified by PCR analysis identified the *Axin2*<sup>LacZ/+</sup> mouse with a ~500bp (wild-type) and ~400bp (mutant) bands and the *Twist1*<sup>+/-</sup> mouse with a ~500bp (mutant) and 221bp (wild-type) bands. **c**, Genotype of *Twist1*<sup>+/-</sup>:*Axin2*<sup>LacZ/+</sup> off-spring performed through two independent PCR analysis (using either *Axin2* or *Twist1* primers) to confirm the generation of a *Twist1*<sup>+/-</sup>:*Axin2*<sup>LacZ/+</sup> double transgenic mouse. **d**, Summary of number of mice litters screened from day pN6 to 6 months, and their sex and genotype distributions.

## Supplementary Figure 10

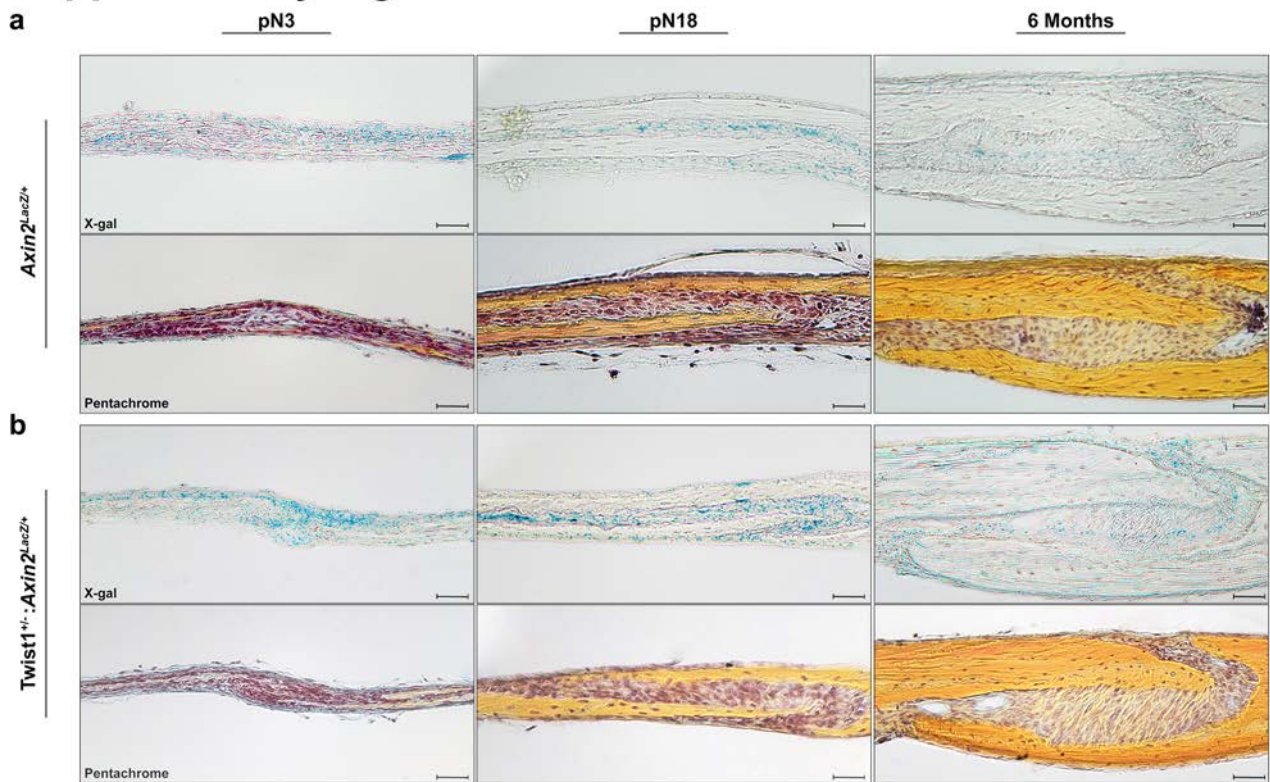

**Supplementary Figure 10. Comparative Analysis of Activation of cWnt Signaling in *Axin2<sup>LacZ/+</sup>* and *Twist1<sup>+/-</sup>:Axin2<sup>LacZ/+</sup>* COR sutures.** **a**, Sagittal sections of COR sutures from *Axin2<sup>LacZ/+</sup>* mice at day pN3, pN18, and 6 months postnatal. (top panel) X-gal staining of the patent COR suture from *Axin2<sup>LacZ/+</sup>* mice. (bottom panel) Movat's pentachrome staining performed on adjacent slide sections as for top panels. n=3 animals/group, experiments were repeated 3 independent times. **b**, Sagittal sections of COR sutures from *Twist1<sup>+/-</sup>:Axin2<sup>LacZ/+</sup>* mice at day pN3, pN18, and 6 months postnatal. (top panel) X-gal staining of the patent COR suture from *Twist1<sup>+/-</sup>:Axin2<sup>LacZ/+</sup>* mice. (bottom panel) Movat's pentachrome staining performed on adjacent slide sections as for top panels. X-gal staining identifies a similar contribution of cWnt-activated *Axin2<sup>+</sup>* cells within the patent COR suture mesenchyme in both *Axin2<sup>LacZ/+</sup>* and *Twist1<sup>+/-</sup>:Axin2<sup>LacZ/+</sup>* double transgenic mice at day pN3, pN18, and 6 months postnatal. The comparable contribution of cWnt active, *Axin2<sup>+</sup>* cells, highlights the importance of a suture mesenchyme active in cWnt signaling to maintaining patency, thus, preventing the fusion normally observed in a *Twist1<sup>+/-</sup>* mouse COR suture. Magnification 20x, scale bar: 100μm. n=3 animals/group, experiments were repeated 3 independent times.

# Supplementary Figure 11

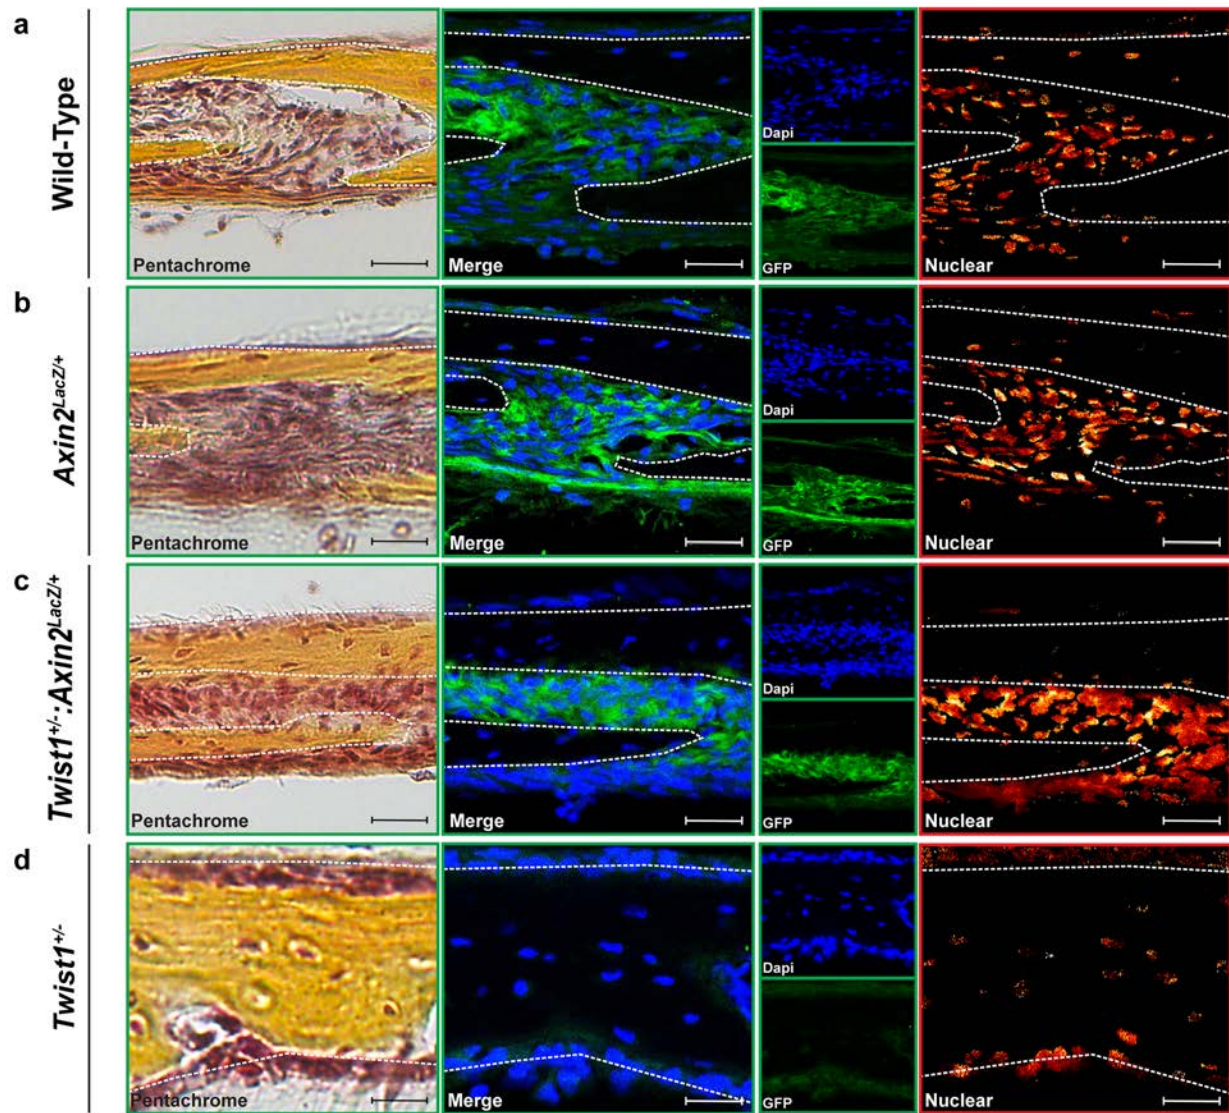

**Supplementary Figure 11. Immunofluorescence Staining for Activated  $\beta$ -Catenin.** Activation of  $\beta$ -Catenin in **a**, Wild-Type; **b**, *Axin2<sup>LacZ/+</sup>*; **c**, *Twist1<sup>+/-</sup>·Axin2<sup>LacZ/+</sup>*; **d**, *Twist1<sup>+/-</sup>* COR sutures at pN15. (left panel), Movat's pentachrome staining of sagittal sections of COR sutures at pN15. Dotted lines outline the osteogenic bone fronts. (middle panel), confocal micrographs of a sister sections of COR sutures at pN15, stained with a specific activated anti- $\beta$ -Catenin antibody. GFP signal indicates active  $\beta$ -catenin within the suture complex. Dotted lines outline the osteogenic bone fronts. (right, red box) To assess the degree of nuclear localization of  $\beta$ -Catenin, we implemented the EzColocalization plugin on ImageJ to map the cells within the suture mesenchyme in which  $\beta$ -Catenin has translocated to the nucleus by mapping the colocalization of DAPI (nuclear stain) and GFP ( $\beta$ -catenin). The accompanying heatmap from EzColocalization is shown for each group. High intensity, yellow colors, represent areas of colocalization of DAPI and GFP, indicating nuclear  $\beta$ -Catenin. **a**, immunofluorescence staining for endogenous activated  $\beta$ -Catenin in wild-type COR suture. **b**, immunofluorescence staining shows increased active  $\beta$ -Catenin in the patent *Axin2<sup>LacZ/+</sup>* COR suture in the suture mesenchyme and underlying dura-mater as compared to wild-type (**a**) and *Twist1<sup>+/-</sup>·Axin2<sup>LacZ/+</sup>* COR sutures (**c**), which both display similar activation. **d**, *Twist1<sup>+/-</sup>*, fused COR suture showed little to no active  $\beta$ -Catenin. These data support the critical role of active cWnt signaling within the suture mesenchyme in maintaining suture patency. Magnification 20x, scale bar: 100 $\mu$ m. n=3 animals/group, experiments were performed three independent times.

## Supplementary Figure 12

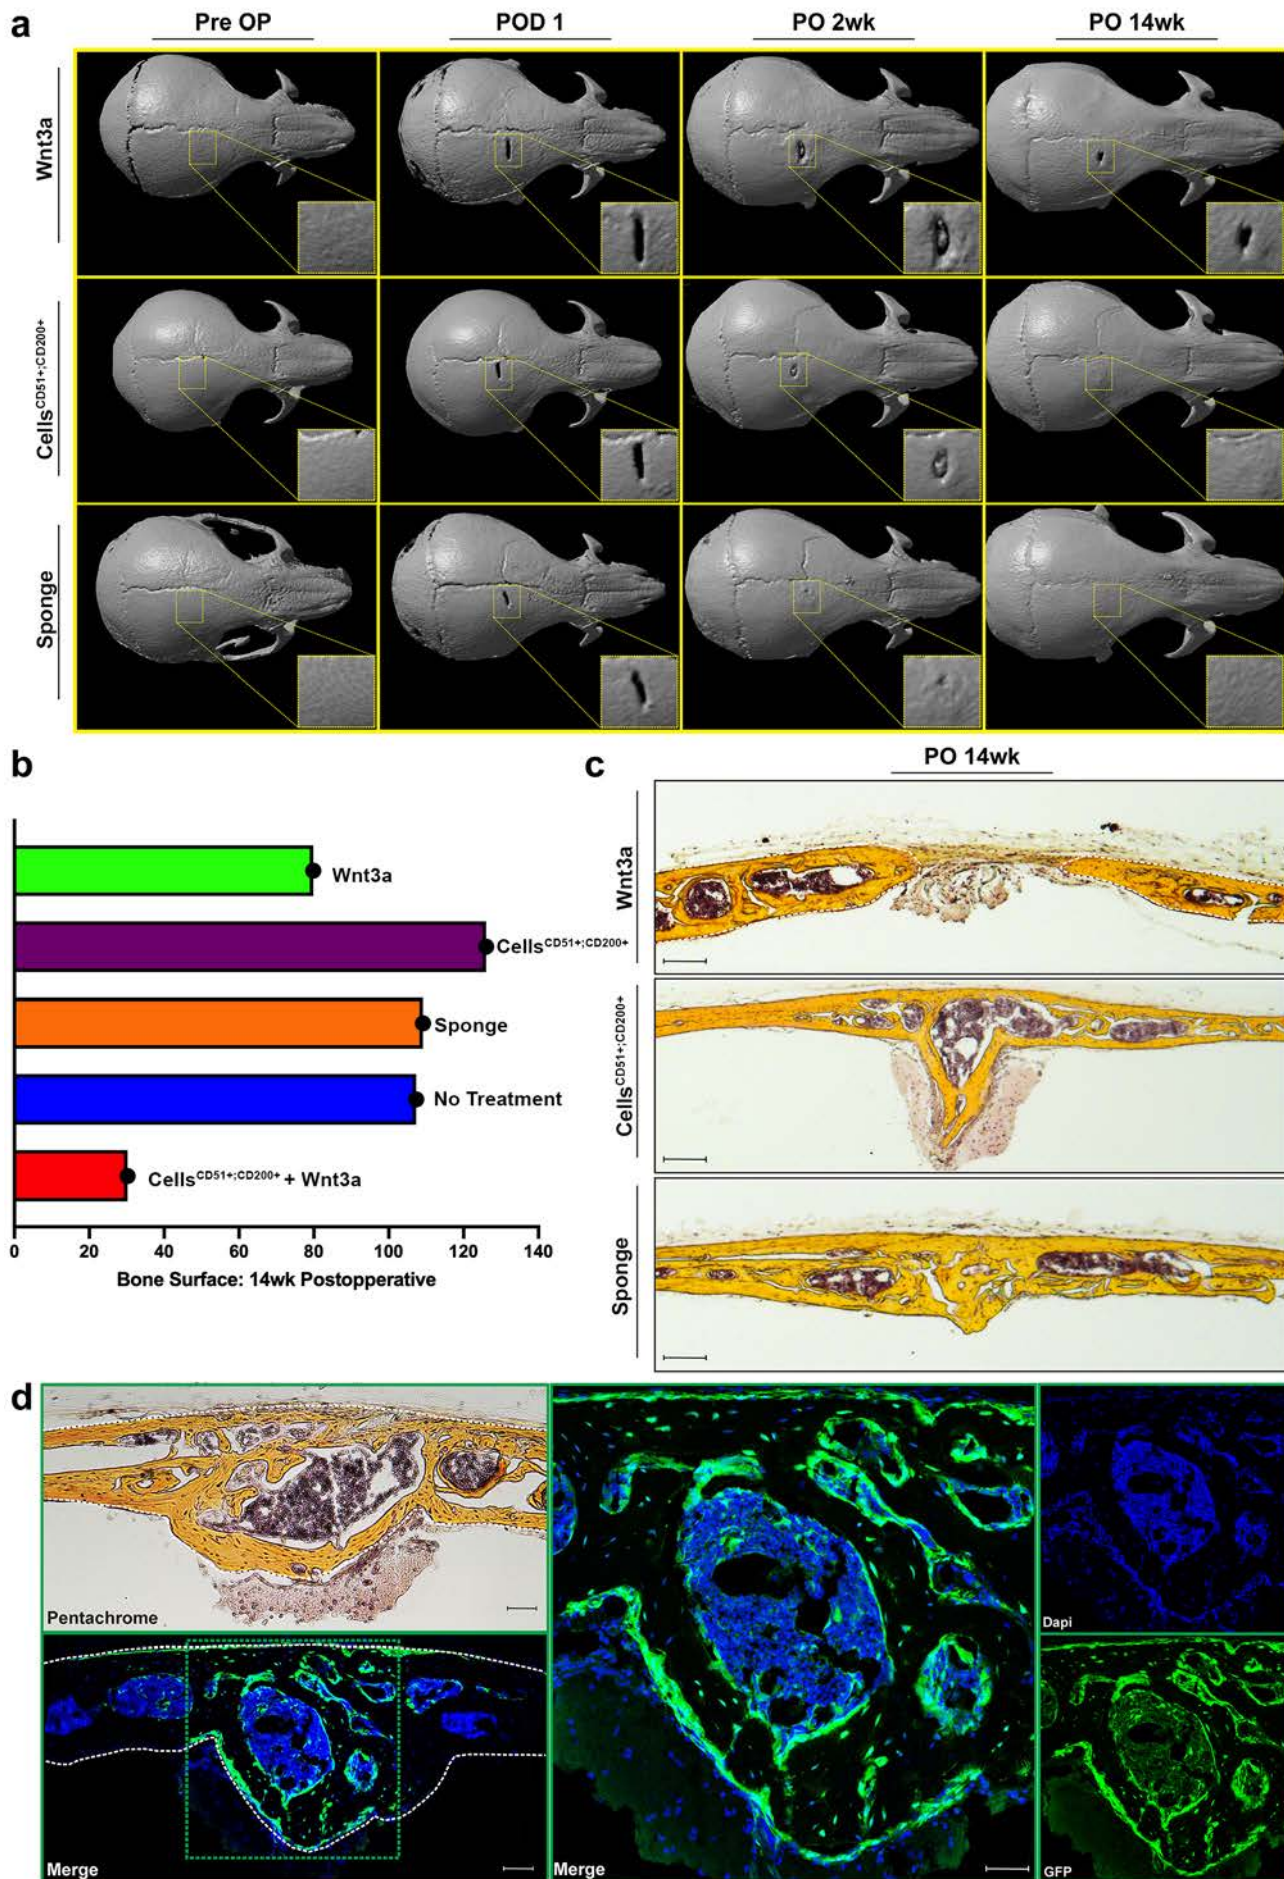

**Supplementary Figure 12. Transplantation of Wnt3a Protein, CD51<sup>+</sup>;CD200<sup>+</sup> Cells and Collagen Sponge alone Following Surgical Repair of Craniosynostosis.** **a**, Time-course of micro-CT analysis of Wnt3a protein, CD51<sup>+</sup>;CD200<sup>+</sup> cells and sponge alone treated COR suturectomies on pN16-18 *Twist1*<sup>+/-</sup> mice over a 14-week period. Wnt3a treated suturectomies do not completely refuse over the 14-week period. However, in comparison to suturectomies treated with a combination of CD51<sup>+</sup>;CD200<sup>+</sup> cells and Wnt3a protein (**Figure 6b**), are trending towards closure, suggesting a delay in re-fusion but not prevention. Suturectomies treated with SSC or sponge alone, nearly refuse 2-weeks post-operatively and are completely fused by 14-weeks postoperatively. These data suggest a synergist relationship between co-transplanted CD51<sup>+</sup>;CD200<sup>+</sup> cells and Wnt3a in preventing the re-fusion. n=2 animals/group, experiments were repeated 3 independent times. **b**, Quantification of COR suturectomy re-fusion by micro-CT 14-week postoperatively. Wnt3a only (green), CD51<sup>+</sup>;CD200<sup>+</sup> cells only (purple), sponge only (orange), and no treatment (blue), suturectomies showed increased bone surface measurements 14-weeks postoperatively compared to suturectomies treated with a combination of CD51<sup>+</sup>;CD200<sup>+</sup> cells and Wnt3a protein (red). n=1 animal/group. **c**, Movat's pentachrome staining of sagittal sections of COR suturectomies at 14-weeks showing near re-fusion of the Wnt3a only treated suturectomy and complete re-fusion of the CD51<sup>+</sup>;CD200<sup>+</sup> cells and sponge alone suturectomies. Magnification 5x, scale bars: 200µm. n=2 animals/group, experiments were performed 3 independent times. **d**, wild-type GFP<sup>+</sup> CD51<sup>+</sup>;CD200<sup>+</sup> cells (3x10<sup>5</sup> cells) were loaded onto a collagen scaffold sponge and transplanted as described to monitor their presence within the ablated COR suture at 10-weeks post-operative in the absence of recombinant Wnt3a protein. Suturectomies treated with CD51<sup>+</sup>;CD200<sup>+</sup> cells alone refused by 10-weeks. (top panel), Movat's pentachrome staining of sagittal sections of COR suturectomy. Magnification 10x, scale bar: 100µm. (bottom panel), confocal micrograph of a sister section of COR suturectomies, where fluorescence indicates the presence of transplanted cells within the ablated suture. Magnification 10x, scale bar: 100µm. **e**, Magnification at 20X of the boxed area in panel **d**, reveals that transplanted CD51<sup>+</sup>;CD200<sup>+</sup> cells in the absence of Wnt3a participate in the re-fusion of the suturectomy by recruiting neighboring cells. Magnification 20x, scale bar: 50µm. n=2 animals/group, experiments were performed 3 independent times. Source data are provided as a Source Data file.

## Supplementary Table 1

| Gene               | Primer Name                        | Primer Sequence           | Amplicon Size                       |
|--------------------|------------------------------------|---------------------------|-------------------------------------|
| Genotyping Primers |                                    |                           |                                     |
| General CRE        | Forward                            | GCGGTCTGGCAGTAAAACTATC    | ~100 bp                             |
|                    | Reverse                            | GTGAAACAGCATTGCTGTCACTT   |                                     |
|                    | Internal Postive Control - Forward | CTAGGCCACAGAATTGAAAGATCT  | ~324 bp                             |
|                    | Internal Postive Control - Reverse | GTAGGTGGAAATTCTAGCATCATCC |                                     |
| Axin-2             | C-wt                               | AGTCCATCTTCATTCCGCCTAGC   | Wild Type: ~500 bp, Mutant: ~400 bp |
|                    | C-S                                | AAGCTGCGTCGGATACTTGAGA    |                                     |
|                    | LacZ                               | TGGTAATGCTGCAGTGGCTTG     |                                     |
| Twist-1            | Common                             | GGTTTCCGACTAGAGGTTTCC     | Wild Type: ~221 bp, Mutant: ~500 bp |
|                    | Wild-Type Reverse                  | ACTGTCTGGGTCGCTGTTG       |                                     |
|                    | Mutant Reverse                     | CCTTCTATCGCCTTCTTGACG     |                                     |

**Supplementary Table 1. Genotyping Primer Sequences.** Table containing genotyping primer sequences and expected outcomes used to for the following transgenic animals: General *Cre*, *Axin-2*, *Twist-1*.

## Supplementary Table 2

| Flow Cytometry           |          |                 |                |                 |                                                        |
|--------------------------|----------|-----------------|----------------|-----------------|--------------------------------------------------------|
| Antigen                  | Clone    | Supplier        | Catalog Number | Conjugate       | Concentration in 100 $\mu$ L (3x10 <sup>6</sup> cells) |
| Primary Antibodies       |          |                 |                |                 |                                                        |
| Tie2                     | TEK4     | eBioscience     | 14-5987-85     | Purified        | 5 $\mu$ g                                              |
| CD45                     | 30-F11   | BioLegend       | 103109         | PE-Cy5          | 0.1 $\mu$ g                                            |
| Ter119                   | Terr-119 | Invitrogen      | 15-5921-81     | PE-Cy5          | 0.1 $\mu$ g                                            |
| Thy1.1                   | HIS51    | eBioscience     | 47-0900-82     | APC-eFluor 780  | 0.2 $\mu$ g                                            |
| Thy1.2                   | 53-2.1   | eBioscience     | 47-0902-82     | APC-eFluor 780  | 0.2 $\mu$ g                                            |
| Ly-51                    | 6C3      | BioLegend       | 108311         | Alexa647        | 0.5 $\mu$ g                                            |
| CD105                    | MJ7/18   | eBioscience     | 13-1051-82     | Biotin          | 1 $\mu$ g                                              |
| CD200                    | OX-90    | BioLegend       | 123802         | Purified        | 1 $\mu$ g                                              |
| CD51                     | RMV-7    | BD Bioscience   | 551187         | PE              | 1 $\mu$ g                                              |
| Secondary Antibodies     |          |                 |                |                 |                                                        |
| Streptavidin             | n/a      | eBioscience     | 25-4317-82     | PE-Cy7          | 0.2 $\mu$ g                                            |
|                          |          |                 |                |                 |                                                        |
|                          |          |                 |                |                 |                                                        |
|                          |          |                 |                |                 |                                                        |
| Immunofluorescence       |          |                 |                |                 |                                                        |
| Antigen                  | Clone    | Supplier        | Catalog Number | Conjugate       | Dilution                                               |
| Primary Antibodies       |          |                 |                |                 |                                                        |
| Active- $\beta$ -Catenin | 7E8      | Millipore Sigma | 05-665         | Purified        | 1:100                                                  |
| Secondary Antibodies     |          |                 |                |                 |                                                        |
| Goat anti-Mouse          | n/a      | ThermoFisher    | A-11001        | Alexa Fluor 488 | 1:1000                                                 |

**Supplementary Table 2. Antibodies.** Table containing all antibodies used for flow cytometry and immunofluorescence experiments including supplier, catalog number, conjugate and working concentration.

## Supplementary Table 3

| Growth Media                       |                                  |            |       |
|------------------------------------|----------------------------------|------------|-------|
| DMEM GlutaMax                      | Gibco-Life Technologies          | 10566016   | -     |
| Alpha-MEM GlutaMax                 | Gibco-Life Technologies          | 32561102   | -     |
| Performance FBSA18:D30             | Gibco-Life Technologies          | 26140-079  | 10%   |
| Pen Strep                          | Gibco-Life Technologies          | 26140-079  | 1%    |
| Ciprofloxacin HCL                  | bioWORLD                         | 40310031-3 | 0.10% |
| Osteogenic Differentiation Media   |                                  |            |       |
| Stem Pro Osteogenesis Differnti    | Gibco - Thermo Fisher Scientific | A1007201   | -     |
| Pen Strep                          | Gibco-Life Technologies          | 26140-079  | 1%    |
| Ciprofloxacin HCL                  | bioWORLD                         | 40310031-3 | 0.10% |
| Chondrogenic Differentiation Media |                                  |            |       |
| Stem Pro Chondrogenesis Differ     | Gibco - Thermo Fisher Scientific | A1007101   | -     |
| Pen Strep                          | Gibco-Life Technologies          | 26140-079  | 1%    |
| Ciprofloxacin HCL                  | bioWORLD                         | 40310031-3 | 0.10% |
| Cell Dissociation                  |                                  |            |       |
| Stem Pro Accutase                  | Gibco                            | A1110501   | -     |

**Supplementary Table 3. Media.** Table containing information regarding all media and reagents used for cell culture and cell differentiations experiments.

## Supplementary Table 4

| Reagent                                                           | Supplier                    | Catalog Number | Working Concentration |
|-------------------------------------------------------------------|-----------------------------|----------------|-----------------------|
| <b>Recombinant Proteins</b>                                       |                             |                |                       |
| Mouse Wnt3a Protein (Carrier Free)                                | R&D Systems                 | 1324-WN-002/CF | 150ng                 |
| Mouse sFrp-1 Protein (Carrier Free)                               | R&D Systems                 | 9019-SF-025/CF | 2µg                   |
| Mouse Dkk-1 Protein (Carrier Free)                                | R&D Systems                 | 5897-DK-010/CF | 2µg                   |
| <b>Small Molecules</b>                                            |                             |                |                       |
| SB431542                                                          | Selleckchem.com             | S1067          | 10µM                  |
| <b>Cre Induction</b>                                              |                             |                |                       |
| Tamoxifen                                                         | Sigma-Aldrich               | T5648-1G       | 20mg/ml               |
| Corn Oil                                                          | Sigma-Aldrich               | C8267 - 500ml  | -                     |
| <b>Histology</b>                                                  |                             |                |                       |
| Click-iT EdU Alexa Fluor 488 Imaging Kit                          | ThermoFisher                | C10337         | -                     |
| X-Gal                                                             | Sigma-Aldrich               | 10745740001    | 1mg/ml                |
| Glutaraldehyde Solution (Grade II, 25% in H <sub>2</sub> O)       | Sigma-Aldrich               | G6257          | 0.20%                 |
| Formaldehyde Aqueous Solution (Paraformaldehyde Aqueous Solution) | ELECTRON MICROSCOPY SCIENCE | 15710          | 0.4-4%                |
| Tissue-Tek O.C.T Compound                                         | VWR                         | 25608-930      | -                     |
| <b>Molecular Biology Reagents</b>                                 |                             |                |                       |
| TRIzol Reagent                                                    | ThermoFisher/Invitrogen     | 15596026       | -                     |
| SuperScript III First-Strand Synthesis System                     | ThermoFisher/Invitrogen     | 18080051       | -                     |
| KAPA2G Fast HotStart ReadyMix                                     | KAPA BIOSYSTEMS             | KK5609         | -                     |
| HotStarTaq Plus Master Mix Kit                                    | QIAGEN                      | 203645         | -                     |
| <b>RNA-Sequencing Reagents</b>                                    |                             |                |                       |
| miRneasy Micro Kit                                                | Qiagen                      | 217084         | -                     |
| Ultra low input RNA kit v4                                        | Clontech                    | 634888         |                       |
| Low Input Library Rep Kit v2                                      | Clontech                    | 634899         |                       |
| Recombinant Rnase inhibitor (RRI)                                 | Clontech                    | 2313B          | 4 units               |
| Triton X-100                                                      | ThermoFisher                | 85111          | 0.10%                 |
| dNTP                                                              | ThermoFisher                | 10297018       | 2.4mM                 |
| OligodT30VN (5'-AAGCAGTGGTATCAACGCAGAGT-3')                       | Integrated DNA Technology   | -              | 2.5µM                 |
| Smartscribe Reverse Transcriptase                                 | Clontech                    | 639538         | 100 units             |
| Betaine                                                           | Sigma-Aldrich               | B0300-5VL      | 1M                    |
| Template Switch Oligo (5'-AAGCAGTGGTATCAACGC-3')                  | Qiagen                      | -              | 1µM                   |
| 1X Kapa HiFi HotStart                                             | KAPA BIOSYSTEMS             | KK2602         | -                     |
| ISPCR primer (5'-AAGCAGTGGTATCAACGCAGAGT-3')                      | Integrated DNA Technology   | -              | 0.1µM                 |
| Fragment Analyzer High Sensitivity NGS 1-6000 Kit                 | Agilent                     | 474-0500       | -                     |

**Supplementary Table 4. Miscellaneous Reagents.** Table containing additional information for recombinant proteins, small molecules, CRE induction, histology, molecular biology and RNA-sequencing experiments.

## Supplementary Table 5

| Gene               | Accession Number | Species | Primer Sequence                                               | Annealing Temp | Amplicon Size |
|--------------------|------------------|---------|---------------------------------------------------------------|----------------|---------------|
| Genotyping Primers |                  |         |                                                               |                |               |
| <i>Smad6</i>       | NM_008542.3      | Mouse   | Fwd: TCTGCTTCGGTGGATTGCAT<br>Rev: CTTGGATTTTGCACGCACGA        | 57°C           | 172bp         |
| <i>Id2</i>         | NM_010496.3      | Mouse   | Fwd: GATGATCGTCTTGCCAGGT<br>Rev: TCTGGTATTCACGCTCCACC         | 57°C           | 217bp         |
| <i>Bglap</i>       | L24431           | Mouse   | Fwd: ACCCTGGCTGCGCTCTGTCT<br>Rev: ACTATGGAAGGCTAAGGGCTCTGG    | 60°C           | 443bp         |
| <i>Cdc45</i>       | AF098068.1       | Mouse   | Fwd: TCCAAGCCAGCATCCTTGAG<br>Rev: AGTGACACAAGAGCGTCCAG        | 58°C           | 311bp         |
| <i>Huwei</i>       | NM_021523.4      | Mouse   | Fwd: CCTGCCTTCAGCTCACACAT<br>Rev: ATCAGGAAGGGCAGAAATGGT       | 58°C           | 735bp         |
| <i>Efnb2</i>       | NM_010111.6      | Mouse   | Fwd: GTTCCAGTGCTCTCTGACTG<br>Rev: GGCCCTCCAAAGACCCATTT        | 58°C           | 955bp         |
| <i>Adhc1</i>       | BC019130         | Mouse   | Fwd: CCACGCGTCCGTCCAAA<br>Rev: TCCTTGAAGCCTAGCGTTGG           | 57°C           | 457bp         |
| <i>Dusp6</i>       | NM_026268.3      | Mouse   | Fwd: CGGAAATGGCGATCTGCAAG<br>Rev: AGTCGCTGCTATTCTCGTCG        | 58°C           | 279bp         |
| <i>Jag1</i>        | NM_013822        | Mouse   | Fwd: CGCCTCAAAGAAGCGATCAG<br>Rev: GATGCGATTACGGTCGTTGC        | 58°C           | 603bp         |
| <i>Ezh2</i>        | NM_001146689     | Mouse   | Fwd: TCCATGCAACACCCAACACA<br>Rev: AGCAGTAAGAGCAGCAGCAA        | 58°C           | 125bp         |
| <i>Ptpn11</i>      | NM_001109992.1   | Mouse   | Fwd: CACAGAGAGAACCGTCTGGC<br>Rev: GCACGTGCTGTTCAAATGGT        | 58°C           | 710bp         |
| <i>Gapdh</i>       | BC083080         | Mouse   | Fwd: CGGCAAATTCAACGGCACAGTCAA<br>Rev: CTTTCCAGAGGGGCCATCCACAG | 60.5°C         | 424bp         |

**Supplementary Table 5. PCR Primers Sequences.** Table containing PCR primer sequences used for gene expression experiments in Figure 3e-f and Supplementary Figure 3b.

Supplementary Figure 3 Raw Gel Scans:

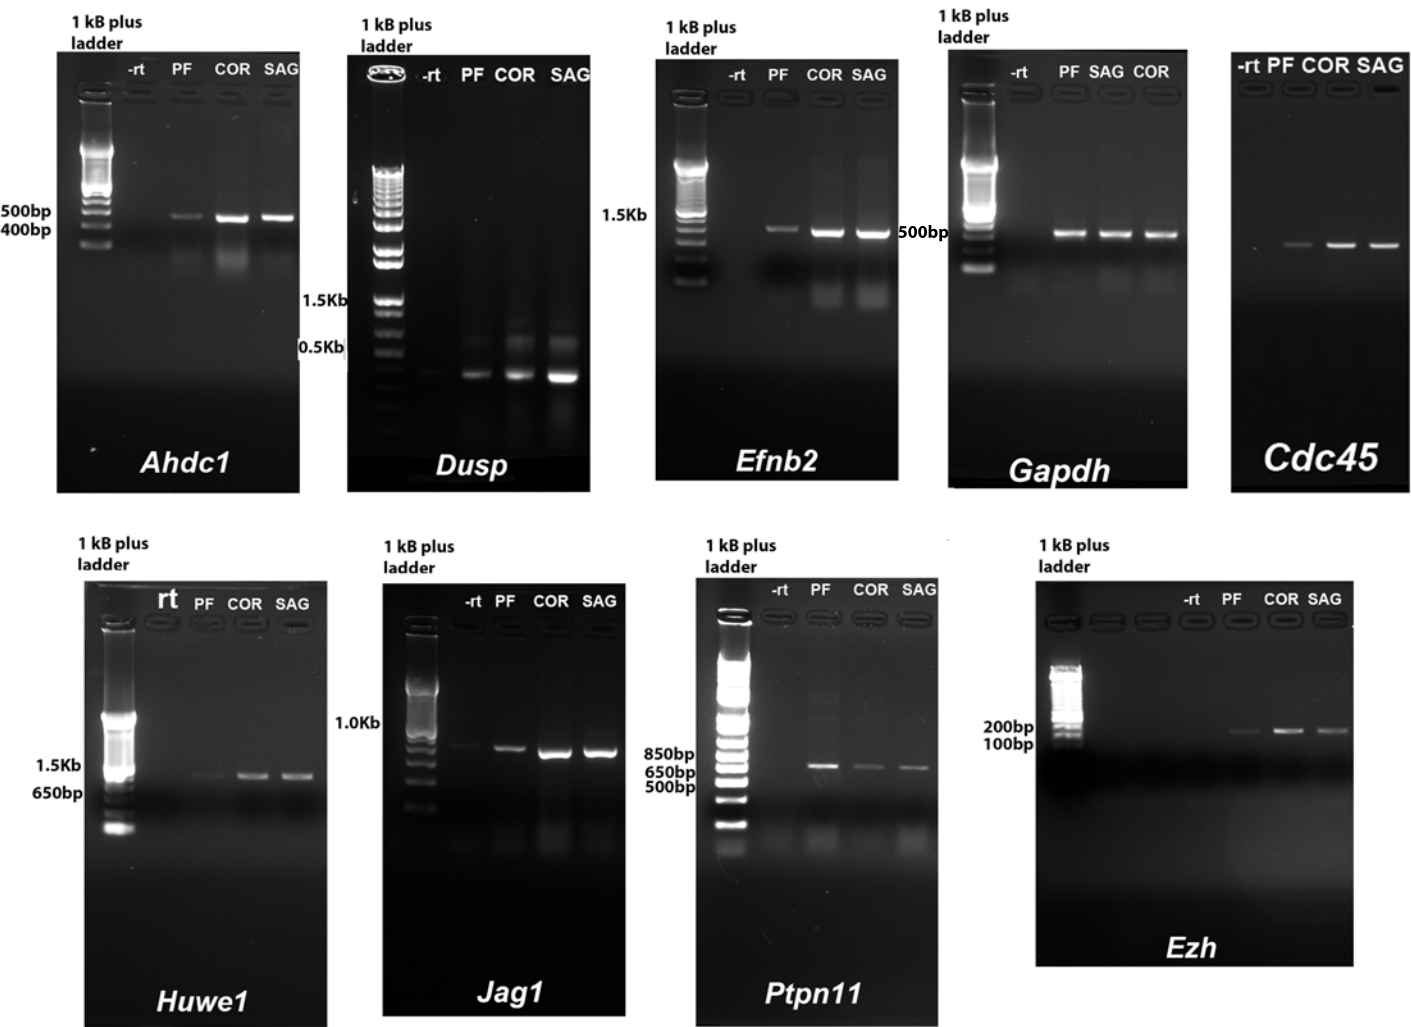

**Supplement:** Supplementary file 1 — Supplementary Information

# Supplementary material for: Skeletal stem and progenitor cells maintain cranial suture patency and prevent craniosynostosis
**Source:** Nat Commun. 2021 Jul 30;12:4640. doi: 10.1038/s41467-021-24801-6
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☐ ☒ The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided  
*Only common tests should be described solely by name; describe more complex techniques in the Methods section.*
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g.  $F$ ,  $t$ ,  $r$ ) with confidence intervals, effect sizes, degrees of freedom and  $P$  value noted  
*Give  $P$  values as exact values whenever suitable.*
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ ☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's  $d$ , Pearson's  $r$ ), indicating how they were calculated

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

Data collection

No code was used for data collection

Data analysis

GraphPad Prism 8.0.0, FACS Diva (BD) v8.0.1, FlowJo 10.1r5 (TreeStar), ImageJ 2.0 (NIH), Adobe Photoshop 13.0.0, NRecon v1.7.1.6 (Bruker), CTVol v2.3.2.0 (Bruker) and CTAn v1.18.8.0+ (Bruker) software packages were used to analyze the data in this study where indicated.

Bulk RNA-seq: FastQC v0.11.5, STAR v2.5.1b, Cufflinks v2.2.1 suite, Vennt v0.8.4, Java TreeView v1.1.6r4, Cluster v3.0, scRNA-Seq: STAR v2.5.3a, Seurat13 v2.3.0, R v3.4.4, EnrichR 2.1, Ratio of Global Unshifted Entropy (ROGUE) (Liu et al., Nat Commu 2020) were used for analysis. The software packages used in this study are publicly available.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

All data to support the conclusions in this manuscript can be found in the figures. All source data for plots are available in the attached source data file and any other data can be requested from the corresponding authors. The mouse mm9 reference genome database was used for all RNA-seq experiments. Publicly available

data sets were obtained from Gene Expression Omnibus under the following accession numbers; Debnath et al., Nature 2018 GSE106237 and Chan et al., Cell 2015 GSE64447. All RNA-seq and scRNA-seq data generated from this study can be accessed from the Gene Expressions Omnibus (<http://www.ncbi.nlm.nih.gov/geo/>) using accession number GSE138882.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                         |
|-----------------|-------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Experimental animals were used across a range of time-points and analyzed by multiple independent experiments with no fewer than 10 mice (and up to 80) per experimental time-point. Exact details of sample size, with technical and biological replicates are indicated for each experimental time-point analyzed. Sampling sizes were determined based on viability during surgical procedures and by access to the appropriately aged transgenic animals.                                                           |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Replication     | Analysis were reproduced in a minimum of 10 (and up to 80) animals per condition and across a minimum of two independent experiments. All attempts at replication were successful.                                                                                                                                                                                                                                                                                                                                      |
| Randomization   | Animals with appropriate genotype were randomly assigned to each experimental group.                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Blinding        | All data analysis and experiments with any potential for observer bias that could affect outcomes were conducted in a blinded manner, such as cell counting, micro-CT analysis, assessment of molecular treatments, clonal analysis, and group allocation during data collection. Whenever feasible, an independent investigator genotype/identified animals and/or assigned them to each group. Analysis were then carried out by a blinded investigator. Group genotype and/or treatment were revealed post analysis. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

The following antibodies were used for flow cytometry:

CD200 Purified (rat anti mouse, dilution 1:50, Biolegend, 123802, lot B288779, clone: OX-90), Qdot 605 Secondary (goat anti rat, dilution: 1:100, ThermoFisher, Q-11601MP, lot 2009239), Tie2 Purified (rat anti mouse, dilution 1:20, eBioscience, 14-5987-81, lot 2299779, clone: TEK4), CD45 PE-Cy5 (rat anti mouse, dilution 1:200, Biolegend, 103110, lot B283425, clone: 30-F11), Ter119 PE-Cy5 (rat anti mouse, dilution 1:200, eBioscience, 15-5921-81, lot 2093721, clone: TER-119), CD51 (AlphaV Integrin) PE (rat anti mouse, dilution 1:50, eBioscience, 551187, lot 8314613, clone: RMV-7), CD105 Biotin (rat anti mouse, dilution 1:50, eBioscience, 13-1051-81, lot 2189466, clone: MJ7/18), Streptavidin PE-Cy7, dilution 1:100, eBioscience, 25-4317-82, lot 2034750), Thy1.1 APC-eFluor 780, mouse anti mouse, dilution 1:100, eBioscience, 47-0900-80, lot 2142928, clone: HIS51), Thy1.2 APC-eFluor 780, rat anti mouse, dilution 1:100, eBioscience, 47-0902-82, lot 1995522, clone: 53-2.1), 6C3 APC-Alexa 647, rat anti mouse, dilution 1:100, Biolegend, 108312, lot B222435, clone: Ly-51).

The following Antibodies were used for immunofluorescence:

Anti-Active- $\beta$ -Catenin (Anti-ABC) Antibody, clone 8E7, mouse anti mouse/rat/human, 1:100, Millipore Sigma, 05-665, lot3429115, Secondary Antibody: Alexa Fluor 488 Goat anti-Mouse IgG (H+L) , 1:1000, ThermoFisher Scientific, A-11001, lot 2140660

All primary antibodies used in this study were validated by the supplier/manufacture for use in flow cytometry or immunofluorescence applications respectively. Dilutions and concentrations were determined according to the manufacturer's recommendations in addition to the following publications referencing the isolation of the mSSCs; Identification and specification of the mouse skeletal stem cell, PMID:25594184 and Isolation and functional assessment of mouse skeletal stem cell lineage, PMID 29748647.

#### Manufacture Validation Statements:

##### Tie-2 (eBioscience, 14-5987-85)

Applications Reported: This TEK4 antibody has been reported for use in flow cytometric analysis, and immunohistology staining of frozen tissue sections.

Applications Tested: The TEK4 antibody has been tested by blocking of staining with fluorochrome conjugated TEK4 on mouse bone marrow cells. This can be used at less than or equal to 1 µg per test. A test is defined as the amount (µg) of antibody that will stain a cell sample in a final volume of 100 µL. Cell number should be determined empirically but can range from 10<sup>5</sup> to 10<sup>8</sup> cells/test. It is recommended that the antibody be carefully titrated for optimal performance in the assay of interest.

##### Thy1.1 (eBioscience, 47-0900-82)

Applications Reported: This HIS51 antibody has been reported for use in flow cytometric analysis.

Applications Tested: This HIS51 antibody has been tested by flow cytometric analysis of rat splenocytes. This can be used at less than or equal to 0.06 µg per test. A test is defined as the amount (µg) of antibody that will stain a cell sample in a final volume of 100 µL. Cell number should be determined empirically but can range from 10<sup>5</sup> to 10<sup>8</sup> cells/test. It is recommended that the antibody be carefully titrated for optimal performance in the assay of interest.

##### Thy1.2 (eBioscience, 47-0900-82)

Applications Reported: This 53-2.1 antibody has been reported for use in flow cytometric analysis.

Applications Tested: This 53-2.1 antibody has been tested by flow cytometric analysis of mouse splenocytes. This can be used at less than or equal to 0.125 µg per test. A test is defined as the amount (µg) of antibody that will stain a cell sample in a final volume of 100 µL. Cell number should be determined empirically but can range from 10<sup>5</sup> to 10<sup>8</sup> cells/test. It is recommended that the antibody be carefully titrated for optimal performance in the assay of interest.

##### CD105 (eBioscience, 13-1051-82)

Applications Reported: The MJ7/18 antibody has been reported for use in flow cytometric analysis.

Applications Tested: The MJ7/18 antibody has been tested by flow cytometric analysis of bEnd.3 cells and mouse splenocytes. This can be used at less than or equal to 0.5 µg per test. A test is defined as the amount (µg) of antibody that will stain a cell sample in a final volume of 100 µL. Cell number should be determined empirically but can range from 10<sup>5</sup> to 10<sup>8</sup> cells/test. It is recommended that the antibody be carefully titrated for optimal performance in the assay of interest.

##### Terr-119 (Invitrogen/eBioscience, 15-5921-81)

Applications Reported: The TER-119 antibody has been reported for use in flow cytometric analysis.

Applications Tested: The TER-119 antibody has been tested by flow cytometric analysis of mouse splenocytes and bone marrow cells. This can be used at less than or equal to 0.25 µg per test. A test is defined as the amount (µg) of antibody that will stain a cell sample in a final volume of 100 µL. Cell number should be determined empirically but can range from 10<sup>5</sup> to 10<sup>8</sup> cells/test. It is recommended that the antibody be carefully titrated for optimal performance in the assay of interest.

##### CD51 (BD Bioscience, 551187)

Reactivity: Mouse (QC Testing)

Application: Flow cytometry (Routinely Tested)

##### CD200 (BioLegend, 123802) CD45 (BioLegend, 103109) and 6C3 (BioLegend, 108311)

Each lot of this antibody is quality control tested by immunofluorescent staining with flow cytometric analysis. For flow cytometric staining, the suggested use of this reagent is ≤ 0.25 µg per 10<sup>6</sup> cells in 100 µl volume. It is recommended that the reagent be titrated for optimal performance for each application. (<https://www.biolegend.com/protocols/cell-surface-flow-cytometry-staining-protocol/4283/>)

##### Active-β-Catenin (Millipore Sigma, 05-665)

Application: Anti-Active-β-Catenin (anti-ABC) Antibody, clone 8E7 is a well characterized Mouse Monoclonal Antibody. This highly published mAb also known as Anti-Catenin beta-1 readily detects beta-Catenin & has been validated in FC, ICC, IHC, IHC(P) & WB.

Application Notes: Immunocytochemistry: This antibody was used in immunocytochemistry and showed positive staining on the membrane and cytosol. This antibody has also been reported by an independent laboratory to show positive immunostaining for beta-catenin in LiCl-treated 293T cells fixed with methanol (Staal, Frank J. T., 2002). Flow Cytometry: This antibody was used in flow cytometry at an optimal 1 µg/mL concentration. Immunohistochemistry: This antibody was used in immunohistochemistry on a colorectal carcinoma tissue array at a 1:300 dilution. This antibody has also been reported by an independent laboratory to detect beta-catenin in mouse embryo sections (Van Noort, M., 2002).

Quality Assurance: Routinely evaluated by immunoblot on RIPA lysates from A431 cells. Western Blot Analysis: 0.2-2 µg/mL of this antibody detected β-catenin in RIPA lysates from A431 cells.

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

### Laboratory animals

Experiments using animals were performed on the following mice strains. C57BL/6, CD-1 IGS, Twist1+/-, Axin2LacZ/+, Axin2LacZ/+;Twist1+/-, B6 ACTb-EGFP, ActinCreERT2:R26Rainbow, Twist1+/-:ActinCreERT2:R26Rainbow, Axin2LacZ/+;ActinCreERT2:R26Rainbow. Age of animals vary by experiment, ranging from post-natal day 3 to 6 months of age. Both males and female animals used in this study. Details of breeding strategy and genotyping are included in the Materials and Methods sections under "Animals".

### Wild animals

No wild animals were used in this study.

### Field-collected samples

No field-collected samples were used in this study.

### Ethics oversight

All experiments using animals were performed in accordance with Stanford University Animal Care and Use Committee guidelines. The Administrative Panel on Laboratory Animal Care (APLAC) approved all protocols and procedures regarding animal care, genotyping and all surgical procedures. (Stanford APLAC protocol 8397 and 21067)

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

#### Sample preparation

Posterior Frontal, Sagittal, Coronal sutures and Tibial Growth Plate were carefully dissected on ice with the aid of a dissection microscope. Tissue was gently minced and serially digested in a collagenase digestion buffer supplemented with DNase incubated in a 37° water bath for 10 min followed by 2, 25min digestions in an orbital shaker at 275rpm at 37°. Dissociated cells were filtered through a 70µm filter and digestions pooled together and pelleted at 1350rpm at 4°, resuspended in FACS buffer, and stained with fluorochrome-conjugated antibodies against CD200, Tie2, CD45, Ter119, CD51, CD105, Thy1.1, Thy1.2, and 6C3 for 20min under light agitation. Phosphatidylinositol (PI) staining was performed to exclude dead cells. Details of cell dissociation and flow cytometry are included in the Materials and Methods section under "In-vivo suture harvest and cells dissociation, Flow Cytometry" and Supplementary Figure 1.

#### Instrument

Flow cytometry was performed on the FACS Aria II in the Lorey Lokey Stem Cell Institute Shared FACS Facility.

#### Software

Data was analyzed using the BD FACSDiva software or imported from the FACS Aria II into the FlowJo software for analysis. Analysis was completed using the gating strategy described in the material and methods, "Flow Cytometry" and Supplementary Figure 1.

#### Cell population abundance

Prospective cell populations were double sorted on purity and assessed for their functional ability in in-vitro assays and purity assessed by semi-quantitative PCR analysis.

#### Gating strategy

Single cell were first gated using FSC and SSC parameters. Hematopoietic (CD45-) and dead cells (PI+) were gated out and the remaining population was fractionated based on the following immunophenotype: CD45-, Ter119-, Tie2-, Thy1.1-, Thy1.2-, 6C3-, CD105-, CD51+, CD200+.) Negative "unstained with PI" and fluorescence minus one (FMO) control samples were used to excluded dead cells and discriminate between positive and negative populations.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

# Supplementary material for: Skeletal stem and progenitor cells maintain cranial suture patency and prevent craniosynostosis
**Source:** Nat Commun. 2021 Jul 30;12:4640. doi: 10.1038/s41467-021-24801-6
**Supplement:** Supplementary file 4 — Source data

**Figure 5b - Twist:Axin Rescue SSCs**

How the deposited data were processed for this re-analysis (not part of the article)

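RNA was measured in CD51+;CD200+ cells sorted by FACS from the PF, SAG, and COR sutures and from the tibial growth plate (GP) of mice at postnatal day 3, with 1 library per tissue. The authors checked paired-end reads with FastQC, mapped them to mouse mm9 with STAR, and ran Cuffdiff of the Cufflinks suite with the Illumina iGenomes gene model. The deposited values are FPKM per gene symbol, and the authors' library normalization within Cuffdiff and the sequencing depth are not stated in the paper's text. Cuffdiff significance was not used here. The single-cell libraries were not analysed here.

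All 4 libraries were mapped to their tissue from the sample labels and the paper. Each held 23946 symbols, of which 4672 were at 0 in all 4 libraries. The total FPKM was from 447174 to 550958. Relative depth was estimated from the most frequent of the lowest nonzero values of FPKM multiplied by transcript length. By this estimate the PF library was the shallowest. The estimate takes that value as a single fragment and FPKM as scaled in proportion to the fragments of each library. FPKM carries no counts, so no counting interval is given.

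Ratios were computed on the log2(FPKM + 1) scale for genes with FPKM of 1 or more in at least 1 library compared. A gene was counted as different at a ratio of 3-fold or more. There were no replicates, so no test between tissues was made. The median log2 ratio of a gene list was placed among 10000 random lists of the same size, drawn for each gene from the 200 genes nearest in mean expression. A percentile below 2.5 or above 97.5 was treated as outside the middle 95% of such lists. Libraries were clustered by Euclidean distance on mean-centred values with average linkage, after the paper's methods.

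The genes named were those the paper names for the bulk RNA-seq, *Gapdh*, the sorting markers, the Wnt ligand genes, the genes of Fig. 2e, and HOX genes. To these were added the 5 genes farthest in each direction for PF and GP and the 3 farthest for SAG and COR, among genes past 3-fold with FPKM of 5 or more in the higher library or libraries. *Col3a1*, *Ttr*, *Otx2*, *Col9a2*, *Matn4*, *Acan*, *Hapln1*, *Lyz2*, *Cd74*, *Hba-a1*, and *Hbb-b1* were also named after their values were seen.

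The alternatives set before the data were examined were a pseudocount of 0.1, scaling to a common median ratio, quantile normalization, no expression filter, FPKM of 5 or more in at least 1 library, FPKM of 1 or more in every library, values relative to *Gapdh*, other floors for the Wnt ligand genes, and another handling of repeated symbols. Added after the data were seen were protein-coding genes only, a loess correction for GC content (span 0.3, fitted on genes with FPKM of 5 or more), leaving out the collagen and *Sparc* genes listed at 0, and no pseudocount. GC content and length were those of the longest coding transcript in the GENCODE annotation of mm9, which held a coding transcript for 80.8% of the symbols.

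Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, and matplotlib 3.10.9. The steps were run on simulated data: of 7719 genes, 200 were given a known change, 200 were recovered, and 0 unchanged genes were called. Of 100 random lists of unchanged simulated genes, 3 fell outside the middle 95%. Fewer genes were simulated than the 13733 compared between the sutures, and the size of the change was set in advance. The simulation therefore checks the calculation only. It gives no error rate for the 3-fold counts in the real libraries, where the spread between replicates is unknown.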

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

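The patterns in this part were noticed in the data before any of their tests was chosen; the marker genes used in the tests had not been looked at, apart from some of the short RNA genes. *Ttr*, *Otx2*, *Lect1*, *Matn1*, *Dpt*, and the short RNA genes below are higher in a suture library than in GP, the control, and the paper does not report them for the bulk RNA-seq. Of these, *Ttr* and *Otx2* were chosen after their values were seen, and the others follow the rule for named genes. There is 1 library per tissue, so a property of a tissue cannot be told apart from a property of its library.

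*Ttr* was at 5103 FPKM in SAG, the highest value of that library, compared with 465 in PF, 141 in COR, and 9.74 in GP. *Otx2* was at 168.3 FPKM in SAG and 0.269 in GP. A candidate explanation is RNA of cells of neural tissue in the SAG sample. Compared with the mean of the other libraries, 19 choroid plexus genes lay at percentile 100.0 of matched lists, 11 genes of neurons at 99.86, and 10 genes of pineal or photoreceptor-like cells at 100.0. After a correction for GC content the percentiles were 100.0, 99.78, and 100.0. All 3 sources remain and were not separated.

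*Lect1* was at 1094 FPKM and *Matn1* at 838 FPKM in SAG, compared with 219 and 151 in GP. The paper shows both in Fig. 2e for single cells, *Lect1* as a marker of cluster 1 and *Matn1* of cluster 4. It describes the profiles of the SAG single cells as appearing more distinct, in these clusters. In the bulk libraries *Lect1* and *Matn1* were at 15.1 and 9.40 FPKM in PF, and 17.5 and 13.5 in COR. RNA of chondrocytes is a candidate explanation for the difference from PF and COR, where 8 other chondrocyte genes lay at percentile 100.0 in SAG, also after the GC correction. Compared with GP, the same genes lay at percentile 92.84, inside the middle 95%, in a comparison added after the values of *Lect1* and *Matn1* were seen. Single genes differed: *Col9a2* was at 541 FPKM in SAG and 195 in GP and *Matn4* at 241 and 46.3, while *Acan* was at 25.9 and 59.0 and *Hapln1* at 131 and 149; these were picked after their values were seen. The test leaves open whether RNA of chondrocytes accounts for the difference from GP. Whether such cells belong to the sagittal suture or came with the dissection was not tested here, and the single-cell libraries were not analysed.

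*Dpt* was at 100.1 FPKM in COR and 4.01 in GP. No technical or biological explanation was tested for it.

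The short RNA genes *Mir3094*, *Mir153*, *Mir3109*, and *AF357425* were at 48.7, 32.6, 32.0, and 29.6 FPKM in PF, *Mir6935* was at 70.5 FPKM in SAG, and *Snord99* and *Snord12* were at 81.4 and 31.6 FPKM in COR. Each is listed at 0 in the other libraries. Unstable estimates for transcripts shorter than a fragment may account for them. Of 89 microRNA and small nucleolar RNA genes with FPKM of 5 or more in a suture, 74, or 83.1%, are listed at 0 in another suture, compared with 0.759% of such protein-coding genes.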

How the results depend on the processing

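The alternatives that were chosen after the data were seen are the GC correction, the protein-coding genes only, no pseudocount, and leaving out the genes listed at 0. No paired analysis was possible because each tissue has 1 library. No symbol was repeated, so the handling of repeated symbols is unable to change a value, and leaving out the expression filter is unable to change a 3-fold count on the log2(FPKM + 1) scale; neither shows stability.

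The pseudocount and the treatment of low values moved the counts of genes at least 3-fold different. With a pseudocount of 0.1 the counts were 4977 between any pair of sutures, 3694 for PF vs SAG, 2933 for PF vs COR, and 2009 for COR vs SAG. Genes apart from both other sutures were then 1104 lower and 1084 higher in PF, 276 lower and 938 higher in SAG, and 475 lower and 262 higher in COR, and 341 differed between GP and all 3 sutures, against 173. With FPKM of 1 or more in every library, the counts were 1480, 929, 610, and 609, with 105 lower and 156 higher in PF, 147 higher in SAG, 66 lower and 75 higher in COR, and 39 for GP. With FPKM of 5 or more in at least 1 library, 930 genes differed for PF vs COR, 277 were higher in PF, and PF and COR were joined first in the clustering, at a height of 102. After the GC correction 93 genes were lower in SAG. The cause was not tested.

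The median log2 ratio of the craniosynostosis genes in PF stayed negative under each alternative, from -1.46 to -0.53. Its side of percentile 2.5 was not stable. Over 20 draws of random lists with the settings as reported, the percentile ran from 2.27 to 2.94 and was below 2.5 in 7. The median was -0.83 with median-ratio scaling (percentile 2.71), -0.76 with quantile normalization (2.90), -0.62 without an expression filter (7.39), -0.81 with protein-coding genes only (2.51), and -0.73 after the GC correction (3.20). It was below 2.5 with a pseudocount of 0.1 (median -1.02, percentile 1.39), relative to *Gapdh* (-0.53, 1.96), and with FPKM of 5 or more (-1.46 over 4 genes, 0.25). Division by *Gapdh* shifts all genes in the same direction, so the percentile relative to *Gapdh* says little about stability. The values without a filter, with a pseudocount of 0.1, and with FPKM of 5 or more lie farthest from the spread of the draws.

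*Gapdh* itself had a log2 ratio of -0.53 for PF vs SAG. Relative to *Gapdh*, the PF vs SAG ratio became 0.18 for *Huwe1*, 0.090 for *Ahdc1*, and 0.029 for *Efnb2*. Division by *Gapdh* raises the PF vs SAG ratio of every gene, so these signs rest on *Gapdh* itself. With quantile normalization the PF vs SAG ratio of *Ahdc1* was 0.069. The PF vs COR ratio of *Ezh2* passed 3-fold with a pseudocount of 0.1 (-1.71) and with none (-1.75). With a floor of 5 FPKM, 7 Wnt ligand genes were counted in place of 12. The cWnt medians kept their direction and their side of the percentile limits under each alternative run.

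By the depth estimate the PF library was the shallowest, with 44.1% of the fragments of SAG. A shallow library limits the precision of ratios of genes with low FPKM in PF.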

Differences from the paper's values

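No test belongs to this part. The paper states 171 genes with a fold change above 3 between the sutures; 2995 genes passed 3-fold here, where Cuffdiff significance was not applied. In the Venn diagram of Fig. 2a, read by eye, the paper shows about 62 genes for PF vs SAG only, where 621 were counted here. It shows about 50 for PF vs COR only, about 29 for COR vs SAG only, and about 15 shared by the comparisons with PF (Fig. 2a, read by eye), where 384, 255, and 813 were counted. It shows about 10 shared by the comparisons with SAG, about 5 by those with COR, and about 0 in all 3 (Fig. 2a, read by eye), where 618, 240, and 64 were counted. None of the alternatives set before the data were examined that were run for these counts closed any of these gaps, and neither did those run for them that were chosen after seeing the values. Values relative to *Gapdh* and no pseudocount were run only for the craniosynostosis genes. The lowest total was 1480, with FPKM of 1 or more in every library compared.

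The paper's Fig. 2b shows *Efnb1* as low in PF. Here *Efnb1* was highest in PF, with log2 ratios of 0.64 to SAG and 0.53 to COR, and it was higher in PF under each alternative run, down to 0.10 and 0.22 after the GC correction. The paper's results name *Efnb* without a number, and its RT-PCR in Supplementary Fig. 3b used *Efnb2*, as listed among the primers of Supplementary Table 5. *Efnb2* was lower in PF, with log2 ratios of -0.39 and -0.55, except relative to *Gapdh* for SAG.

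The paper lists *Cdc45*, *Huwe1*, *Ahdc1*, *Jag1*, and *Ezh2* with *Dusp6* in a cluster downregulated in PF alone. These were lower in PF here, except *Huwe1* and *Ahdc1* against SAG relative to *Gapdh* and *Ahdc1* against SAG with quantile normalization. Only *Dusp6* passed 3-fold against both sutures. *Ezh2* also did so with a pseudocount of 0.1, and with no pseudocount, which was chosen after seeing the values.

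The paper's discussion states, from its analysis of the cWnt pathway, that the cells make no Wnt ligands and so need added Wnt3a for canonical signaling. Here 12 of the 19 ligand genes were at FPKM of 1 or more in a suture, and 7 were with a floor of 5. These counts cover all Wnt ligand genes, and ligands of canonical signaling were not counted apart. *Wnt3* and *Wnt8b* reached 1 FPKM only in SAG, at 1.45 and 1.02, the library with high marker genes of neural tissue. *Wnt3a* itself was near 0 in every library.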

Other observations

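The patterns in this part were noticed before their tests were chosen, and the tests on leaving out *Cdc45* and *Ezh2* and on the rank of the collagen genes were written after values that bear on them had been seen. That the GC content and length tests are unable to decide was judged after their percentiles had been seen.

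The log2 ratio of PF to the mean of the other 3 libraries rose with the GC content of the transcript across 8983 genes, with a Spearman rho of 0.38; in SAG it was -0.28, in COR -0.04, and in GP -0.24. Genes are not independent replicates, and these values describe the libraries. The median log2 ratio of PF was -0.39 in the fifth of genes with the lowest GC content and 0.44 in the fifth with the highest.

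For the lower craniosynostosis genes in PF, several explanations were weighed. After the GC correction the list median lay at percentile 3.2, and against lists also matched on GC content at 3.71. Against lists also matched on transcript length it lay at 1.94. The percentile without correction ran from 2.27 to 2.94 with the draw. The GC values lay above that range and the length value below it, but their own spread over draws was not measured. These tests therefore could not decide between GC content or length and another cause. Without *Cdc45* and *Ezh2* the percentile was 15.82, and other pairs were left out for comparison. The percentile was from 4.2 to 16.99 for the 9 pairs with *Dusp6* or *Ezh2*, all inside the middle 95%, and from 0.23 to 1.79 for the 6 pairs with neither, all outside. The order of so few genes largely fixes how the median moves when a pair is dropped: without *Cdc45* and *Dusp6* the percentile was 16.24, and without *Dusp6* and *Ezh2* it was 16.99. The comparison therefore cannot tell which of these genes the result rests on. Fewer cycling cells in the PF library may contribute: 63 genes of the S and G2/M phases, none looked at before, had a median log2 ratio of -0.73 after the GC correction, at percentile 0.0, below every matched list. *Cdc45* and *Ezh2* are linked to cycling cells, and whether *Dusp6* is was not tested. With 1 library per tissue, this cannot be told apart from a property of the library.

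The 2995 genes at least 3-fold different between sutures were not mainly short RNAs, since 2600 protein-coding genes passed. The GC correction left the number of protein-coding genes nearly unchanged, at 2571. Whether the same genes passed before and after it was not compared, so the count cannot show which genes GC content affects. Depth and variation between libraries were not tested, since there are no replicates.

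Immediate early genes were high in SAG, with *Fos* at 2298 FPKM compared with 115 in PF, 124 in COR, and 327 in GP. Stress during tissue dissociation is a candidate explanation: 14 heat shock genes lay at percentile 100.0 in SAG. The paper shows *Fos*, *Egr1*, *Nr4a1*, *Btg2*, and *Ier2* in Fig. 2e as markers of single-cell clusters 1 and 4. In bulk, the markers of cluster 1 had a median log2 ratio of 1.29 in SAG to the mean of PF and COR, and those of cluster 4 of 4.14, both at percentile 100.0. Without the immediate early genes named here, the 15 other markers of both clusters had a median of 2.06, also at percentile 100.0. The named genes alone therefore do not account for the high markers. The 15 include *Lect1* and *Matn1*, already known to be high in SAG, so they are not an independent test. Whether others of the 15 also respond early to stress was not tested. The markers of clusters 0, 2, and 3 had medians of -1.84, -0.95, and -1.77.

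*Sparc*, *Col1a1*, *Col1a2*, and *Col3a1*, listed at 0 in COR, could reflect estimates not made where a locus holds the most fragments. In the libraries that list a value, each ranked 16 or better of 19341 genes by FPKM multiplied by transcript length. PF lists *Col1a2*, *Col1a1*, *Sparc*, and *Col3a1* at ranks 1, 2, 3, and 5, and GP lists *Col1a1* at rank 1. A top rank alone therefore did not give a 0. That these genes have high values elsewhere was known when the test was chosen, so it cannot decide. COR lists *Spp1* at 8324 FPKM and *Bglap* at 790 FPKM, and the zeros are not read here as absence of the transcripts.

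*Pitx1*, a gene of the hindlimb, was at 83.7 FPKM in GP and below 1 FPKM in the sutures. Between GP and all 3 sutures, 137 genes were at least 3-fold higher and 36 lower in GP.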
